# Transcriptome and metabolite analyses indicated the underlying molecular responses of Asian ginseng (*Panax ginseng*) toward *Colletotrichum panacicola* infection

**DOI:** 10.3389/fpls.2023.1182685

**Published:** 2023-07-10

**Authors:** Jinglin Xia, Ning Liu, Junyou Han, Jingyuan Sun, Tianyi Xu, Shouan Liu

**Keywords:** *Panax ginseng*, *Colletotrichum panacicola*, transcriptome, anthracnose disease, flavonoids

## Abstract

*Panax ginseng* Meyer is one of the most valuable plants and is widely used in China, while ginseng anthracnose is one of the most destructive diseases. *Colletotrichum panacicola* could infect ginseng leaves and stems and causes serious anthracnose disease, but its mechanism is still unknown. Here, transcriptome and metabolism analyses of the host leaves were conducted to investigate the ginseng defense response affected by *C. panacicola*. Upon *C. panacicola* infection, ginseng transcripts altered from 14 to 24 h, and the expression of many defense-related genes switched from induction to repression. Consequently, ginseng metabolites in the flavonoid pathway were changed. Particularly, *C. panacicola* repressed plant biosynthesis of the epicatechin and naringin while inducing plant biosynthesis of glycitin, vitexin/isovitexin, and luteolin-7-*O*-glucoside. This work indicates *C. panacicola* successful infection of *P. ginseng* by intervening in the transcripts of defense-related genes and manipulating the biosynthesis of secondary metabolites, which might have antifungal activities.

## Introduction

Ginseng, *Panax ginseng*, is one of the most important medicinal herbs in Northeast China with high values in nutrition and medicine (Kim et al., 2010; Liu et al., 2020). Ginseng is a perennial plant with a long cultivation period and is widely planted in China, Korea, and Japan (Sun et al., 2018; Wang et al., 2018). Because of its long life, *P. ginseng* now suffers from various biotic stresses with fungal diseases as one of the main sources (Kim et al., 2019). There are many fungal diseases in ginseng fields including anthracnose, gray mold, *Alternaria* blight, damping-off, and root rot (Kim et al., 2010; Choi et al., 2011; Gao et al., 2014; Guan et al., 2014; Liu et al., 2020; Chen et al., 2022; Lu et al., 2019). Among these, anthracnose is one of the most destructive diseases, causing ginseng seedling blight in nurseries and promoting ginseng leaf spots in permanent beds (Choi et al., 2011; Chung and Bae, 1979).

*Colletotrichum panacicola* was reported as a major fungal pathogen causing ginseng anthracnose disease in Korea (Choi et al., 2011). Recently, *C. panacicola* was confirmed in all provinces in Northeast China such as Jilin, Liaoning, and Heilongjiang (Liu et al., 2020). The *C. panacicola* was able to infect both ginseng leaves and stems more aggressively than other species (Liu et al., 2020). Usually, chemical pesticides were used to control ginseng disease. However, deleterious pesticide residues accumulate in both ginseng roots and the surrounding soil, which has become a serious environmental problem (Ryu et al., 2014). The outcome of the interaction between ginseng and *C. panacicola* has not been well characterized so far. Detailed molecular and comparative transcriptome analyses during ginseng–*C. panacicola* interactions are becoming feasible, as the genome of *P. ginseng* has been reported (Jayakodi et al., 2018).

During plant–microbe interaction, plants have developed an innate immune system to recognize potentially infectious pathogens (Jones and Dangl, 2006; Jones et al., 2016; Ngou et al., 2021; Yuan et al., 2021). Downstream of innate recognition, the complex defense signaling/responses are activated including, calcium (Ca^2+^) burst, reactive oxygen species (ROS) burst, mitogen‐activated protein kinase (MAPK) activation, plant hormone signaling, transcription factors (TFs), and secondary metabolism (Tsuda et al., 2009; Birkenbihl et al., 2017; Wang et al., 2020). Generally, plant hormones such as salicylic acid (SA), jasmonate (JA), ethylene (ET), and abscisic acid (ABA) are repeatedly observed upon pathogen infection (Bari and Jones, 2009; Chen and Yu, 2014; Verma et al., 2016; Chen et al., 2020). Depending on the pathogen and plant styles, the role of hormones is different from time to time (Glazebrook, 2005; Liu et al., 2015; Liu et al., 2017). SA signaling has been traditionally associated with defense against hemibiotrophic or biotrophic pathogens, whereas JA/ET signaling appears to be more important to necrotrophic pathogens and insects (Glazebrook, 2005). The JA signaling was also involved in plant–biotrophic pathogen interaction, while SA/JA signaling collaborated during effectors that triggered immunity response (Guerreiro et al., 2016; Liu et al., 2016). ABA signaling has emerged as an important modulator of plant stress networks (Chen and Yu, 2014; Chen et al., 2020). In plants, ABA positively or negatively regulates plant defense depending on the lifestyle of the pathogen (Denancé et al., 2013).

Global expression analyses proposed that plant cells’ transcriptional re-programming is a key step to mounting an efficient defense response (Birkenbihl et al., 2017; Chen et al., 2022; Liu et al., 2015). Several transcription factor families are repeatedly reported to be involved in the regulation of gene expression during plant–pathogen interaction (Birkenbihl et al., 2017). Next to the plant hormones and TFs, plant secondary metabolites play crucial roles in defense. Low-molecular-mass secondary metabolites with antimicrobial activity that are induced by various microbes are called phytoalexins (Pedras et al., 2011), which are usually considered molecular markers of disease resistance (Ahuja et al., 2012). Compared with many plant–microbe interaction systems, however, so far, there has been no such information reported during ginseng–*C. panacicola* interaction. Here, the *C. panacicola* was assumed to derive a strategy to overcome ginseng defense response and promote disease development.

This work performed transcriptome analysis in ginseng leaves during *C. panacicola* infection. A further study compared the data derived from the same treatments and revealed the mechanism of disease development in *C. panacicola* by suppressing defense-related gene expression and modulating certain antifungal flavonoid biosynthesis. These results will not only increase understanding of the complexity of *P. ginseng*–*C. panacicola* interaction but also enhance efforts to identify functional genes in plant defense response and disease development.

## Results

### Phenotypes of anthracnose disease development in ginseng

In nature, *P. ginseng* grows slowly and faces multiple biotic and abiotic stresses including anthracnose. In the field, the anthracnose disease in ginseng leaves usually contains several tiny spots with a small yellow halo at the beginning, the lesion develops, the yellow halo extends from time to time, and finally, necrotic spots with an empty hole in the middle area are present in ginseng leaves (**Figure 1A**). The spots with empty holes seriously influence the growth of ginseng leaves. *C. panacicola* strain FSL was isolated from ginseng leaves in Fusong, Jilin Province. The spores of *C. panacicola* FSL were then incubated on garden ginseng leaves in the lab. At the early stage, there was no obvious symptom observed on ginseng leaves (**Supplementary Figure 1**). The typical necrotic spots were observed after a 1-week infection (**Figure 1A**, arrows). It is indicated that ginseng is susceptible to *C. panacicola* FSL.

**Figure 1:**
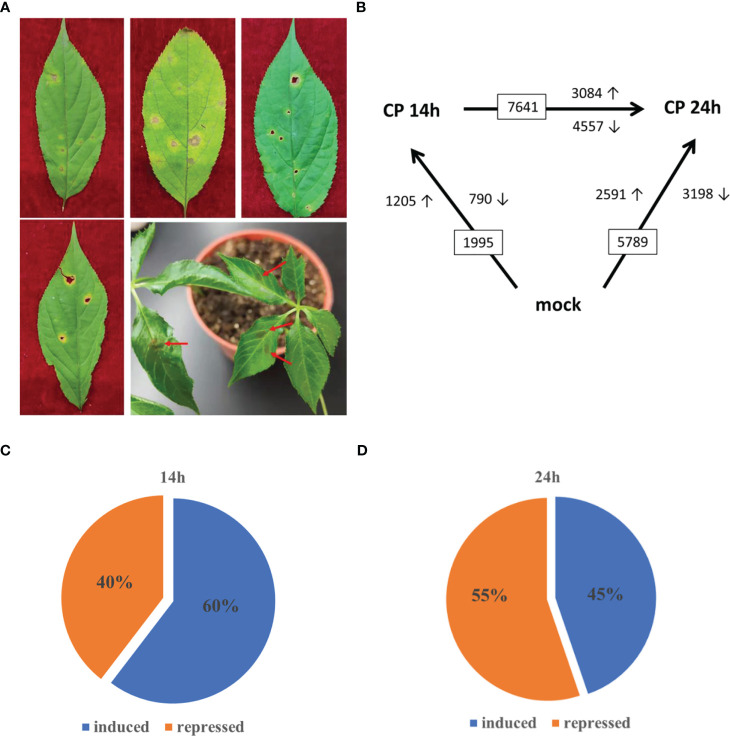
Transcription analysis of *Colletotrichum panacicola*-infected *Panax ginseng* plants. **(A)** Ginseng anthracnose disease phenotype in the forest and *C. panacicola* FSL infection phenotype on 2-year-old ginseng leaves (7 days post-infection). **(B)** Numbers of differentially expressed genes (≥2-fold; *p* ≤ 0.05) in ginseng at 14 and 24 h after spray inoculation with spores of *C. panacicola* FSL (CP) or mock treatment (CK) identified by RNA-seq. **(C)** Percentage of *C. panacicola* FSL induced and repressed significantly differentially expressed genes at 14 h compared with control (total number of SSTF gene is 1,995). **(D)** Percentage of *C. panacicola* FSL induced and repressed significantly differentially expressed genes at 24 h compared with control (total number of SSTF gene is 5,789).

### Transcriptome analysis of differentially expressed genes in *P. ginseng* during interaction with *C. panacicola*

To understand the molecular mechanism of *P. ginseng*–*C. panacicola* interaction, RNA sequencing was performed. Ginseng leaves incubated with *C. panacicola* were harvested at 14 h (Cp14h) and 24 h (Cp24h). For the control (CK), ginseng leaves without any treatment were harvested. 

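RNA was sequenced from leaves of 2-year-old plants in 3 groups of 3 libraries: CK, and leaves harvested 14 h and 24 h after spraying with spores of *C. panacicola*, the fungus of ginseng anthracnose. The paper describes the replicates as independent biological replicates. CK leaves are described as untreated in the results and as given only water in the methods, and the hour of their harvest is not given in the sources used here. The libraries separated by group. The first principal component of log2 CPM (counts per 1e6), with 40.0% of the variance, set Cp24h apart from both other groups. The second, with 22.7%, set CK apart from Cp14h, and the third, with 9.95%, set CK replicate 1 apart from the other libraries. Within groups the libraries correlated at 0.936 to 0.973 (Pearson's r of log2 CPM, across genes, which are not independent replicates). Total counts were 44111324 to 62387896 (median 58332127) in CK, 39489997 to 41014375 (median 39796735) in Cp14h and 49525791 to 50616550 (median 49772959) in Cp24h. The authors aligned the reads to the *P. ginseng* genome with HISAT and deposited an estimated count and an FPKM for each of 50681 genes. These counts were derived from read coverage and are not numbers of reads, since the most frequent count from 1 to 12 was 4, the value of about 1 fragment. From there, the counts were tested with edgeR's quasi-likelihood test with TMM normalization, 1 fit over all 9 libraries and Benjamini-Hochberg adjustment over the 44165 genes that passed its filter on low counts. In what follows, higher and lower mean an adjusted p under 0.05 unless SSTF is named, which keeps the paper's thresholds of an unadjusted p of 0.05 or less and a log2 fold change of at least 1 in size. FPKM values are means ± SD of 3 libraries. Folds against a group at 0 are lower limits against a floor of 3 fragments, or 12 counts, per library. Gene names are those of the deposited annotation and are mostly matches in other species, and near-identical copies in this genome may share reads, so their separate values are uncertain. The 65 gene lists, the rule for the genes named and the comparisons were fixed before the data were examined. The lists were also tested as groups with camera. Pathways and terms that the paper names were chosen by the study on these samples, so their counts are not independent evidence of a direction.

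**Figure D1:**
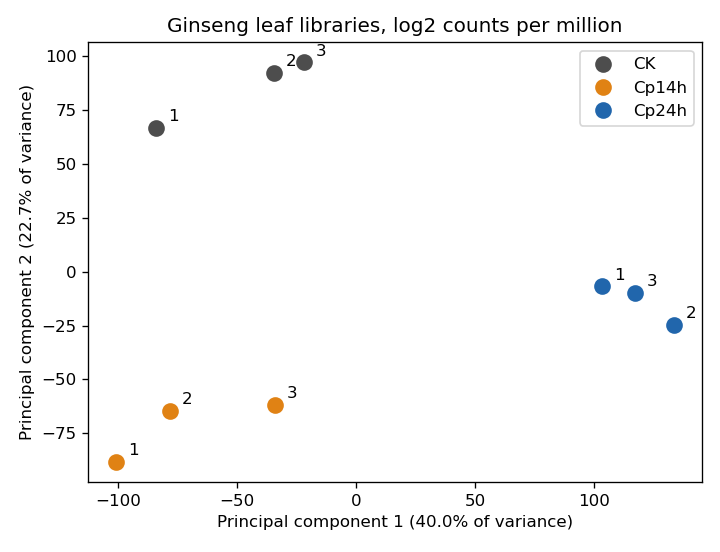
The 9 ginseng leaf libraries on the first and second principal components of log2 CPM, with the percent of variance on each axis; each point is 1 library, numbered by replicate. Cp24h libraries lie to the right of all others, and CK lies above Cp14h.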

RNA-seq data were analyzed as previously indicated (Chen et al., 2022). 

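Valid reads, those left after the authors' cleaning, summed to 364521642 over the libraries. Cp14h leaves had the fewest, at 33161354 to 36594818 per library (median 33988088). Cp24h leaves had 39009430 to 39594552 (median 39337352), and CK leaves had 41583410 to 51578110 (median 49674528). Every Cp14h library therefore had fewer valid reads than every library of the other groups. The estimated counts of genes came to 1.06 to 1.29 per valid read. The most abundant gene, *Pg_S7176.2* (named after its values were seen), a phloem protein of the lectin type (Pg_scaffold7176), took 3.02% to 6.03% of the counts of a library and the 10 most abundant genes took 7.25% to 10.8%, so that no few genes took most of the counts in any group.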

A total of 365 million validated high-quality reads were obtained from all nine libraries (**Supplementary File 1**) and then aligned to the *P. ginseng* genome (Jayakodi et al., 2018).

To identify genes involved in ginseng response to *C. panacicola* at the genome-wide level under different times, the differentially changed genes (statistically significantly, *p* ≤ 0.05, altered at least twofold (SSTF)) were compared between *C. panacicola*-treated (CP) and un-treated (CK) ginseng. At 14 h, a total of 1,995 SSTF genes were identified in CP-treated plants compared with CK: 1,205 (approximately 60%) were increased, while 790 (40%) were decreased (**Figures 1B, C**). 

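At 14 h, heat shock and pathogenesis-related genes were among those higher than in CK, and some genes abundant in CK leaves were nearly lost. *Pg_S2120.18*, a heat shock factor of the HSF8 type that switches on chaperone genes (Pg_scaffold2120, 215077 to 217043), rose from 6.76 ± 2.08 FPKM in CK to 24.5 ± 2.90 in Cp14h (log2 fold change 1.81, SE 0.20, adjusted p = 0.000313, edgeR). *Pg_S0090.10*, a beta-glucanase of the kind that digests fungal walls (Pg_scaffold0090, 1162640 to 1179891), rose from 3.54 ± 0.954 to 24.0 ± 13.0 FPKM (log2 fold change 2.70, SE 0.37, adjusted p = 0.00168). *Pg_S5763.8*, a cytochrome P450 of the CYP71 family (Pg_scaffold5763, 115800 to 117276), fell from 29.2 ± 2.66 to 0.297 ± 0.202 FPKM (log2 fold change -6.59, SE 0.35, adjusted p = 9.86e-07). *Pg_S0397.1*, a glycine-rich RNA-binding protein (Pg_scaffold0397, 4536 to 11938), was at 0 in all CK libraries and reached 183 ± 11.6 FPKM, at least 209-fold higher (adjusted p = 1.35e-07). It belongs to the genes near 0 in a whole group, for which the closing section tests a difference between plants. Across all genes, 2059 passed the adjusted p, which is 4.66% of those tested, and 1117 of them were higher and the rest lower. By the paper's thresholds 3077 were SSTF, 1661 higher and 1416 lower, and 1382 of them also passed the adjusted p. An unadjusted p under 0.05 was found for 9192 genes, where chance gives about 2208. The groups did not overlap in 23.5% of genes (10% by chance). Of 137 heat shock genes, 6 were higher, 0 were lower and 131 did not pass the test (11 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.00341, and adjusted p = 0.669 with an estimated correlation). Calmodulin and other calcium-binding proteins, which carry calcium signals, had 9 higher, 2 lower and 169 not past the test among 180 (9 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.0520). Among 114 pathogenesis-related genes, 7 were higher, 4 lower and 103 not past the test (10 higher and 8 lower when adjusted over the list alone, camera adjusted p = 0.404). Markers of xylem and lignin moved with the group, with 8 of 76 lower, 0 higher and 68 not past the test (1 higher and 11 lower when adjusted over the list alone, camera adjusted p = 0.00321, and adjusted p = 0.445 with an estimated correlation). Of 27 phloem markers, 3 were higher, 0 lower and 24 not past it (9 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.0161, and adjusted p = 0.669 with an estimated correlation). The number of genes passing the adjusted p depended on single libraries: without CK replicate 1 it was 2081 higher and 2256 lower, and without CK replicate 3 it was 516 and 372. Without Cp14h replicate 3, the share of SSTF genes that were lower changed from 46.0% to 54.1%.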

Not surprisingly, a total of 5,789 SSTF genes were identified at 24 h compared with CK, which were about threefold more than at 14 h (**Figure 1B**). This indicates that more genes were affected in response to *C. panacicola* treatment. 

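By 24 h, receptor-like kinases and disease resistance genes, which detect microbes, were more often higher than lower, while other single genes were nearly silent. *Pg_S8153.4*, a cysteine-rich receptor-like kinase (Pg_scaffold8153, 35231 to 38694), rose from 1.68 ± 0.415 FPKM in CK to 19.8 ± 2.32 in Cp24h (log2 fold change 3.49, SE 0.22, adjusted p = 3.85e-06, edgeR). A second gene of this type, *Pg_S2623.4* (Pg_scaffold2623, 36180 to 41954), rose from 2.24 ± 0.630 to 14.3 ± 2.68 FPKM (log2 fold change 2.63, adjusted p = 2.11e-05). *Pg_S6474.5*, a putative disease resistance protein (Pg_scaffold6474, 80977 to 82671), was at 0 in CK and reached 17.7 ± 1.19 FPKM, at least 156-fold higher (adjusted p = 7.81e-06). Its neighbours *Pg_S6474.3* (Pg_scaffold6474, 78248 to 78802) and *Pg_S6474.4* (Pg_scaffold6474, 78822 to 79313) were near 0 in CK and at 12.2 and 13.6 FPKM in Cp24h. *Pg_S6474.4* shares its description with *Pg_S6474.5* and lies under 1000 bp from *Pg_S6474.3*. They may therefore be pieces of a gene split by the annotation and not separate responses. *Pg_S5748.2*, a chloroplast protease of the FTSH type (Pg_scaffold5748, 92929 to 93873), was at 111 ± 13.5 FPKM in CK and near 0 in Cp24h, at least 421-fold lower (adjusted p = 2.76e-07). In all, 5630 genes were higher and 6364 were lower, 27.2% of those tested, and 6263 genes were SSTF, of which 5215 also passed the adjusted p. The groups did not overlap in 47.3% of genes, where chance gives 10%. Of 183 disease resistance genes, 33 were higher, 10 were lower and 140 did not pass the test (32 higher and 10 lower when adjusted over the list alone, camera adjusted p = 0.0586). Of 765 receptor-like kinases, 169 were higher, 88 lower and 508 not past the test (188 higher and 101 lower when adjusted over the list alone, camera adjusted p = 0.0890). Without Cp24h replicate 2, 3140 genes were higher and 3643 lower. Genes near 0 in a whole group, such as *Pg_S6474.3* and *Pg_S5748.2*, are taken up in the closing section, where a difference between plants was tested.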

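In Cp24h leaves, lower SSTF genes outnumbered higher ones. The bHLH and MYB transcription factors also had more lower than higher members and genes of protein processing more higher than lower ones, but none of these lists passed camera. Of 139 bHLH transcription factors, 6 were higher, 28 were lower and 105 did not pass edgeR's test (6 higher and 26 lower when adjusted over the list alone, camera adjusted p = 0.177). *Pg_S6657.1*, of the bHLH74 type (Pg_scaffold6657, 8831 to 11033), fell from 36.0 ± 11.5 FPKM in CK to 12.5 ± 1.25 (log2 fold change -1.57, SE 0.19, adjusted p = 0.000414), and so did the other bHLH74 genes *Pg_S1426.5* (Pg_scaffold1426, 462334 to 464730, log2 fold change -1.04, adjusted p = 0.00123) and *Pg_S0127.9* (Pg_scaffold0127, 807475 to 809673, log2 fold change -1.16, adjusted p = 0.00141). Of 130 MYB transcription factors, 10 were higher, 21 lower and 99 not past the test (10 higher and 20 lower when adjusted over the list alone, camera adjusted p = 0.166). *Pg_S4817.3*, of the MYB44 type (Pg_scaffold4817, 52391 to 53341), fell from 30.4 ± 4.70 to 12.2 ± 0.514 FPKM (log2 fold change -1.37, adjusted p = 0.00216). *Pg_S2139.23*, another MYB activator (Pg_scaffold2139, 79936 to 82917), rose from 0.180 ± 0.169 to 3.57 ± 0.825 FPKM (log2 fold change 4.31, adjusted p = 0.000235). Among 1098 genes of protein processing in the endoplasmic reticulum, where secreted proteins are folded, 230 were higher, 121 lower and 747 not past the test (248 higher and 125 lower when adjusted over the list alone, camera adjusted p = 0.127). Over all genes, 2444 SSTF genes were higher and 3819 were lower, so that 61.0% were lower, and 3134 of those lower also passed the adjusted p. Scaling the libraries to the same median gave 56.4% lower and to the same total 62.4%. The median log2 fold change of all genes tested was -0.026.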

To our surprise, approximately 55% of genes (3198) were repressed while 45% of genes (2591) were induced (**Figure 1C**), suggesting the balance between induction and repression of host genes changed from 14 to 24 h (**Figures 1C, D**). The comparison of transcripts between 24 and 14 h was also performed. As indicated in **Figure 1B**, 7,641 SSTF genes were observed, with 3,084 (40.4%) increased and 4,557 (59.6%) decreased, further confirming the repression of host genes by *C. panacicola* at 24 h.

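From 14 h to 24 h, ethylene-responsive transcription factors were lower and genes of unsaturated fatty acid synthesis higher by camera, while the other transcription factor families below had more lower than higher members and did not pass it. Of 123 ethylene-responsive transcription factors, which act on defence genes downstream of ethylene, 7 were higher, 34 were lower and 82 did not pass the test (7 higher and 35 lower when adjusted over the list alone, camera adjusted p = 0.00279, and adjusted p = 0.685 with an estimated correlation). *Pg_S6440.2*, an AP2-like member (Pg_scaffold6440, 89841 to 92079), fell from 126 ± 37.0 to 35.6 ± 5.25 FPKM (log2 fold change -1.81, SE 0.26, adjusted p = 0.000800, edgeR). Of 99 WRKY factors, regulators of defence genes, 7 were higher, 18 lower and 74 not past the test (7 higher and 16 lower when adjusted over the list alone, camera adjusted p = 0.199). *Pg_S3132.24*, of the WRKY53 type (Pg_scaffold3132, 314500 to 315942), went from 1.76 FPKM in CK to 6.09 ± 1.91 and then 1.37 ± 0.389 (log2 fold change -2.13, SE 0.31, adjusted p = 0.000747). MYB factors had 7 higher, 25 lower and 98 not past the test among 130 (7 higher and 25 lower when adjusted over the list alone, camera adjusted p = 0.0968). Among 139 bHLH factors the counts were 8, 35 and 96 (8 higher and 34 lower when adjusted over the list alone, camera adjusted p = 0.0930), and among 96 NAC factors 14, 23 and 59 (15 higher and 24 lower when adjusted over the list alone, camera adjusted p = 0.189). In contrast, 38 of 97 genes of unsaturated fatty acid biosynthesis were higher, 7 lower and 52 not past the test (46 higher and 9 lower when adjusted over the list alone, camera adjusted p = 0.000158, and adjusted p = 0.692 with an estimated correlation). Markers of dividing cells moved with the group, with 18 higher, 64 lower and 164 not past the test of 246 (18 higher and 65 lower when adjusted over the list alone, camera adjusted p = 0.0245, and adjusted p = 0.685 with an estimated correlation). Phloem markers did so too, with 2, 13 and 12 of 27 (2 higher and 13 lower when adjusted over the list alone, camera adjusted p = 0.0391, and adjusted p = 0.685 with an estimated correlation). In all, 7279 genes were higher and 7544 were lower, 33.6% of those tested. The SSTF genes were 3168 higher and 4717 lower, or 59.8% lower, and the groups did not overlap in 50.4% of genes (10% by chance). Without Cp14h replicate 2 the number of higher genes was 4537, without Cp14h replicate 1 it was 4837, and without Cp24h replicate 2 it was 4752. The libraries hold a single CK group, without uninfected leaves for each time point, so the age of the infection and the time of day were not separated. From the larger share of decreased genes at 24 h, the paper concludes that *C. panacicola* repressed host genes by then.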

### Transcriptome diversity in *P. ginseng* upon *C. panacicola* infection at different times

Since pathogen incubation often up- or downregulates host gene expressions during the interaction, the transcription diversity was further analyzed in ginseng upon *C. panacicola* infection at 14 and 24 h. The differentially expressed genes (DEGs) were analyzed by Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) methods.

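In Cp14h leaves, the kinases and defence genes that changed were mostly higher than in CK, while cell wall genes went both ways. Of 1543 protein serine/threonine kinases, 109 were higher, 25 were lower and 1409 did not pass edgeR's test (162 higher and 44 lower when adjusted over the list alone, camera adjusted p = 0.00670, and adjusted p = 0.283 with an estimated correlation). *Pg_S3068.3*, of the STY46 type (Pg_scaffold3068, 142788 to 157561), rose from 8.38 ± 3.21 to 54.8 ± 2.76 FPKM (log2 fold change 2.67, SE 0.24, adjusted p = 6.58e-05). Receptor-like kinases, a list of 765 that overlaps with it, had 84 higher, 17 lower and 664 not past the test (128 higher and 38 lower when adjusted over the list alone, camera adjusted p = 0.00101, and adjusted p = 0.283 with an estimated correlation). *Pg_S2889.7*, a LysM receptor-like kinase of the family that binds chitin (Pg_scaffold2889, 293321 to 294830), was at 0 in CK and at 8.58 ± 1.06 FPKM in Cp14h, at least 10.3-fold higher (adjusted p = 4.55e-05). *Pg_S2371.6*, an inactive receptor-like kinase of the CORYNE type (Pg_scaffold2371, 196392 to 209937), fell from 70.4 ± 10.6 to 2.27 ± 0.487 FPKM (log2 fold change -5.00, SE 0.23, adjusted p = 4.36e-07). The term killing of cells of other organisms had 8 tested members, 3 higher, 0 lower and 5 not past the test (7 higher and 1 lower when adjusted over the list alone, camera adjusted p = 7.72e-06, and adjusted p = 0.283 with an estimated correlation). Without low genes (FPKM 5 or more in at least 3 libraries) this group call was lost. Its higher members *Pg_S6692.5* (log2 fold change 2.57, adjusted p = 0.00223), *Pg_S6692.1* (log2 fold change 2.58, adjusted p = 0.00229) and *Pg_S6692.4* (log2 fold change 2.06, adjusted p = 0.00705) are ricin-like and ribosome-inactivating proteins, which stop protein synthesis in other cells, and lie together on Pg_scaffold6692. Defense response had 52 higher, 19 lower and 655 not past the test of 726 (93 higher and 49 lower when adjusted over the list alone, camera adjusted p = 0.0862). For defense response to fungus the counts were 15, 4 and 207 of 226 (22 higher and 11 lower when adjusted over the list alone, camera adjusted p = 0.514). A WRKY70-type member, *Pg_S0536.24* (Pg_scaffold0536, 318679 to 320510), rose from 65.0 ± 20.0 to 226 ± 25.7 FPKM (log2 fold change 1.74, adjusted p = 0.0105). Cell wall genes had 24 higher, 42 lower and 589 not past the test of 655 (44 higher and 60 lower when adjusted over the list alone, camera adjusted p = 0.514). *Pg_S0859.35*, a xyloglucan enzyme that loosens walls (Pg_scaffold0859, 588244 to 589816), fell from 74.8 ± 14.4 to 18.9 ± 1.76 FPKM (log2 fold change -2.04, SE 0.22, adjusted p = 0.000276). Unsaturated fatty acid biosynthesis had 4 higher, 0 lower and 93 not past the test of 97 (11 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.0687). Fisher's exact tests, one-sided, over 2306 terms found more SSTF genes than expected in cell wall (98, expected 44.2, adjusted p = 4.38e-11), defense response (99, expected 49.0, adjusted p = 6.47e-09), serine/threonine kinase activity (166, expected 104, adjusted p = 3.19e-07), unsaturated fatty acid biosynthesis (24, expected 6.55, adjusted p = 2.69e-06) and plasma membrane (447, expected 373, adjusted p = 0.00118). The term on killing of cells was below the minimum of 10 members for this test. The plasma membrane call was lost under 4 of 26 alternatives, and that of fatty acid biosynthesis when SSTF was taken by adjusted p.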

For the SSTF genes at 14 h, GO terms about defense response, protein serine/threonine kinase activity, cell wall, unsaturated fatty acid biosynthetic process, killing of cells of other organisms, and plasma membrane were enriched (**Supplementary Figures 2A**). 

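Among KEGG pathways at 14 h, the plant-pathogen interaction genes that changed were mostly higher, and those of photosynthetic antennas were lower. *Pg_S0302.18*, WRKY6 of *P. ginseng* (Pg_scaffold0302, 806488 to 808186), rose from 14.7 ± 1.66 to 60.3 ± 5.73 FPKM (log2 fold change 1.98, SE 0.22, adjusted p = 0.000407, edgeR). *Pg_S7016.2*, matched to WRKY7 (Pg_scaffold7016, 15386 to 19221), rose from 10.4 ± 2.11 to 25.9 ± 1.13 (log2 fold change 1.27, adjusted p = 0.000939). *Pg_S2222.2*, a leucine-rich repeat receptor-like kinase (Pg_scaffold2222, 155175 to 157112), fell from 23.1 ± 5.56 to 2.23 ± 0.442 FPKM (log2 fold change -3.41, SE 0.28, adjusted p = 3.92e-05). *Pg_S0252.44*, an NADPH oxidase that makes reactive oxygen (Pg_scaffold0252, 1250460 to 1256716), fell from 7.96 ± 1.71 to 0.222 ± 0.0679 (log2 fold change -5.20, SE 0.28, adjusted p = 1.05e-06). Of 1695 genes of plant-pathogen interaction, 98 were higher, 36 were lower and 1561 did not pass the test (140 higher and 70 lower when adjusted over the list alone, camera adjusted p = 0.113). Of 99 WRKY factors, 14 were higher, 2 lower and 83 not past the test (28 higher and 2 lower when adjusted over the list alone, camera adjusted p = 2.48e-05, and adjusted p = 0.283 with an estimated correlation). NAC factors had 7, 1 and 88 of 96 (11 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.00712, and adjusted p = 0.454 with an estimated correlation). *Pg_S3163.16*, of the NAC29 type (Pg_scaffold3163, 77396 to 78523), rose from 13.1 ± 3.24 to 63.8 ± 4.78 FPKM (log2 fold change 2.23, SE 0.21, adjusted p = 8.75e-05). One-sided Fisher's exact tests over 132 pathways found 191 SSTF genes in plant-pathogen interaction, 130 higher and 61 lower, where 126 were expected (adjusted p = 1.81e-07). Pathways of metabolism and biosynthesis past the test included unsaturated fatty acids (32 SSTF genes, expected 12.1, adjusted p = 7.04e-06), linoleic acid (18, expected 4.69, adjusted p = 7.68e-06), tryptophan (31, expected 15.7, adjusted p = 0.00262) and amino and nucleotide sugars (89, expected 56.7, adjusted p = 0.000217). Among the pathways named here, the largest excess relative to the expected number was in antenna proteins of photosynthesis, with 35 SSTF genes, all lower, against 3.43 expected (adjusted p = 1.92e-28). In these genes CK replicate 1 stood apart, with a median over members of 0.17 (log2 CPM, centred) against 1.34 and 1.36 in the other CK libraries.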

KEGG analysis indicated the genes associated with the plant–pathogen interaction, metabolism, and biosynthesis were enriched (**Supplementary Figure 2B**). 

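At 24 h, lists of unsaturated fatty acid genes had more higher than lower members and passed camera at the preset correlation, and defence and cell wall genes changed in both directions. Of 97 genes of unsaturated fatty acid biosynthesis in GO, 50 were higher, 13 were lower and 34 did not pass edgeR's test (53 higher and 14 lower when adjusted over the list alone, camera adjusted p = 2.74e-09, and adjusted p = 0.563 with an estimated correlation). The KEGG pathway of the same name had 72 higher, 18 lower and 73 not past the test of 163 (74 higher and 21 lower when adjusted over the list alone, camera adjusted p = 3.31e-07, and adjusted p = 0.563 with an estimated correlation). *Pg_S2182.11*, a fatty acid acetylenase (Pg_scaffold2182, 401867 to 403015), rose from 1.31 ± 0.205 FPKM in CK to 17.8 ± 7.26 in Cp24h (log2 fold change 3.72, SE 0.33, adjusted p = 4.22e-05). *Pg_S0659.32* (Pg_scaffold0659, 550481 to 551629) and *Pg_S0230.13* (Pg_scaffold0230, 808452 to 809582), also acetylenases, rose to 51.8 ± 10.1 and 30.7 ± 12.8 FPKM (log2 fold changes 2.91 and 3.04). *Pg_S1271.15*, a FAD2-like desaturase (Pg_scaffold1271, 612095 to 615436), rose from 3.66 ± 0.189 to 15.6 ± 4.92 (log2 fold change 2.04, adjusted p = 0.000120). Defense response genes were 134 higher, 88 lower and 504 not past the test of 726 (141 higher and 91 lower when adjusted over the list alone, camera adjusted p = 0.116). Kinases of serine and threonine were 293 higher, 187 lower and 1063 not past the test of 1543 (301 higher and 196 lower when adjusted over the list alone, camera adjusted p = 0.215). Cell wall genes had 102, 121 and 432 of 655 (107 higher and 128 lower when adjusted over the list alone, camera adjusted p = 0.744). *Pg_S0429.27*, an expansin that loosens cell walls (Pg_scaffold0429, 918181 to 919215), rose from 10.0 ± 2.32 to 44.5 ± 9.76 FPKM (log2 fold change 2.11, adjusted p = 0.000114). By one-sided Fisher's exact tests, SSTF genes exceeded expectation in unsaturated fatty acid biosynthesis (56, expected 13.5, adjusted p = 1.02e-20), cell wall (157, expected 91.1, adjusted p = 1.09e-09), plasma membrane (933, expected 769, adjusted p = 3.12e-09), defense response (153, expected 101, adjusted p = 9.67e-06), serine/threonine kinase activity (261, expected 215, adjusted p = 0.0165) and the KEGG pathway plant-pathogen interaction (309, expected 246, adjusted p = 0.000104). The kinase call was lost under 10 of 26 alternatives, and that of plant-pathogen interaction under both limma fits with a pseudocount of 1.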

For the SSTF genes at 24 h, GO and KEGG terms about similar pathways were enriched as those at 14 h (**Supplementary Figures 3A, B**).

Next, when comparing the SSTF genes at both 14 and 24 h, 904 genes were observed. It was indicated that 904 genes were consistently significantly affected upon *C. panacicola* treatment, not only at 14 h but also at 24 h (**Figure 2A**). 

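Of 1336 genes past the SSTF thresholds at both times, 706 were higher at both times and 515 lower at both, while 65 were higher at 14 h and lower at 24 h and 50 the reverse. *Pg_S0877.22*, a cinnamate 4-hydroxylase-like enzyme at the entry to phenylpropanoids (Pg_scaffold0877, 725393 to 728969), was near 0 in CK (0.0734 FPKM), 4.01 ± 1.03 FPKM in Cp14h and 2.97 ± 0.258 in Cp24h (edgeR adjusted p = 2.07e-06 and 3.62e-06). *Pg_S6812.3*, a putative ATP-binding protein (Pg_scaffold6812, 26106 to 31878), fell from 7.41 ± 0.310 FPKM in CK to 0.396 ± 0.303 in Cp14h (log2 fold change -4.26, adjusted p = 0.000407) and was at 0.498 ± 0.191 in Cp24h. The shared genes were 43.4% of the 14 h set. Independent lists of these sizes would share 436, of which 91.9 higher at both, 122 lower at both and 222 in opposite directions. Both comparisons use the same CK libraries, which by itself makes calls overlap. To gauge this, all 9 libraries were simulated 20 times at the CK means and the fitted dispersions, with no difference between groups. The resulting SSTF sets, of 523 and 530.3 genes on average, shared 119 on average and at most 137, or 22.7% of the 14 h set. Of these, on average 1.25 and at most 4 were in opposite directions, so shared controls alone give mostly genes that move the same way. The simulated sets are smaller than the observed ones of 3077 and 6263 genes, so they give no number to expect for the observed sets. With 3 CK libraries the controls could not be split with at least 2 on each side, so part of the excess over independent lists may come from the shared controls.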

A heatmap analysis was performed, and different expression patterns among these 904 genes are shown in **Figure 2B**. The red-framed genes (I and III) indicated the differentially expressed genes in CK and CP treatment. 

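Genes higher at both times included kinases and a WRKY factor, and genes lower at both included a receptor-like kinase and an enzyme of sterol and ginsenoside synthesis. *Pg_S0253.3*, annotated with defense response and kinase activity (Pg_scaffold0253, 832230 to 835133), was at 1.77 ± 0.351 FPKM in CK, 9.74 ± 1.18 in Cp14h (log2 fold change 2.40, SE 0.25, adjusted p = 0.000207, edgeR) and 7.14 ± 2.30 in Cp24h. The kinase *Pg_S8153.4* was at 6.98 ± 0.981 FPKM in Cp14h (log2 fold change 1.99, adjusted p = 0.000283), between its levels in CK and Cp24h. WRKY6 (*Pg_S0302.18*) was still higher at 24 h, at 42.3 ± 13.6 FPKM (log2 fold change 1.47, adjusted p = 0.00125). On the lower side, the receptor-like kinase *Pg_S2222.2* was at 1.80 ± 0.664 FPKM in Cp24h (log2 fold change -3.72, adjusted p = 1.48e-05). *Pg_S1295.30*, a hydroxymethylglutaryl-CoA reductase of *P. ginseng* (Pg_scaffold1295, 304361 to 307330), fell from 7.35 ± 1.29 FPKM in CK to 3.64 ± 0.847 in Cp14h (log2 fold change -1.07, adjusted p = 0.0190) and 2.41 ± 0.420 in Cp24h (log2 fold change -1.66, adjusted p = 0.000746). Its call at 14 h was lost without CK replicate 2, without CK replicate 3 or without Cp14h replicate 2. Of the shared SSTF genes, 52.8% were higher and 38.5% lower at both times. Among those higher at both times, 83 rose further from 14 h to 24 h at an adjusted p under 0.05 and 45 fell back. Among those lower at both, 76 fell further and 22 came back up.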

SSTF genes in group I was induced upon CP infection compared with CK, while genes in group III were decreased. 

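A part of the shared SSTF genes peaked or dipped at 14 h. *Pg_S2369.22*, a NAC90-like transcription factor (Pg_scaffold2369, 262380 to 264045), rose from 5.94 ± 2.07 FPKM in CK to 49.9 ± 9.86 in Cp14h (log2 fold change 3.00, SE 0.28, adjusted p = 8.71e-05, edgeR) and fell to 14.4 ± 2.59 in Cp24h (log2 fold change -1.79, adjusted p = 0.000827). *Pg_S4807.4* and *Pg_S6095.6*, both placed in flavonoid biosynthesis by the annotation, also had their highest means in Cp14h, at 4.29 ± 0.218 and 10.7 ± 3.23 FPKM, against 2.07 ± 0.640 and 4.78 ± 1.04 in Cp24h. In the other direction, *Pg_S3721.1*, a chlorophyll a-b binding protein of the light-harvesting antenna (Pg_scaffold3721, 3538 to 5851), fell from 31.5 ± 4.12 FPKM in CK to 1.09 ± 0.109 in Cp14h (log2 fold change -4.87, SE 0.22, adjusted p = 4.36e-07) and was back at 12.0 ± 1.72 in Cp24h (log2 fold change 3.42, adjusted p = 4.84e-06). *Pg_S1410.9*, a polygalacturonase subunit of the cell wall (Pg_scaffold1410, 161535 to 163617), fell from 12.2 ± 4.24 to 0.554 ± 0.232 FPKM (log2 fold change -4.51, SE 0.39, adjusted p = 5.08e-05) and was at 2.81 ± 0.808 in Cp24h. The highest mean lay in Cp14h in 390 of the shared genes (29.2%), and in 110 of them Cp24h was lower than Cp14h at an adjusted p under 0.05. The lowest mean lay in Cp14h in 232 (17.4%), and in 72 of them Cp24h was higher than Cp14h by the same test. The highest mean lay in Cp24h in 431 and in CK in the rest.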

Interestingly, the highest expression level of genes in group II was observed in Cp14h, while the lowest expression level of genes in group IV was also observed in Cp14h. KEGG analysis of SSTF genes observed at both 14 and 24 h indicated that defense- and metabolism biosynthesis-related genes are enriched after *C. panacicola* infection. These pathways included plant–pathogen interaction, biosynthesis of unsaturated fatty acids, and metabolisms such as fatty acid, linoleic acid, alpha-linolenic acid, phenylalanine, anthocyanin, tryptophan, and flavonoid (**Figure 2C**). 

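Among genes SSTF at both times, those of unsaturated fatty acids, phenylalanine and flavonoids were mostly higher, and those of linoleic acid and tryptophan mostly lower. Direction is given at 24 h. One-sided Fisher's exact tests over 132 KEGG pathways were adjusted together. Biosynthesis of unsaturated fatty acids held 26 genes where 5.43 were expected, 23 higher and 3 lower (adjusted p = 2.21e-09). The FAD2-like desaturase *Pg_S1419.1* (Pg_scaffold1419, 5578 to 5928) had 17.3 ± 5.97 FPKM in CK, 51.4 ± 3.20 in Cp14h and 76.1 ± 41.3 in Cp24h, and its call at 14 h (edgeR log2 fold change 1.51, adjusted p = 0.0323) was lost under 5 of 23 alternatives. Fatty acid metabolism held 30 genes where 13.3 were expected, 26 higher and 4 lower (adjusted p = 0.000529). Plant-pathogen interaction held 96 genes where 56.4 were expected, 60 higher and 36 lower (adjusted p = 5.26e-06). Flavonoid biosynthesis held 20 genes where 5.26 were expected, 15 higher and 5 lower (adjusted p = 7.09e-06). Phenylalanine metabolism, which feeds it, held 15 genes where 5.93 were expected, 14 higher and 1 lower (adjusted p = 0.0113). Linoleic acid metabolism, which leads to oxylipins, held 11 genes where 2.10 were expected, 3 higher and 8 lower (adjusted p = 0.000124). Alpha-linolenic acid metabolism, the source of jasmonic acid, held 15 genes where 6.16 were expected, 10 higher and 5 lower (adjusted p = 0.0147). Anthocyanin biosynthesis held 9 genes where 1.96 were expected, 6 higher and 3 lower (adjusted p = 0.00199). Tryptophan metabolism held 18 genes where 7.02 were expected, 6 higher and 12 lower (adjusted p = 0.00346). The antenna proteins of photosynthesis had the smallest adjusted p, with 28 genes against 1.53 expected (adjusted p = 5.52e-28). Under 26 alternatives the call of alpha-linolenic acid metabolism was lost in 12, phenylalanine in 5, anthocyanin in 3, fatty acid metabolism and plant-pathogen interaction in 2 each, and unsaturated fatty acids and flavonoids in 1 each.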

The enrichment of these pathways at both 14 and 24 h suggests their role in ginseng–*C. panacicola* interaction.

**Figure 2:**
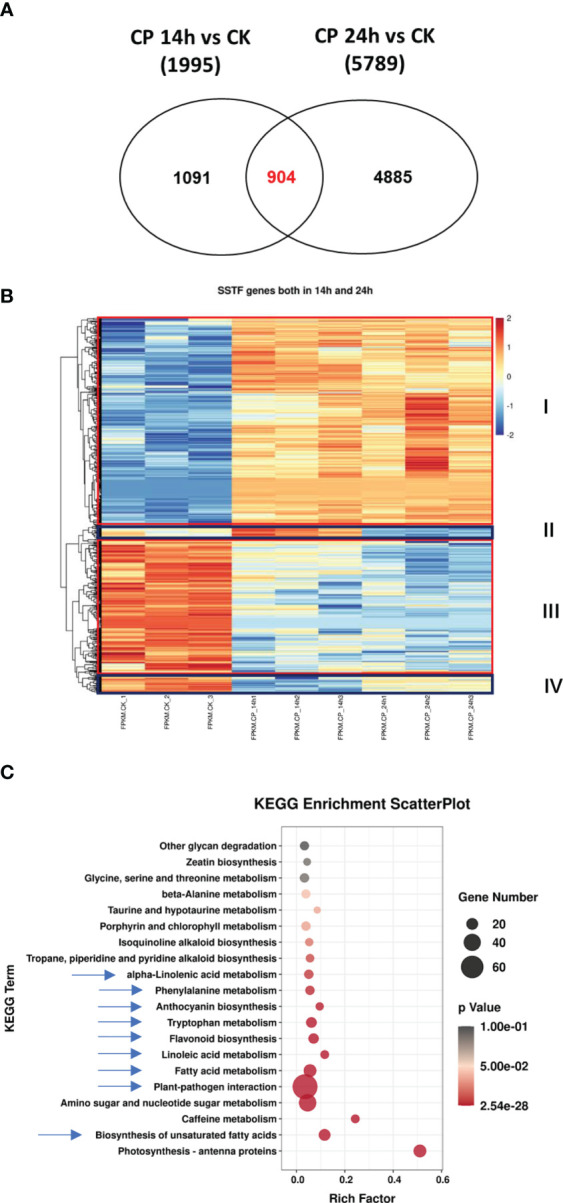
Characterization of the overlap genes upon *Colletotrichum panacicola* FSL infection at different times. **(A)** Venn diagram illustrating the total number and the number of common genes affected in ginseng 14 and 24 h post-*C. panacicola* FSL inoculation. **(B)** A heatmap analysis of common genes affected in ginseng 14 and 24 h post-*C. panacicola* FSL inoculation. **(C)** Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of common genes observed in ginseng at both 14 and 24 h post-*C. panacicola* FSL inoculation.

Similarly, when comparing healthy ginseng and red skin ginseng, GO enrichment analysis showed that DEGs were significantly more clustered into “response to chitin”, “transcription, DNA-templated”, and “defense response” terms, while the KEGG analysis indicated DEGs were greatly enriched in pathways such as “biosynthesis of unsaturated fatty acids” and “plant–pathogen interaction” (Luo et al., 2022). It was also reported that there was a significant difference in the soil microorganisms between healthy *P. ginseng* and heavily ginseng red skin root syndrome-diseased groups; the GO and KEGG term enrichment was very likely due to the different soil microorganisms (Dong et al., 2022). These studies together with our previous studies on ginseng–*Botrytis cinerea* interaction (Chen et al., 2022) revealed that the transcriptome associated with plant defense changed with diversity in *P. ginseng* upon *C. panacicola* infection.

### Ginseng defense pathway genes were repressed by *C. panacicola* from 14 to 24 h

Since *C. panacicola* infection downregulated approximately 59.6% of host genes 24 h after infection, we next wanted to know which pathways are involved. **Supplementary Figure 4** reveals the GO terms in biological process, cellular component, and molecular function at 14 and 24 h. The upregulated and downregulated genes in each GO term were also included. As mentioned previously, *C. panacicola* infection altered the balance between induction and repression of many genes in ginseng. **Supplementary Figure 4B** clearly indicates the repression of genes in many GO terms upon pathogen infection at 24 h. These included the nucleus, DNA-templated regulation of transcription, DNA-templated transcription, DNA-binding transcription factor activity, and DNA binding.

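In Cp24h leaves, more genes of transcription were lower than higher in each of these terms. The same held for all genes tested, with 5630 higher and 6364 lower (27.2% in all), and nucleus lay close to that balance. Of 2255 genes with DNA-binding transcription factor activity, 241 were higher, 377 were lower and 1637 did not pass edgeR's test (241 higher and 378 lower when adjusted over the list alone, camera adjusted p = 0.253). *Pg_S0442.37*, a zinc finger protein (Pg_scaffold0442, 655330 to 656420), fell from 26.9 ± 5.41 FPKM in CK to 2.54 ± 0.327 (log2 fold change -3.45, SE 0.20, adjusted p = 1.65e-06). *Pg_S0392.5*, a squamosa promoter-binding-like factor (Pg_scaffold0392, 278321 to 284166), was at 8.31 ± 1.65 FPKM in CK and at 0 in Cp24h, at least 32.9-fold lower (adjusted p = 1.60e-06). It too is among the genes near 0 in a whole group that the closing section takes up. Regulation of transcription had 318 higher, 454 lower and 2287 not past the test of 3059 (313 higher and 443 lower when adjusted over the list alone, camera adjusted p = 0.425). Transcription itself had 252, 370 and 1700 of 2322 (250 higher and 369 lower when adjusted over the list alone, camera adjusted p = 0.394). DNA binding had 255, 424 and 2074 of 2753 (243 higher and 413 lower when adjusted over the list alone, camera adjusted p = 0.339). Nucleus, a term held by many tested genes, had 1521, 1752 and 9340 of 12613 (1496 higher and 1719 lower when adjusted over the list alone, camera adjusted p = 0.866). None of these groups passed camera, which compares a list with all other genes. Among SSTF genes lower at 24 h, one-sided Fisher's exact tests found transcription factor activity in 307 (expected 189, adjusted p = 4.53e-15), transcription in 262 (1.34 times the expected number, adjusted p = 7.53e-05), regulation of transcription in 332 (expected 257, adjusted p = 8.22e-05), DNA binding in 297 (expected 231, adjusted p = 0.000436) and nucleus in 1055 (expected 1058, adjusted p = 1). The call of transcription was lost under 4 of 26 alternatives and that of its regulation without Cp24h replicate 3.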

We next analyzed the downregulated SSTF genes at 24 h. Approximately 3,200 genes were used in the heatmap analysis. 

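Genes lower in Cp24h than in CK included ones that respond to chitin and ones that capture light. *Pg_S1059.8*, an E3 ubiquitin ligase of the PUB23 type, a family that limits immune responses (Pg_scaffold1059, 89870 to 91108), was at 38.5 ± 16.9 FPKM in CK and 4.50 ± 0.210 in Cp24h (log2 fold change -3.16, SE 0.42, adjusted p = 0.000679, edgeR). *Pg_S2377.11*, matched to WRKY10 (Pg_scaffold2377, 208646 to 210082), fell from 14.6 ± 3.30 to 5.47 ± 0.141 FPKM (log2 fold change -1.48, adjusted p = 0.00112). Of 205 genes that respond to chitin, a component of fungal walls, 16 were higher, 45 were lower and 144 did not pass the test (16 higher and 47 lower when adjusted over the list alone, camera adjusted p = 0.177). *Pg_S8280.4*, chlorophyll a/b-binding protein 1 of *P. ginseng* (Pg_scaffold8280, 25386 to 26722), fell to 18.7 ± 7.76 FPKM in Cp24h (log2 fold change -3.70, SE 0.34, adjusted p = 5.41e-05). Of 46 chlorophyll a-b binding proteins, 2 were higher, 33 lower and 11 not past the test (2 higher and 34 lower when adjusted over the list alone, camera adjusted p = 3.38e-16, and adjusted p = 0.563 with an estimated correlation). In these genes too, CK replicate 1 stood apart from the other CK libraries. The median log2 fold change of the SSTF genes lower at 24 h was -1.41. Without low genes (FPKM 5 or more in at least 3 libraries) 2231 genes were lower, and limma on log2(FPKM + 1) with quantile normalization gave 1823.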

As shown in **Figure 3A**, most genes were significantly decreased at 24 h when compared with CK. However, the expression level of many genes at 14 h was not seriously decreased and even remained at a higher level. It suggests that the downregulation of these genes happened from 14 to 24 h.

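Most genes lower at 24 h had not passed the thresholds at 14 h. Of the SSTF genes lower in Cp24h, 13.5% were already lower in Cp14h, 1.70% were higher and 3239 (84.8%) passed in neither direction. Their median log2 fold change at 14 h was -0.19, and 1429 (37.4%) were at or above the CK level. Compared with Cp14h directly, 2429 (63.6%) were lower in Cp24h by the same thresholds, as were 4717 of all 44165 genes tested. The genes were chosen for low values in these Cp24h libraries, which by itself raises that share. Their fold changes at 14 h use the CK libraries that also served to choose them. Copies of the clock gene LHY were near their CK level at 14 h and lower at 24 h. *Pg_S1204.18* (Pg_scaffold1204, 591394 to 603052) and *Pg_S3345.4* (Pg_scaffold3345, 86976 to 98943), copies of this repressor that peaks in the morning, were at 65.3 ± 11.5 and 41.6 ± 7.54 FPKM in CK, at 72.1 ± 4.89 and 49.8 ± 4.84 in Cp14h, and at 6.31 ± 1.08 and 6.66 ± 1.26 in Cp24h (edgeR log2 fold changes -3.43 and -2.70 at 24 h, adjusted p = 2.34e-06 and 1.17e-05). *Pg_S5786.4*, GIGANTEA, which peaks in the evening (Pg_scaffold5786, 121694 to 130640), was at 13.1 ± 1.33 FPKM in CK, 16.3 ± 0.745 in Cp14h and 36.5 ± 2.67 in Cp24h (log2 fold change 1.43, SE 0.14, adjusted p = 7.70e-05), but of the 6 genes matched to GIGANTEA 2 were higher and 2 were lower at 24 h. Of 55 core clock genes, 2 were higher, 1 lower and 52 not past the test at 14 h (4 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.490). At 24 h the counts were 11, 17 and 27 (11 higher and 17 lower when adjusted over the list alone, camera adjusted p = 0.253). In Cp24h against Cp14h they were 13, 19 and 23 (15 higher and 21 lower when adjusted over the list alone, camera adjusted p = 0.161). The wider KEGG pathway of circadian rhythm had 29 higher, 72 lower and 197 not past the test of 298 at 24 h (31 higher and 78 lower when adjusted over the list alone, camera adjusted p = 0.0890). The share already lower at 14 h was 20.6% without CK replicate 1 and 8.33% when SSTF was taken by adjusted p.

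**Figure D2:**
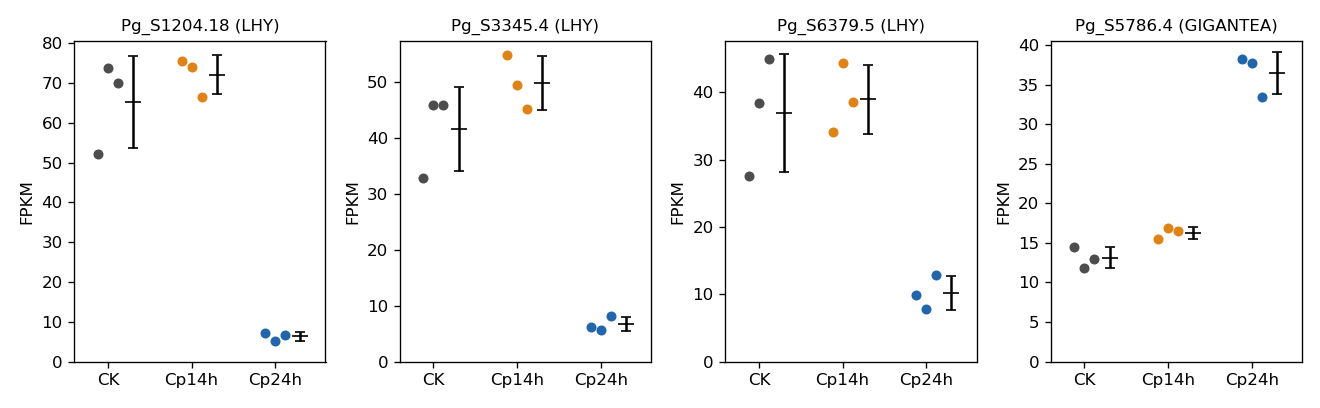
FPKM (linear axis from 0) of 3 copies of LHY and of GIGANTEA in each ginseng leaf library of CK, Cp14h and Cp24h; points are libraries and bars are mean ± SD (n = 3). LHY copies were lower in every Cp24h library than in every other library, and the GIGANTEA gene shown was higher. Of the 6 genes matched to GIGANTEA, 2 were higher and 2 lower in Cp24h than in CK.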

**Figure 3:**
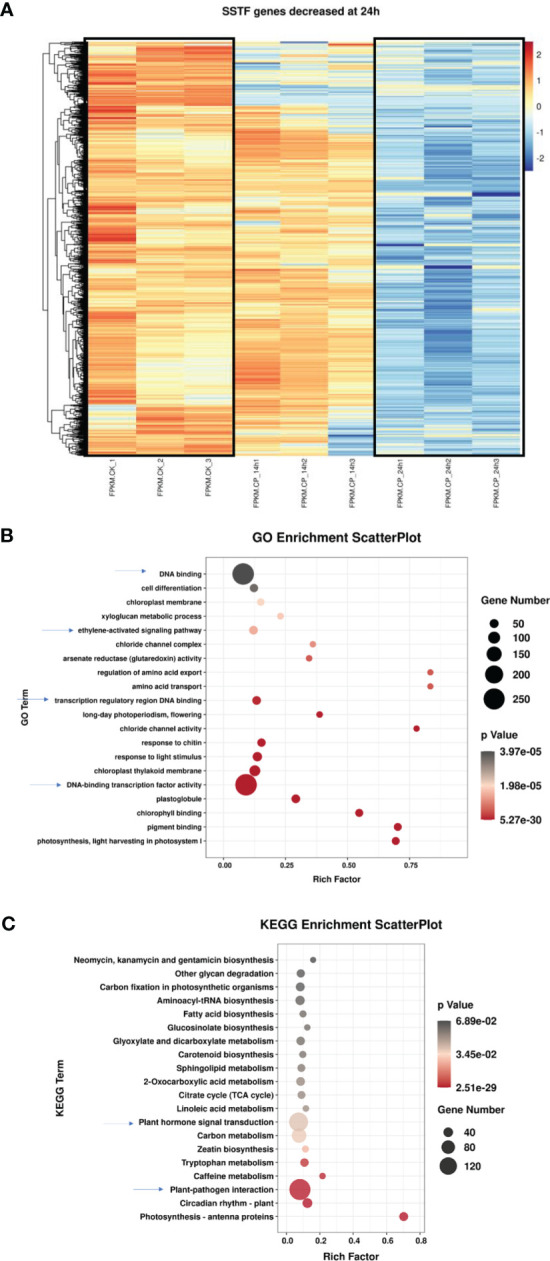
Characterization of the differentially expressed genes in ginseng upon *Colletotrichum panacicola* FSL infection at 24 h. **(A)** A heatmap analysis of differentially expressed genes in ginseng upon *C. panacicola* FSL infection. The indicated genes in ginseng were decreased at 24 h upon *C. panacicola* FSL infection. **(B)** Gene Ontology (GO) analysis of *C. panacicola* FSL repressed genes in ginseng at 24 h after infection. **(C)** Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of *C. panacicola* FSL repressed genes at 24 h after infection.

To obtain detailed pathway information of the downregulated SSTF genes at 24 h, GO and KEGG analyses were further performed based on 3,200 genes (**Figures 3B, C**). Plant–pathogen interaction, plant hormone signal transduction, transcription factors, and ethylene-activated signaling pathways were observed, suggesting their potential role in disease development. Similarly, the downregulated genes associated with defense responses, defense response to fungus, certain TFs, secondary metabolite biosynthetic process, and plant–pathogen interaction are enriched during the compatible interaction between ginseng and *B. cinerea* (Chen et al., 2022). 

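Among the transcription factor families tested at 24 h (ethylene-responsive, WRKY, NAC, bHLH and MYB), only ethylene-responsive factors passed camera, while plant-pathogen interaction and hormone genes changed in both directions. Of 123 ethylene-responsive factors, 6 were higher, 35 were lower and 82 did not pass edgeR's test (7 higher and 36 lower when adjusted over the list alone, camera adjusted p = 0.000377, and adjusted p = 0.563 with an estimated correlation). *Pg_S6031.1* (Pg_scaffold6031, 20591 to 21313), an activator of the ERF2 type, fell from 92.0 ± 36.4 FPKM in CK to 22.2 ± 5.88 in Cp24h (log2 fold change -2.11, SE 0.36, adjusted p = 0.00241). *Pg_S0199.30* (Pg_scaffold0199, 1304191 to 1304865), a repressor of the ERF4 type, fell from 27.7 ± 14.0 to 4.59 ± 0.783 (log2 fold change -2.66, adjusted p = 0.00347). Of 289 genes of ethylene-activated signaling, 38 were higher, 62 lower and 189 not past the test (41 higher and 69 lower when adjusted over the list alone, camera adjusted p = 0.330). Here *Pg_S3957.6* (Pg_scaffold3957, 227471 to 230341) and *Pg_S4273.3* (Pg_scaffold4273, 76416 to 78137), which encode EBF1 F-box proteins that break down the ethylene regulator EIN3, rose to 44.0 ± 1.83 and 47.9 ± 1.90 FPKM (log2 fold changes 1.88 and 1.52). Of 1579 genes of hormone signal transduction, 249 were higher, 211 lower and 1119 not past the test (255 higher and 216 lower when adjusted over the list alone, camera adjusted p = 0.555). *Pg_S2835.13*, a JAZ repressor of jasmonate responses (Pg_scaffold2835, 222347 to 226191), rose from 10.9 ± 0.798 to 51.1 ± 6.83 FPKM (log2 fold change 2.18, adjusted p = 9.88e-06). Plant-pathogen interaction had 254 higher, 258 lower and 1183 not past the test of 1695 (266 higher and 266 lower when adjusted over the list alone, camera adjusted p = 0.680). Its median log2 fold change was -0.014, while camera pointed up. WRKY factors had 20, 11 and 68 of 99 (21 higher and 12 lower when adjusted over the list alone, camera adjusted p = 0.252). NAC factors had 17, 12 and 67 of 96 (17 higher and 13 lower when adjusted over the list alone, camera adjusted p = 0.801). Among the SSTF genes lower at 24 h, one-sided Fisher's exact tests found plant-pathogen interaction in 182 (expected 142, adjusted p = 0.00920), hormone signal transduction in 161 (expected 132, adjusted p = 0.0690) and ethylene-activated signaling in 51 (expected 24.3, adjusted p = 6.31e-05). The call of plant-pathogen interaction was lost under 7 of 26 alternatives, and hormone signal transduction passed under 6 of 26.

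**Figure D3:**
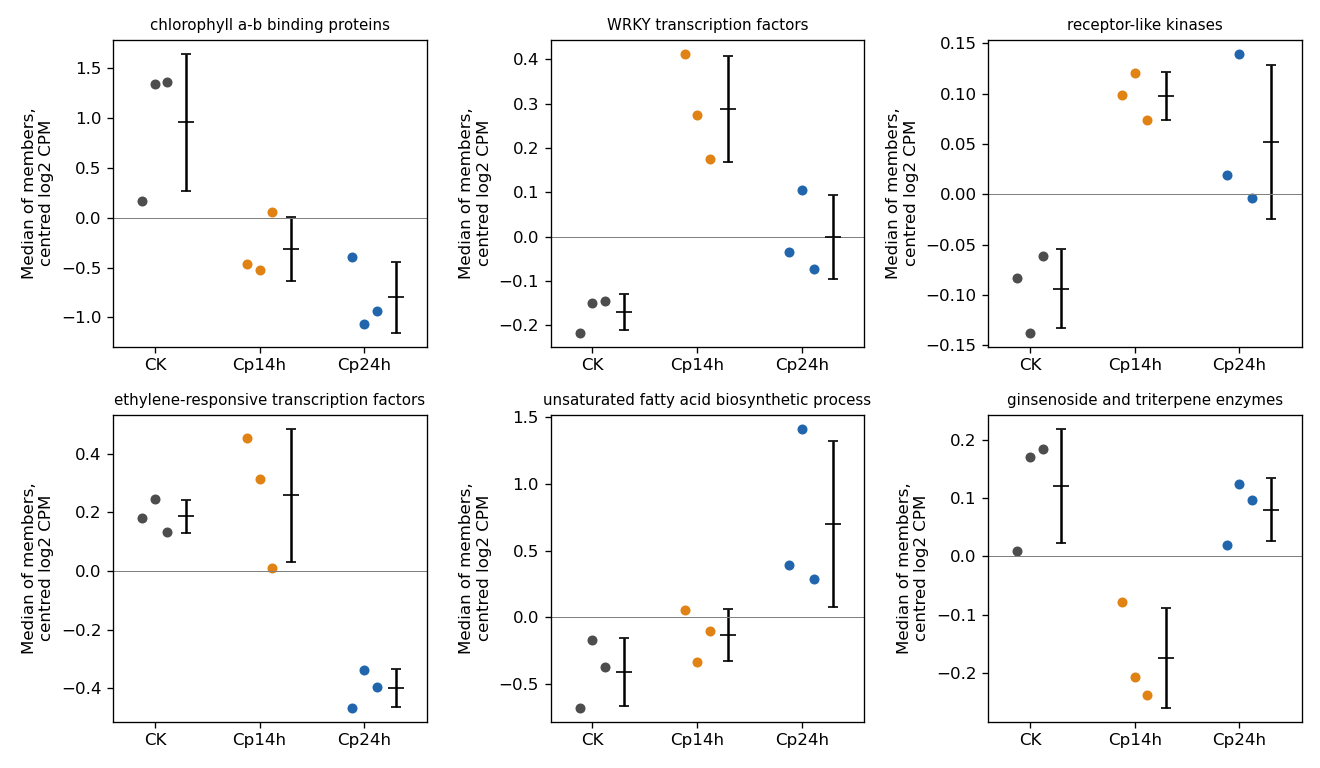
Median over the members of 6 gene lists in each library (log2 CPM, each gene centred on its mean over all libraries); points are libraries and bars are mean ± SD (n = 3). Ethylene-responsive factors were lowest in every Cp24h library, unsaturated fatty acid genes were highest in them, and WRKY factors were highest in Cp14h.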

Since TFs and hormones play an important role in plant defense against pathogens, here, the downregulation of TFs and hormones pathway genes in ginseng by *C. panacicola* might contribute to disease development.

### Flavonoid biosynthesis pathway genes were differentially expressed in ginseng upon *C. panacicola* infection

Since secondary metabolites are involved in plant–pathogen interaction, the differentially expressed genes in the flavonoid biosynthesis pathway were checked. 

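Genes of flavonoid biosynthesis that changed were mostly higher at 14 h and split between higher and lower at 24 h. Of 158 tested genes of the KEGG pathway, 12 were higher in Cp14h than in CK, 2 were lower and 144 did not pass edgeR's test (19 higher and 5 lower when adjusted over the list alone, camera adjusted p = 0.00314, and adjusted p = 0.371 with an estimated correlation). In Cp24h, 31 were higher than in CK, 26 lower and 101 not past the test (34 higher and 28 lower when adjusted over the list alone, camera adjusted p = 0.282). Against Cp14h, 21 were higher, 37 lower and 100 not past it (23 higher and 38 lower when adjusted over the list alone, camera adjusted p = 0.490). *Pg_S2473.26*, an isoflavone reductase-like protein (Pg_scaffold2473, 280545 to 281883), rose from 54.5 ± 9.56 FPKM in CK to 403 ± 194 in Cp24h (log2 fold change 2.83, SE 0.37, adjusted p = 0.000573). *Pg_S0866.11*, a dioxygenase of the SRG1 type (Pg_scaffold0866, 138377 to 141388), fell from 5.04 ± 0.970 to 0.653 ± 0.310 FPKM (adjusted p = 0.000324). One-sided Fisher's exact tests found 33 SSTF genes of this pathway at 14 h, 28 higher and 5 lower, where 11.8 were expected (adjusted p = 1.17e-06). At 24 h there were 52, 28 higher and 24 lower, against 22.9 expected (adjusted p = 1.07e-07). The camera call at 14 h was lost without Cp14h replicate 1, and the enrichment at 24 h without low genes (FPKM 5 or more in at least 3 libraries).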

Genes involved in the flavonoid pathway were enriched at both 14 and 24 h. 

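Of the genes that KEGG places in flavonoid biosynthesis, 78 were SSTF in at least 1 of the 3 comparisons. By group means, 33 of these were lowest in Cp24h, 27 were highest in Cp24h and 37 were highest in Cp14h, and 21 were both highest in Cp14h and lowest in Cp24h. The pathway in the annotation is broad and includes acyltransferases and oxygenases with other substrates. A narrower list of 29 core enzymes from chalcone synthase to anthocyanidin reductase had 2 higher, 11 lower and 16 not past edgeR's test at 24 h against CK (3 higher and 11 lower when adjusted over the list alone, camera adjusted p = 0.364). Against Cp14h the counts were 2, 10 and 17 (2 higher and 10 lower when adjusted over the list alone, camera adjusted p = 0.180). *Pg_S0449.17*, a dihydroflavonol reductase-like enzyme (Pg_scaffold0449, 1025040 to 1028276), was at 16.4 ± 2.66 FPKM in CK, 16.7 ± 2.35 in Cp14h and 8.55 ± 2.09 in Cp24h (log2 fold change -0.99, SE 0.20, adjusted p = 0.00547). The number of SSTF genes was 27 without low genes (FPKM 5 or more in at least 3 libraries) and 35 with limma on log2(FPKM + 1) and quantile normalization.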

Approximately 52 genes were used for the heatmap analysis (**Figure 4**). At least three groups were observed. In group I, genes were decreased at 24 h when compared with CK and 14 h, suggesting their expression was repressed at a late stage. 

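Enzymes of the middle of the pathway were among those lowest at 24 h. *Pg_S4646.6*, a naringenin dioxygenase that makes dihydroflavonols (Pg_scaffold4646, 68400 to 71133), was at 21.5 ± 3.68 FPKM in CK, 26.6 ± 4.50 in Cp14h and 12.9 ± 1.85 in Cp24h (log2 fold change -0.78, SE 0.18, adjusted p = 0.00953 against CK, edgeR, and log2 fold change -1.04, adjusted p = 0.00191 against Cp14h). *Pg_S5908.12*, a dihydroflavonol 4-reductase on the way to anthocyanins (Pg_scaffold5908, 124763 to 126238), was at 3.86 ± 1.57 FPKM in CK and 4.99 ± 0.765 in Cp14h and was lower in Cp24h (log2 fold change -1.40, adjusted p = 0.00700 against CK, and log2 fold change -1.72, adjusted p = 0.00202 against Cp14h). Of the genes lowest in Cp24h, 17 were lower than both CK and Cp14h at an adjusted p under 0.05.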

In group II, genes at 24 h were the highest compared with CK and 14 h, suggesting the induction of these genes at a late stage. 

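Genes highest at 24 h included an enzyme of lignin and chlorogenic acid synthesis. *Pg_S0622.14*, a shikimate hydroxycinnamoyltransferase (Pg_scaffold0622, 910068 to 913725), was at 16.7 ± 4.26 FPKM in CK, 12.3 ± 1.39 in Cp14h and 53.2 ± 3.89 in Cp24h (log2 fold change 1.61, SE 0.21, adjusted p = 0.000501 against CK, edgeR, and log2 fold change 2.11, adjusted p = 0.000127 against Cp14h). *Pg_S6588.14*, an oxygenase of the DMR6-like type (Pg_scaffold6588, 93346 to 95020), had 24.0 ± 3.11 FPKM in Cp14h and 64.9 ± 2.78 in Cp24h (log2 fold change 1.43, adjusted p = 0.000411 against Cp14h). By the adjusted p, 12 genes were higher in Cp24h than in both other groups.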

In group III, the highest gene expression level was observed at 14 h, indicating an earlier response toward *C. panacicola*. 

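Fewer genes had a peak at 14 h that passed the test on both sides. *Pg_S0144.38*, a dioxygenase of the SRG1 type placed in this pathway (Pg_scaffold0144, 1063386 to 1065359), was at 15.5 ± 3.59 FPKM in CK, 37.0 ± 8.31 in Cp14h and 23.1 ± 1.35 in Cp24h (log2 fold change 1.19, SE 0.21, adjusted p = 0.00825 in Cp14h against CK, edgeR, and -0.67 and adjusted p = 0.0287 in Cp24h against Cp14h). *Pg_S5364.3*, a cinnamoyl-CoA reductase of lignin synthesis (Pg_scaffold5364, 102787 to 107320), had its highest mean at 14 h too, at 10.1 ± 0.988 FPKM against 6.15 ± 0.803 in CK and 4.23 ± 0.408 in Cp24h (log2 fold change -1.24, adjusted p = 0.000566 in Cp24h against Cp14h). Of the genes highest in Cp14h, 5 were higher than both CK and Cp24h at an adjusted p under 0.05.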

The differential expression of genes in the flavonoid pathway suggests a differential role in ginseng–*C. panacicola* interaction. Similarly, when ginseng was attacked by *B. cinerea*, the GO term “regulation of flavonoid biosynthetic process” was enriched in downregulated genes (Chen et al., 2022). With this, many metabolites associated with flavonoids were decreased including kaempferol, quercetin, and luteolin. The decrease in flavonoids suggested that these compounds played a role in plant defense. Indeed, *B. cinerea* BcQdo is involved in the degradation of flavonoids such as kaempferol and quercetin, causing diseases (Chen et al., 2022).

**Figure 4:**
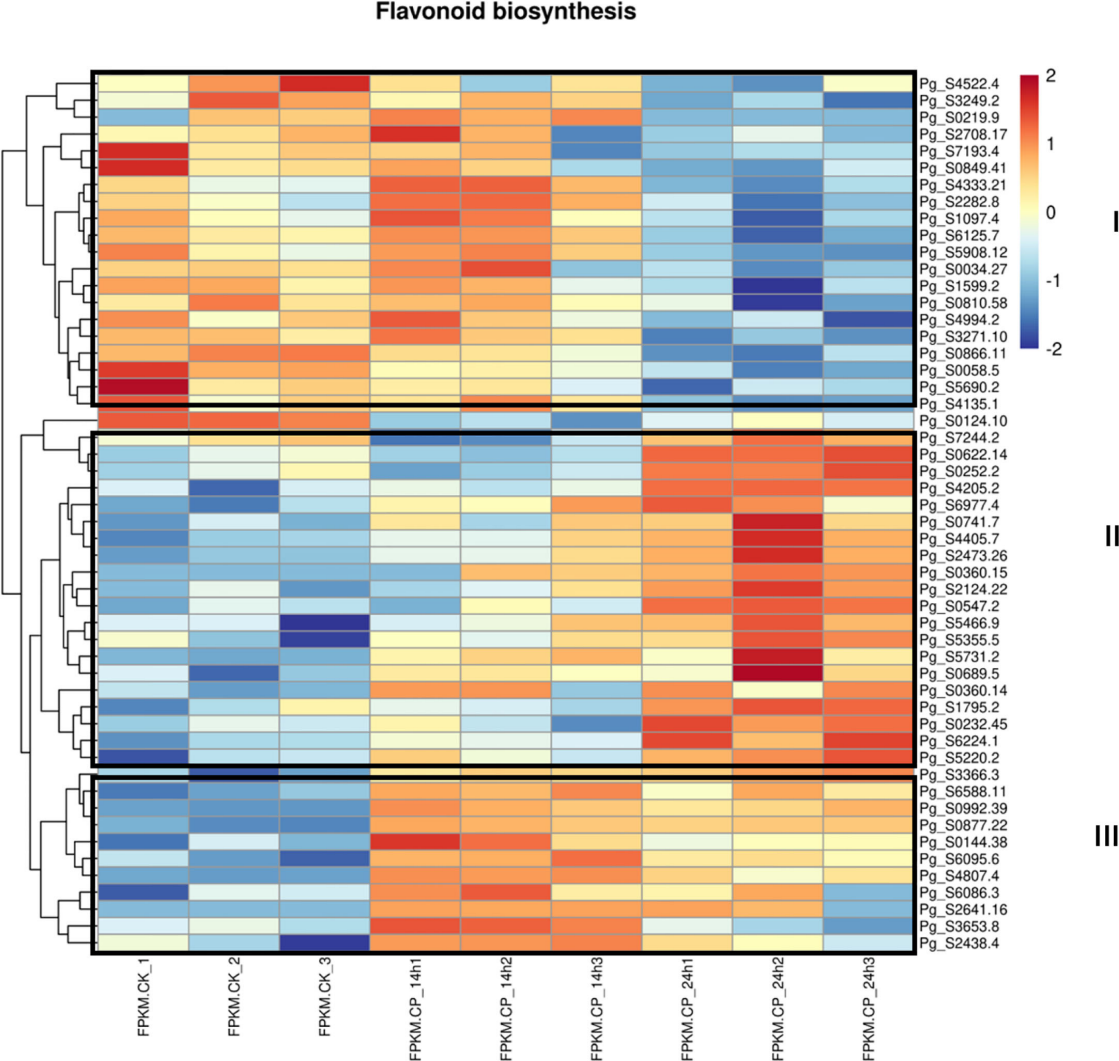
Heatmap analysis of differentially expressed genes in flavonoid pathway. Differentially expressed genes (DEGs) were observed in CK and *Colletotrichum panacicola* FSL-treated ginseng plants at 14 and 24 h.

### Quantification of differentially changed flavonoids in ginseng upon *C. panacicola* infection

Since genes in the flavonoid pathway are differentially expressed in ginseng upon *C. panacicola* infection, the study next analyzed if ginseng-related metabolites are affected. Two-year-old ginseng was sprayed with *C. panacicola* spores for 14 h (CpFSL) and harvested for ultrahigh-performance liquid chromatography–electrospray ionization–tandem mass spectrometry (UPLC-ESI-MS/MS) analysis (**Supplementary Table 1**; **Supplementary Figure 5**; **Supplementary File 2**). The plants without fungi treatment were used as control (CK). Four replicates were performed for each treatment. Seventeen metabolites in the flavonoid pathway were detected in ginseng leaves under this condition (**Supplementary Table 2**; **Supplementary File 2**). The heatmap of differentially accumulated compounds in the flavonoid pathway is shown in **Figure 5A**. At least two groups of differentially accumulated compounds were observed (framed). Group I indicated the increased chemicals in ginseng after *C. panacicola* infection, while group II indicated the decreased chemicals in ginseng. In particular, epicatechin, naringin, etc., were significantly decreased, suggesting that these compounds were suppressed by fungi (**Figures 5B, C**, **Supplementary Figures 6**, **7**, **Supplementary Table 2**). In contrast, glycitin, vitexin/isovitexin, luteolin-7-*O*-glucoside, etc., were significantly induced by fungi (**Figures 5D–F**, **Supplementary Figures 6**, **7**, **Supplementary Table 2**). Interestingly, ginseng compounds associated with flavonoids were also observed upon *B. cinerea* B05.10 infection (Chen et al., 2022). The accumulation of kaempferol, quercetin, and luteolin was reduced, while the concentration of hesperetin increased in ginseng by *B. cinerea* (Chen et al., 2022). Further studies indicated that kaempferol, quercetin, and luteolin had antifungal activity toward *B. cinerea*, suggesting that the reduction of these compounds could be a strategy for fungal virulence (Chen et al., 2022). Here, the changes of ginseng compounds in the flavonoid pathway upon *C. panacicola* treatment may play a similar role.

**Figure 5:**
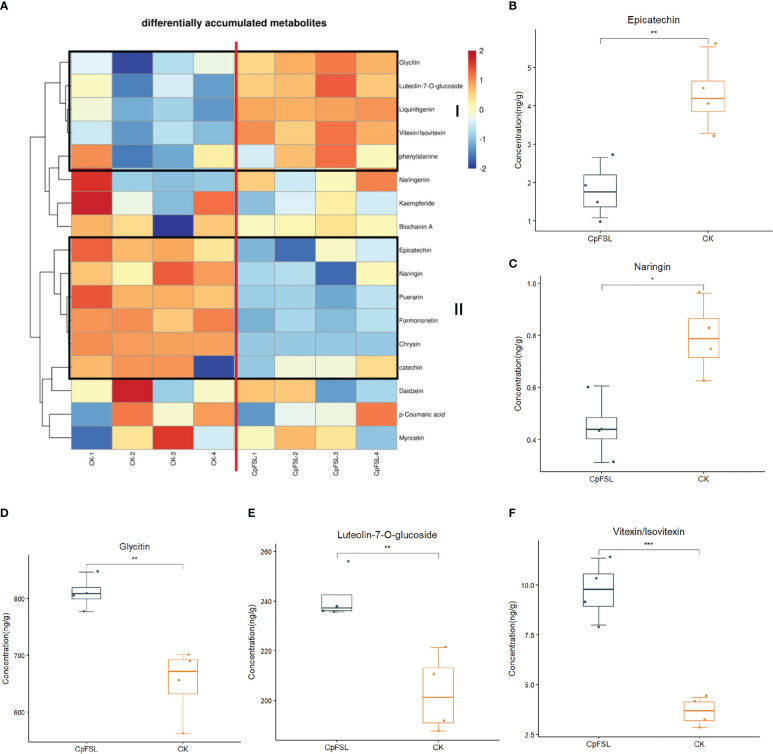
Differentially accumulated chemicals in ginseng plant associated with flavonoid pathway upon *Colletotrichum panacicola* FSL infection. **(A)** Heatmap analysis of differentially accumulated chemicals in flavonoid pathway upon *C. panacicola* FSL infection. **(B–F)** Differentially accumulated compounds in CK and *C. panacicola* FSL-treated ginseng including epicatechin **(B)**, naringin **(C)**, glycitin **(D)**, luteolin-7-*O*-glucoside **(E)**, and vitexin/isovitexin **(F)**. Four replicates were performed, and the significance between different treatments was indicated as * *p* < 0.05, ** *p* < 0.01 and *** *p* < 0.001.

### Inhibition analysis of ginseng compounds toward *C. panacicola*

To know if the altered compounds have antifungal activity toward *C. panacicola*, the fungi were incubated on potato dextrose agar (PDA) plates with several chemicals under the concentration of 1.0 mg/ml or 10.0 μmol/ml. These compounds include *p*-coumaric acid, puerarin, naringin, myricetin, and chrysin. The fungus without any chemicals was used as a control. The diameters and the inhibition rates were calculated at 48, 72, 96, or 120 h. As indicated in **Figure 6A**, under PDA concentration of 1.0 mg/ml, many compounds could suppress *C. panacicola* growth in the early stage. *p*-Coumaric acid could significantly highly suppress *C. panacicola* growth since the colony sizes were the smallest at 72, 96, and 120 h post-incubation (**Figures 6A, B**). The inhibition rates for *p*-coumaric acid were approximately 100% at 72 h, 97.2% at 96 h, and 96.5% at 120 h after incubation (**Figure 6D**). Puerarin, naringin, and myricetin could also significantly suppress the fungal growth at different times (72, 96, and 120 h) (**Figure 6**), but the inhibition rates were lower than those of *p*-coumaric acid. These results showed that *p*-coumaric acid, puerarin, naringin, and myricetin could inhibit *C. panacicola* growth, which further indicated that certain components in flavonoids have antifungal activity. However, chrysin could only inhibit fungal growth at the early stage (**Figures 6A, C, D**). Similarly, under PDA concentration of 10.0 μmol/ml, *p*-coumaric acid could completely inhibit the fungal growth at different times (**Supplementary Figures 9A, F**), while puerarin exhibited the second higher antifungal activity toward *C. panacicola* (**Supplementary Figures 9B, F**). The other three compounds could also inhibit fungal growth to a certain degree at the early stage (**Supplementary Figures 9C–F**). Considering the reduction of naringin (**Figure 5C**, **Supplementary Figure 6**, **Supplementary Table 2**), puerarin (**Supplementary Table 2**), and *p*-coumaric acid (**Supplementary Figure 8**) during ginseng–*C. panacicola* interaction at the early stage, *C. panacicola* very likely developed a strategy to reduce the biosynthesis of these antifungal metabolites.

**Figure 6:**
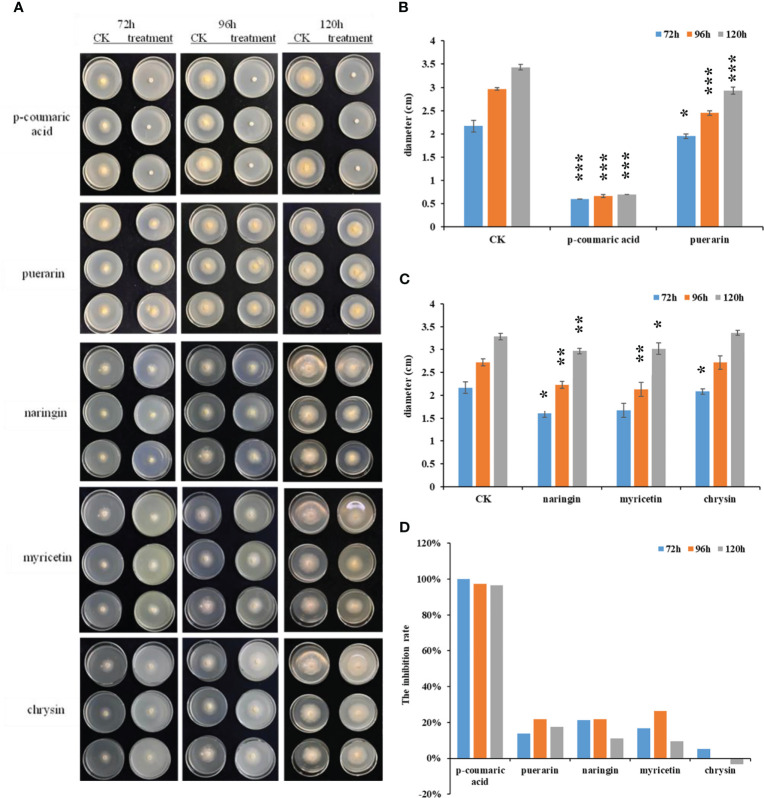
Antifungal activity of indicated chemicals toward *Colletotrichum panacicola* FSL. **(A)** Mycelial plugs of the *C. panacicola* FSL were inoculated on a potato dextrose agar (PDA) medium with different compounds including *p*-coumaric acid, puerarin, naringin, myricetin, and chrysin under the concentration of 1.0 mg/ml. The growth of the fungi was observed and photographed at 72, 96, and 120 h. **(B)** The colony diameters of *p*-coumaric acid and puerarin incubated fungus were determined at 72, 96, and 120 h. Asterisks indicate significant differences between untreated (CK) and chemicals treated (* *p* < 0.05, *** *p* < 0.001). **(C)** The colony diameters of naringin, myricetin, and chrysin incubated fungus were determined at 72 96, and 120 h. Asterisks indicate significant differences between untreated (CK) and chemicals treated (* *p* < 0.05; ** *p* < 0.01). **(D)** The relative inhibition rates of different compounds toward *C. panacicola* FSL were determined at 72, 96, and 120 h. All data represent means ± SD from at least three replicates.

Indeed, the expression of many genes in the metabolite biosynthesis pathway was differentially regulated upon *C. panacicola* interaction (**Supplementary Figures 6**, **7**). For example, the expressions of *Pg_S3366.3*, *Pg_S6977.4*, *Pg_S0360.15*, *Pg_S5731.2*, and *Pg_S6588.11* were increased upon *C. panacicola* infection, while the expression of *Pg_S4522.4* was decreased (**Supplementary Figures 6A, B**). 

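In the RNA-seq libraries, 5 of these genes were higher in Cp24h than in CK and the chalcone isomerase gene was lower. *Pg_S3366.3* (Pg_scaffold3366, 11043 to 12313), whose enzyme builds polyketides of pollen wall or flavonoid type, rose from 0.259 ± 0.0886 FPKM in CK to 0.894 ± 0.0964 in Cp14h and 1.22 ± 0.225 in Cp24h (log2 fold change 1.72, SE 0.40, adjusted p = 0.0330 at 14 h, edgeR, and log2 fold change 2.17, SE 0.40, adjusted p = 0.00347 at 24 h). *Pg_S6977.4* (Pg_scaffold6977, 65943 to 70978) rose from 10.3 ± 2.78 to 26.3 ± 8.14 and 34.1 ± 13.6 FPKM (log2 fold change 1.31, SE 0.32, adjusted p = 0.0416 at 14 h, and log2 fold change 1.69, SE 0.32, adjusted p = 0.00407 at 24 h). *Pg_S6588.11* (Pg_scaffold6588, 83422 to 84196) was at 0.201 ± 0.0553 FPKM in CK, near the floor, at 1.43 ± 0.242 in Cp14h, at least 3.89-fold higher (adjusted p = 0.0321), and at 0.935 ± 0.418 in Cp24h, at least 2.54-fold higher (adjusted p = 0.0281). *Pg_S5731.2* (Pg_scaffold5731, 22191 to 23329), whose enzyme methylates caffeoyl-CoA for lignin, did not pass at 14 h (1.17 ± 0.0604 FPKM in CK and 3.48 ± 0.695 in Cp14h, log2 fold change 1.51, SE 0.43, adjusted p = 0.0685) and rose to 4.42 ± 3.09 at 24 h (log2 fold change 1.85, SE 0.43, adjusted p = 0.00926). *Pg_S0360.15* (Pg_scaffold0360, 168779 to 173062) was at 0 in CK, at 0.0912 ± 0.0864 FPKM in Cp14h, which did not pass (adjusted p = 0.143), and at 0.657 ± 0.513 in Cp24h, at least 3.38-fold higher (adjusted p = 0.00857). *Pg_S4522.4* (Pg_scaffold4522, 191640 to 194370) was at 3.45 ± 1.12 FPKM in CK and 2.35 ± 0.639 in Cp14h, which did not pass (log2 fold change -0.60, SE 0.36, adjusted p = 0.372), and fell to 1.71 ± 0.516 in Cp24h (log2 fold change -1.06, SE 0.36, adjusted p = 0.0475). Cp24h replicate 2 was the highest Cp24h library for *Pg_S5731.2* (7.97 FPKM, against 2.40 and 2.88 in the others) and for *Pg_S0360.15* (1.22, against 0.227 and 0.519). Without it the log2 fold change of *Pg_S5731.2* at 24 h was 1.11 (adjusted p = 0.0377), and *Pg_S0360.15* still passed (adjusted p = 0.0414). None of the 6 differed between Cp24h and Cp14h by this test. Exact two-sided permutation tests of FPKM gave p = 0.1, the smallest that 3 libraries against 3 allow, at both times for all but *Pg_S0360.15* (p = 0.400) and *Pg_S4522.4* (p = 0.300) at 14 h. At 14 h the calls of *Pg_S3366.3*, *Pg_S6977.4* and *Pg_S6588.11* were lost under 9 of 18, 10 of 23 and 7 of 21 alternatives, and at 24 h those of *Pg_S6588.11* and *Pg_S4522.4* under 5 of 21 and 9 of 22.

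**Figure D4:**
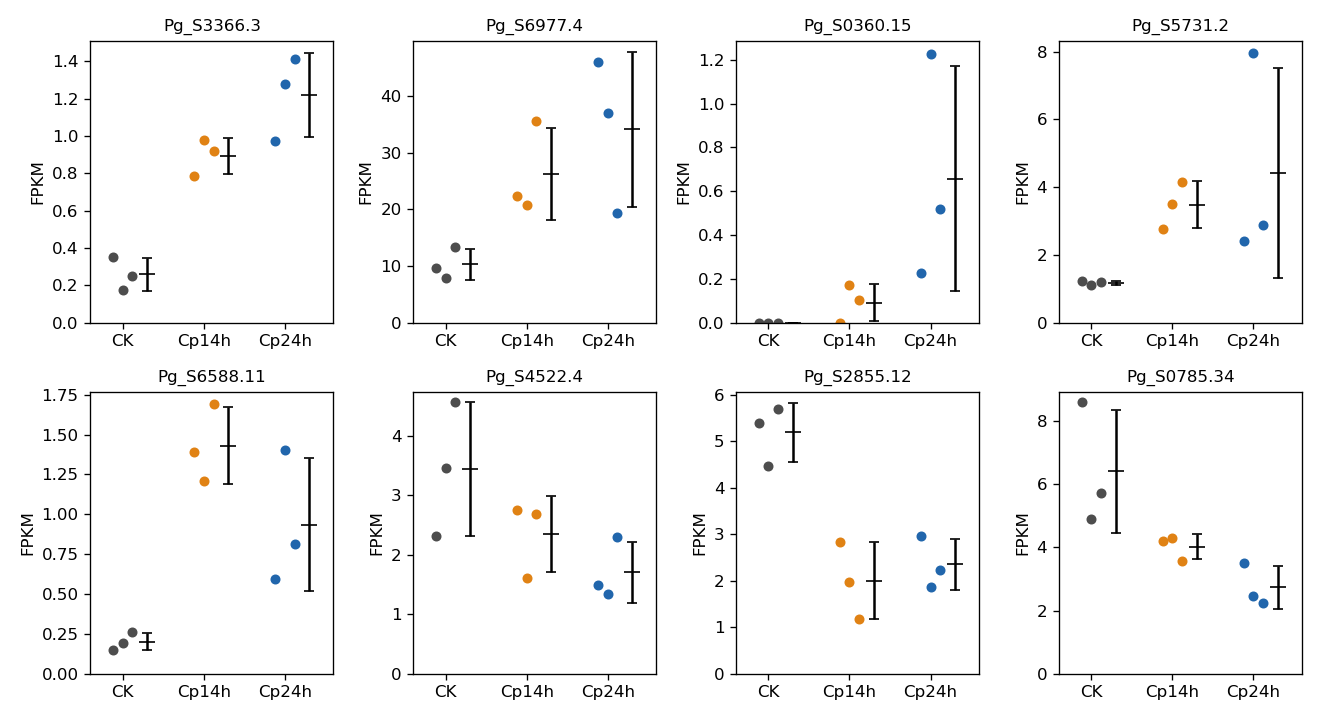
FPKM (linear axis from 0) of 8 genes of flavonoid and isoflavonoid biosynthesis in each ginseng leaf library of CK, Cp14h and Cp24h; points are libraries and bars are mean ± SD (n = 3). *Pg_S3366.3* was higher in every infected library than in every CK library, and *Pg_S4522.4* overlapped between CK and Cp14h.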

Here, *Pg_S3366.3* encoded type III polyketide synthase B, *Pg_S6977.4* and *Pg_S6588.11* encoded enzymes belonging to EC:1.14.11.9 (flavanone 3-dioxygenase), *Pg_S0360.15* encoded isoflavone reductase, *Pg_S5731.2* encoded caffeoyl-CoA *O*-methyltransferase, while *Pg_S4522.4* encoded chalcone isomerase. These enzymes are involved in flavonoid biosynthesis. The induction and suppression of these genes suggested their role in the changes of flavonoids during ginseng–*C. panacicola* interaction. However, two genes in the isoflavonoid biosynthesis pathway, *Pg_S2855.12* and *Pg_S0785.34*, which encoded 2-hydroxyisoflavone dehydratase (EC:4.2.1.105), were differentially regulated upon *C. panacicola* infection (**Supplementary Figures 7A, B**). 

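In the RNA-seq libraries, both genes had lower means after infection. *Pg_S2855.12* (Pg_scaffold2855, 177772 to 178167) was at 5.19 ± 0.637 FPKM in CK and 1.99 ± 0.825 in Cp14h, just short of the threshold (log2 fold change -1.42, SE 0.37, adjusted p = 0.0522, edgeR), and was lower in Cp24h at 2.35 ± 0.554 (log2 fold change -1.18, SE 0.36, adjusted p = 0.0325). *Pg_S0785.34* (Pg_scaffold0785, 453360 to 456831) was at 6.41 ± 1.95 FPKM in CK and 4.02 ± 0.401 in Cp14h, which did not pass (log2 fold change -0.72, SE 0.24, adjusted p = 0.115), and fell to 2.73 ± 0.685 in Cp24h (log2 fold change -1.27, SE 0.24, adjusted p = 0.00409). Every library of either infected group was below every CK library for both genes (exact two-sided permutation test, p = 0.1, the smallest that this design allows). Their enzyme removes water from 2-hydroxyisoflavanones, the last step to isoflavones. Of 37 genes of isoflavonoid biosynthesis in KEGG, 1 was higher at 14 h, 0 were lower and 36 did not pass (1 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.507). The higher member, *Pg_S3013.2* (Pg_scaffold3013, 118892 to 120418), is matched to a malonyltransferase of anthocyanins (log2 fold change 0.80, adjusted p = 0.0210). The call of *Pg_S2855.12* depended on the setting, since it passed at 14 h under 9 of 22 alternatives and was lost at 24 h under 5 of 22.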

While the expression of *Pg_S2855.12* was decreased at 14 h, *Pg_S0785.34* was induced by *C. panacicola* at the same time. The increase and the decrease of the genes suggested their different roles in regulating isoflavonoid biosynthesis. Indeed, we observed that the accumulated metabolites in the isoflavonoid pathway were different upon *C. panacicola* infection (**Supplementary Figure 7C**).

## Discussion

The comparative transcriptome and metabolite analyses in this work provide molecular and chemical clues to understanding the complex interaction between garden ginseng and *C. panacicola* FSL. Here, *C. panacicola* strain FSL was originally isolated from ginseng leaves under forest conditions, which had higher virulence toward garden ginseng. Similarly, *C. panacicola* had also been reported to cause anthracnose disease in *P. ginseng* in Korea based on morphological, pathogenicity, cultural, and molecular studies (Choi et al., 2011). Recently, Liu et al. obtained 232 *Colletotrichum* isolates from 12 main ginseng-producing areas in Northeast China (Liu et al., 2020). Based on morphological characteristics and sequence analyses of specific domains in the fungal genome, 135 out of 232 isolates belonged to *C. panacicola*, while the other isolates were grouped with *Colletotrichum lineola* (Liu et al., 2020). Further work revealed the isolates of *C. panacicola* presented in all three provinces (Jilin, Liaoning, and Heilongjiang) in Northeast China, suggesting that *C. panacicola* was the widely distributed *Colletotrichum* species in China (Liu et al., 2020). Inoculations of ginseng showed that the isolates of *C. panacicola* could infect both leaves and stems with higher aggressiveness (Liu et al., 2020). In addition, Cui also isolated a virulent strain of *C. panacicola* from the wild ginseng in Jilin Province (Cui et al., 2020). All reports indicated that *C. panacicola* caused garden ginseng anthracnose disease.

Illumina-based RNA-seq of ginseng leaves revealed that plant transcripts changed upon *C. panacicola* FSL infection at different times. However, more than half of the transcripts in ginseng showed decreased expression at 24 h, indicating that ginseng defense responses were suppressed by *C. panacicola* from 14 to 24 h. This is consistent with our previous report that *B. cinerea* B05.10 infection downregulated approximately 60% of SSTFs in ginseng at 14 h, suggesting that these genes play a special role in plant–fungus interaction (Chen et al., 2022). Therefore, *B. cinerea* B05.10 promotes disease development in *P. ginseng* by suppressing many defense-related genes’ expression at the early stage. Here, *C. panacicola* FSL may use a similar strategy. Other reports also indicated the transcript changes in red skin root-affected ginseng fibrous roots (Gong et al., 2020). The fibrous roots of red skin root-affected ginseng showed 1,856 upregulated genes and 1,581 downregulated genes when compared with the healthy ginseng roots (Gong et al., 2020). Thus, *P. ginseng* changed its transcripts upon different stresses. Here, the differentially expressed genes in garden ginseng upon *C. panacicola* infection suggest their potential roles in defense. Indeed, we observed that the transcripts and the accumulation of antifungal compounds in the flavonoid pathway changed upon *C. panacicola* treatment.

Previous works indicate that plants had various mixtures and high amounts of antifungal compounds (Whitehead and Bowers, 2013), some of which provide the plants with a certain degree of basic resistance against pests (Schijlen et al., 2004; Treutter, 2005). For example, camalexin is a major phytoalexin in *Arabidopsis thaliana*, which is induced by a great number of biotrophic and necrotrophic plant pathogens (Glazebrook, 2005). Camalexin biosynthetic capacity is observed in both leaf and root upon infection with the *Pythium sylvaticum* (Bednarek et al., 2005). High camalexin concentrations were observed at the infection site by *Alternaria alternata* or *B. cinerea* (Kliebenstein et al., 2005; Ahuja et al., 2012). Camalexin can also be induced by PAMPs. For example, in oomycete-derived necrosis and ethylene-induced peptide 1 (Nep1)-like proteins, bacteria-derived peptidoglycans were involved in camalexin accumulation (Qutob et al., 2006; Gust et al., 2007). In addition, the changes in flavonoids have also been identified from various plant species to date (Li et al., 2018; Sudheeran et al., 2019; Yu et al., 2018). These compounds are not only involved in the innate defense response but also induced in the host’s response to pathogen attack (Heale, 1992; Jeandet et al., 1995). Metabolite analysis of *P. ginseng* indicates that in many of the secondary metabolites in the flavone and flavonol biosynthesis pathway, isoflavonoid biosynthesis is influenced by *B. cinerea* B05.10 (Chen et al., 2022). It also indicated the red mango fruit had more anthocyanin and flavonols than the green mango fruit, which had antifungal activity against the fungus *Colletotrichum gloeosporioides* (Sudheeran et al., 2020). Previous reports have also shown that quercetin and cyanidin aglycones could inhibit *C. gloeosporioides* hyphal growth and conidial germination (Puupponen-Pimiä et al., 2001; Ramos et al., 2006; Mikulic-Petkovsek et al., 2013). Since certain flavonoids could inhibit *C. panacicola* growth; here, the alteration of ginseng flavonoids at the early stage would be a candidate strategy for *C. panacicola* to cause disease development.

## Conclusion

The comparative transcriptome analysis in this work provides molecular clues to understanding the mechanism of ginseng susceptibility toward *C. panacicola*. Illumina-based RNA-seq of ginseng leaves revealed that plant transcripts changed upon *C. panacicola* infection at different times. More than half of the transcripts in ginseng showed decreased expression at 24 h, indicating that ginseng defense responses were suppressed by *C. panacicola* from 14 to 24 h. In particular, the transcripts and the accumulation of certain antifungal compounds in the flavonoid pathway changed upon *C. panacicola* treatment. We hope this finding can help in understanding the pathogenicity of *C. panacicola* in promoting *P. ginseng* anthracnose disease development.

## Materials and methods

### Ginseng, fungal materials, and treatments

Two-year-old garden ginseng was grown in a pathogen-free chamber. *C. panacicola* strain FSL was isolated from ginseng leaves in the Fusong forest, Jilin Province, and was grown on a PDA plate. Infection of *C. panacicola* on ginseng leaves was performed (Chen et al., 2022). For ginseng mRNA sequencing and gene qPCR analysis, the spores were spray incubated on healthy, undetached ginseng at different times. For mRNA sequencing, ginseng leaves were harvested at 14 h (Cp14h) and 24 h (Cp24h). For control, ginseng leaves were only incubated with ddH_2_O. For qPCR analysis, the leaves were harvested at 14, 24, and 48 h. Three independent biological replicates were performed. All samples were frozen at −80°C until use. The primers for qPCR are shown in **Supplementary Table 3**.

### Library construction, RNA sequencing, and mapping fragments to the genome and quantification of gene level

Total RNA extraction, purification, monitoring, cDNA library construction and sequencing, raw data cleaning, and analyzing were performed as previously indicated (Chen et al., 2022). Reference genome information was observed from the ginseng genome database website (http://ginsengdb.snu.ac.kr/). An index of the reference genome was built, and paired-end clean reads were aligned by using the HISAT package, while the FPKM of each gene was finally calculated (Chen et al., 2022).

### Identification and Gene Ontology and Kyoto Encyclopedia of Genes and Genomes enrichment analyses of differentially expressed genes

Differential expression analysis of genes in all samples (CK1-3, Cp14h1-3, and Cp24h1-3) was performed as previously described (Chen et al., 2022). The differentially expressed genes were identified with log2 (fold change) >1 or log2 (fold change) <−1 and with statistical significance (*p*-value < 0.05) using the R package.

GO enrichment and KEGG analyses of differentially expressed genes were then performed (Chen et al., 2022).

### Determination of individual flavonoids by UPLC-ESI-MS/MS

The flavonoids were extracted and measured according to the methods described previously, with minor modifications (Mi et al., 2022). Approximately 100 mg of ginseng leaves was extracted two times with 300 µl of methanol:acetonitrile:water (2:2:1, v/v) in an ultrasonic sonicator for 0.5 h at 4°C. The sample was incubated at −20°C for 1 h for protein deposition. After centrifugation (14,000 rpm, 20 min, 4°C), the supernatants were collected, freeze-dried, and stored at −80°C. Then, the supernatants were filtered, collected, and separated on a Waters C18 column (2.1 mm × 150 mm, 1.7 µm) with a flow rate of 400 µl/min. For the separation, solvent A (water with 0.1% formic acid) and solvent B (acetonitrile with 0.1% formic acid) were used under the gradient, as follows: 0–3.0 min, 5%–20% B; 3.0–4.3 min, 20% B; 4.3–9.0 min, 20%–45% B; 9.0–11.0 min, 45%–98% B; 11.0–13.0 min, 98% B; 13.0–13.1 min, 98%–5% B; and 13.1–15.0 min, 5% B. The auto-sampler temperature was set to 4°C, and 2 µl of the extraction was injected for analysis.

Mass spectrometric detection was carried out using an ABSCIEX QTRAP 6500 mass spectrometer coupled with an electrospray ionization (ESI) source under both negative (−) and positive (+) ion modes. The multiple reaction monitoring (MRM) scan mode was used to quantify the individual flavonoid compounds. All samples were equally mixed for quality control (QC) to indicate stability and repeatability during the experiments. Relative standard deviation (RSD) in QC samples was calculated, and the RSD% below 15% was considered and further analyzed. Metabolites ferulic acid, *p*-coumaric acid, glycetein, glycitin, daidzein, puerarin, formononetin, daidzin, biochanin A, genistin, genistein, apigenin, myricetin, quercetin, isorhamnetin, luteolin, kaempferol, kaempferide, sakuranetin, quercetin 3-glucoside, liquiritigenin, catechin, dihydrokaempferol, quercitrin, eriodictyol, gallocatechin, epicatechin, naringenin, rutin, epigallocatechin, isoliquiritigenin, chrysin, luteolin-7-*O*-glucoside, naringin, taxifolin, isovitexin/vitexin, and butin were used as standards for sample quantification (Sigma Chemical Company, St. Louis, MO, USA; **Supplementary Table 1**).

### Antifungal function analysis of flavonoids

The antifungal activity of flavonoids toward *C. panacicola* was assessed by measuring the mycelial plug growth (Chen et al., 2022). The indicated flavonoids (98%) were first dissolved in methanol or ethanol and then pre-mixed with a sterile melting PDA medium to obtain the final concentration (1.0 mg/ml or 10.0 μmol/ml). The incubation of fungi and the measurement of mycelial growth were performed by Chen et al. (2022). Each experiment was performed in three replicates.

## Data availability statement

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE226837.

## Author contributions

SL designed the research plan and wrote the article, JX, NL, JH, JS, and SL performed the research. All authors contributed to the article and approved the submitted version.

## Supplementary material

Supplementary Figure 1
*C. panacicola* FSL infection phenotype on 2-years old ginseng leaves at 14 hours, 24 hours and 48 hours, respectively.

Supplementary Figure 2 GO/KEGG analysis of significantly differentially expressed genes in ginseng upon *C. panacicola* FSL treatment at 14 hours.

Supplementary Figure 3 GO/KEGG analysis of significantly differentially expressed genes in ginseng upon *C. panacicola* FSL treatment at 24 hours.

Supplementary Figure 4 GO enrichment analysis of up- and down- regulated SSTF genes in ginseng upon *C. panacicola* FSL treatment at 14 hours and 24 hours, respectively.

Supplementary Figure 5 XIC map of standard mixtures and QC RSD percentage of ginseng samples in this work. QC RSD% < 15% was considered.

Supplementary Figure 6 Differentially accumulated chemicals and genes in flavonoid biosynthesis pathway upon *C. panacicola* FSL treatment.

Supplementary Figure 7 Differentially accumulated chemicals and genes in isoflavonoid biosynthesis pathway upon *C. panacicola* FSL treatment.

Supplementary Figure 8 Differentially accumulated chemicals in phenylpropanoid biosynthesis pathway upon *C. panacicola* FSL treatment.

Supplementary Figure 9 Anti-fungi activity of indicated chemicals towards *C. panacicola* FSL under the concentration of 10.0 umol/mL.

Supplementary File 1 Total validated high-quality reads were obtained from all libraries.

Supplementary File 2 XIC maps of selected compounds observed in untreated control (CK) or *C. panacicola* FSL treated ginseng leaves (CpFSL).

# Supplementary material for: Transcriptome and metabolite analyses indicated the underlying molecular responses of Asian ginseng (Panax ginseng) toward Colletotrichum panacicola infection
**Source:** Front Plant Sci. 2023 Jul 10;14:1182685. doi: 10.3389/fpls.2023.1182685
**Supplement:** Supplementary Figure 1 — C. panacicola FSL infection phenotype on 2-years old ginseng leaves at 14 hours, 24 hours and 48 hours, respectively.

A

14h

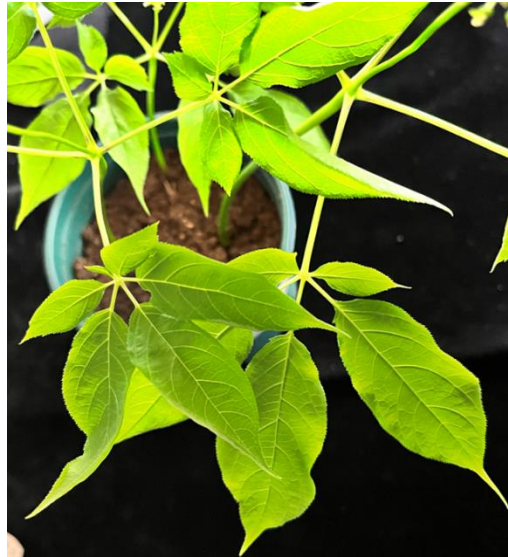

B

24h

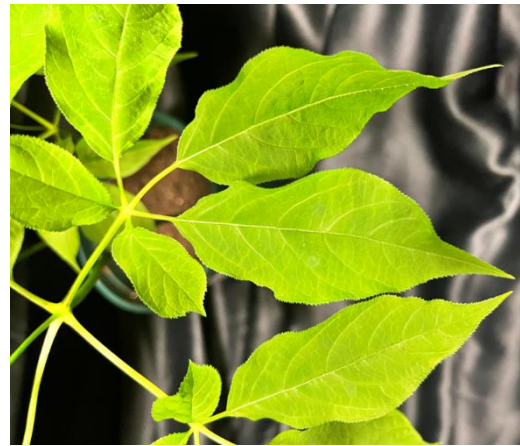

C

48h

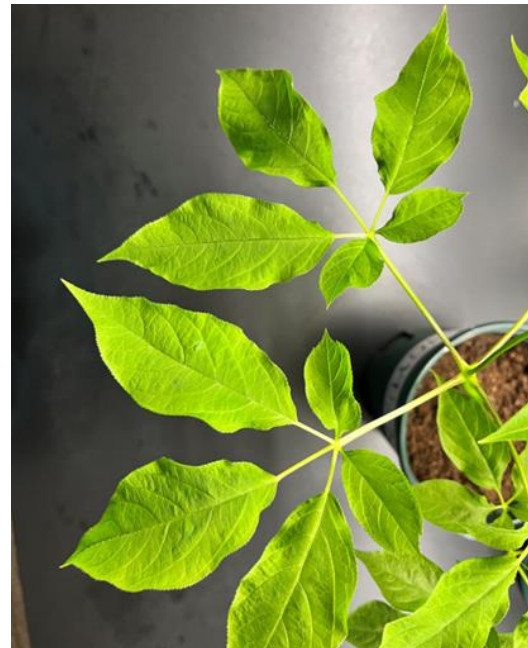

Figure S1.

A

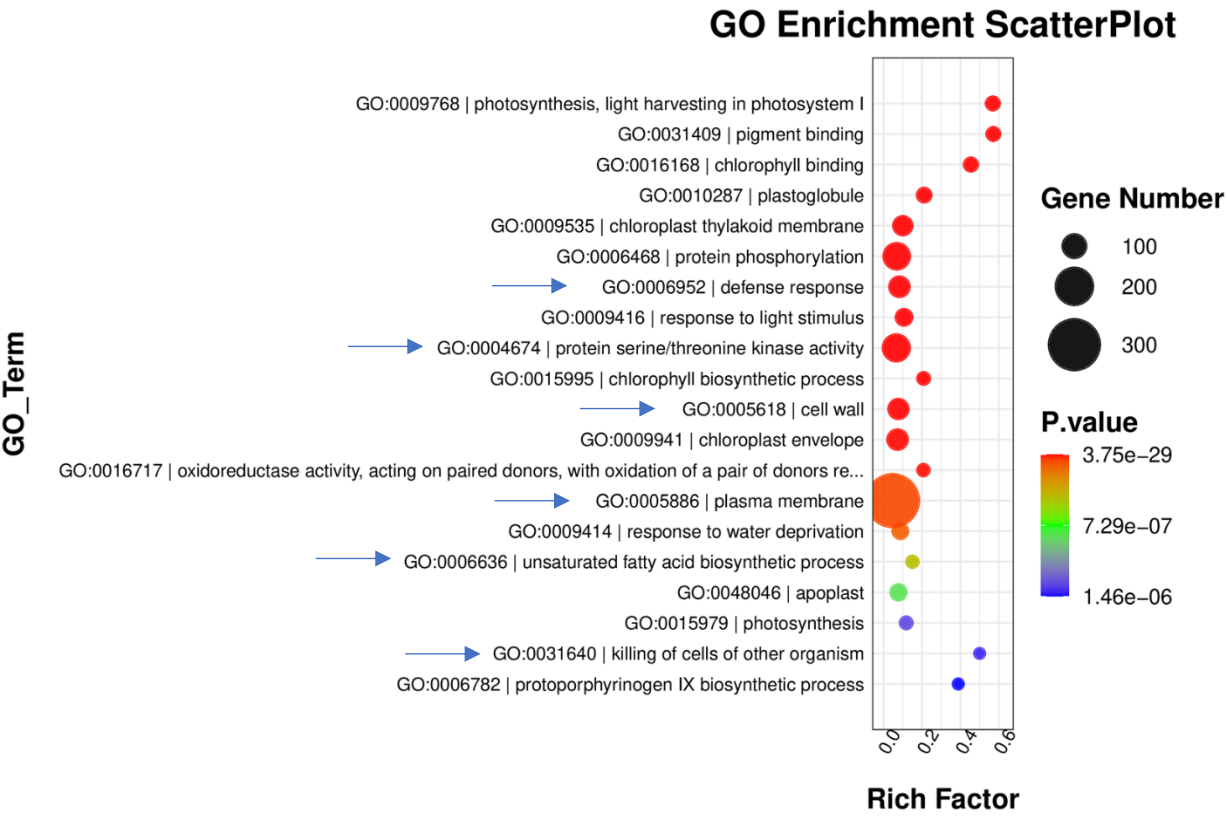

B

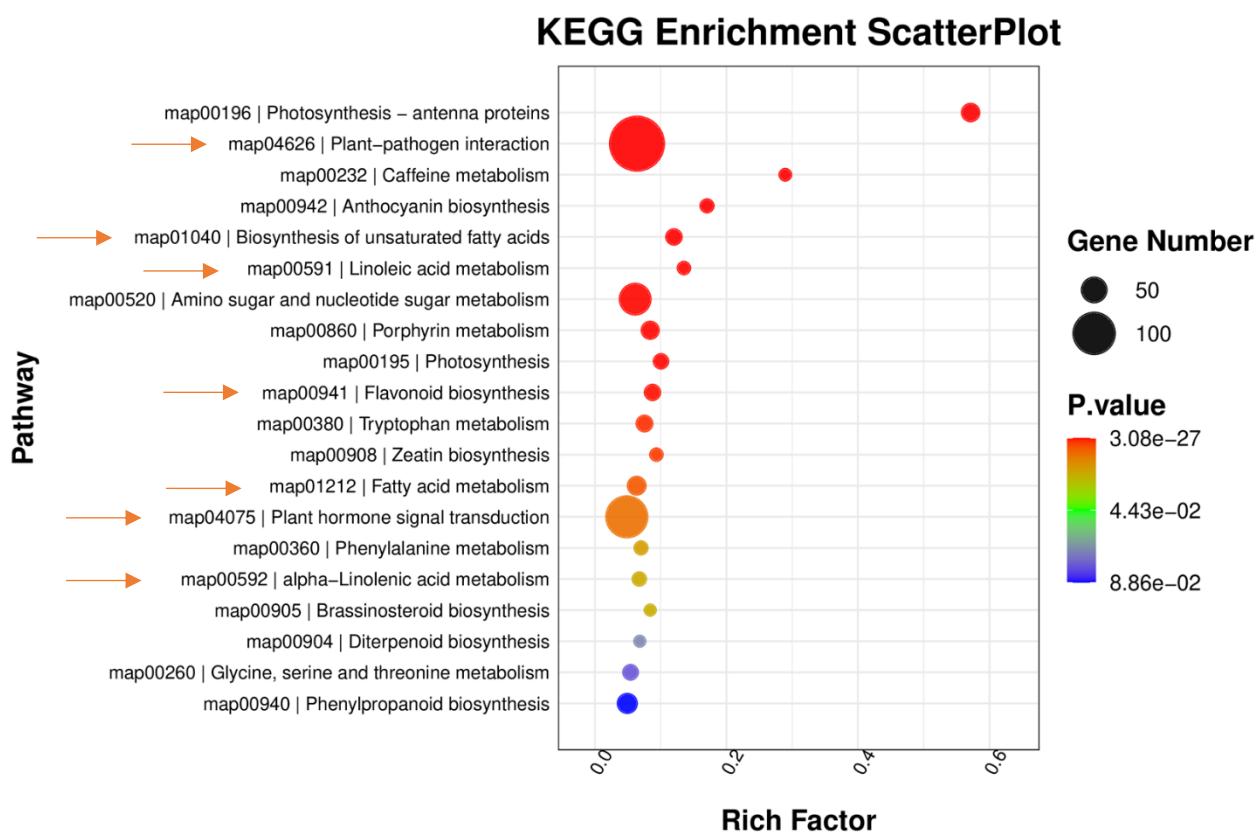

Figure S2.

A

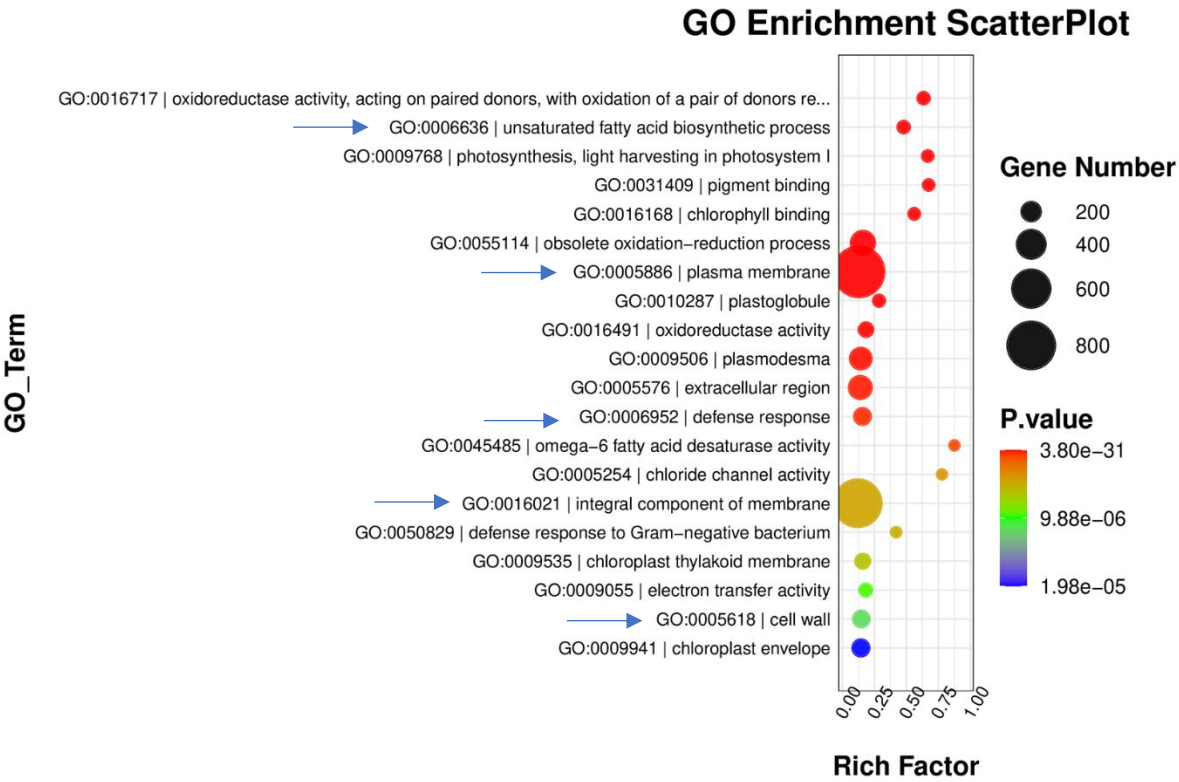

B

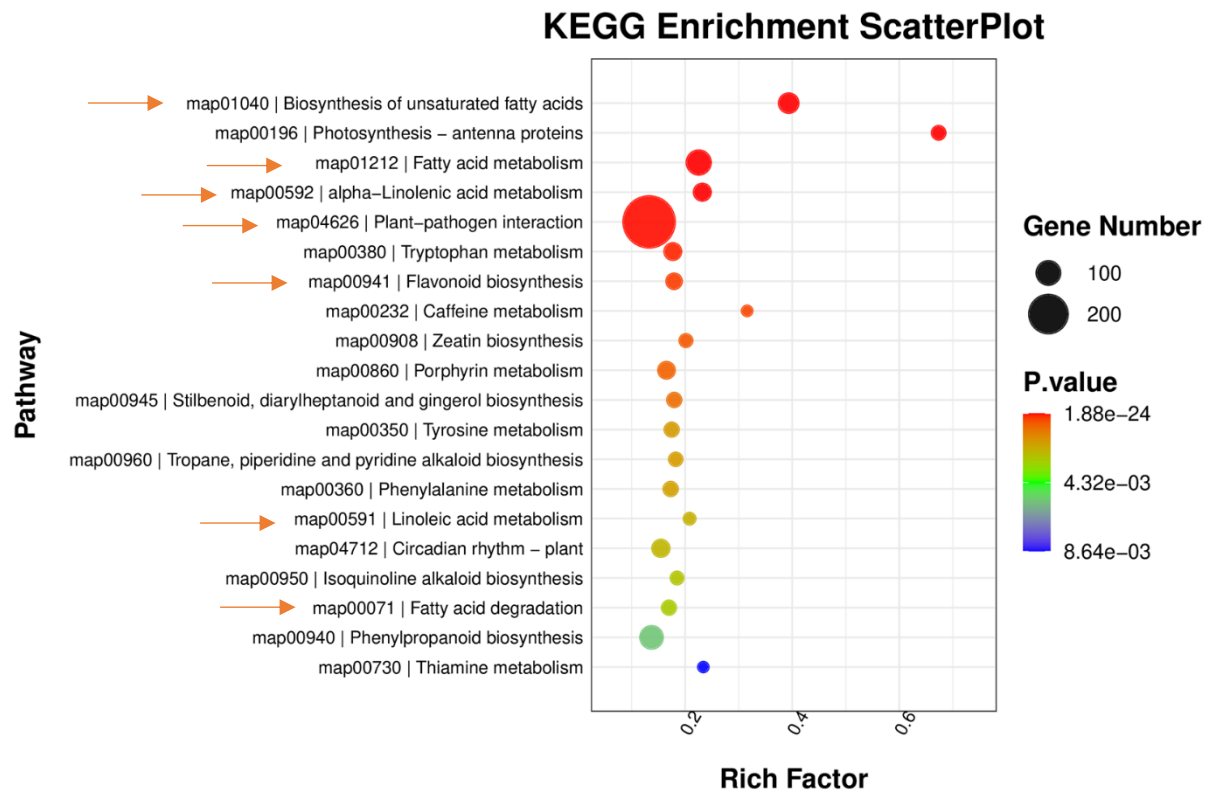

Figure S3.

A

GO Enrichment BarPlot

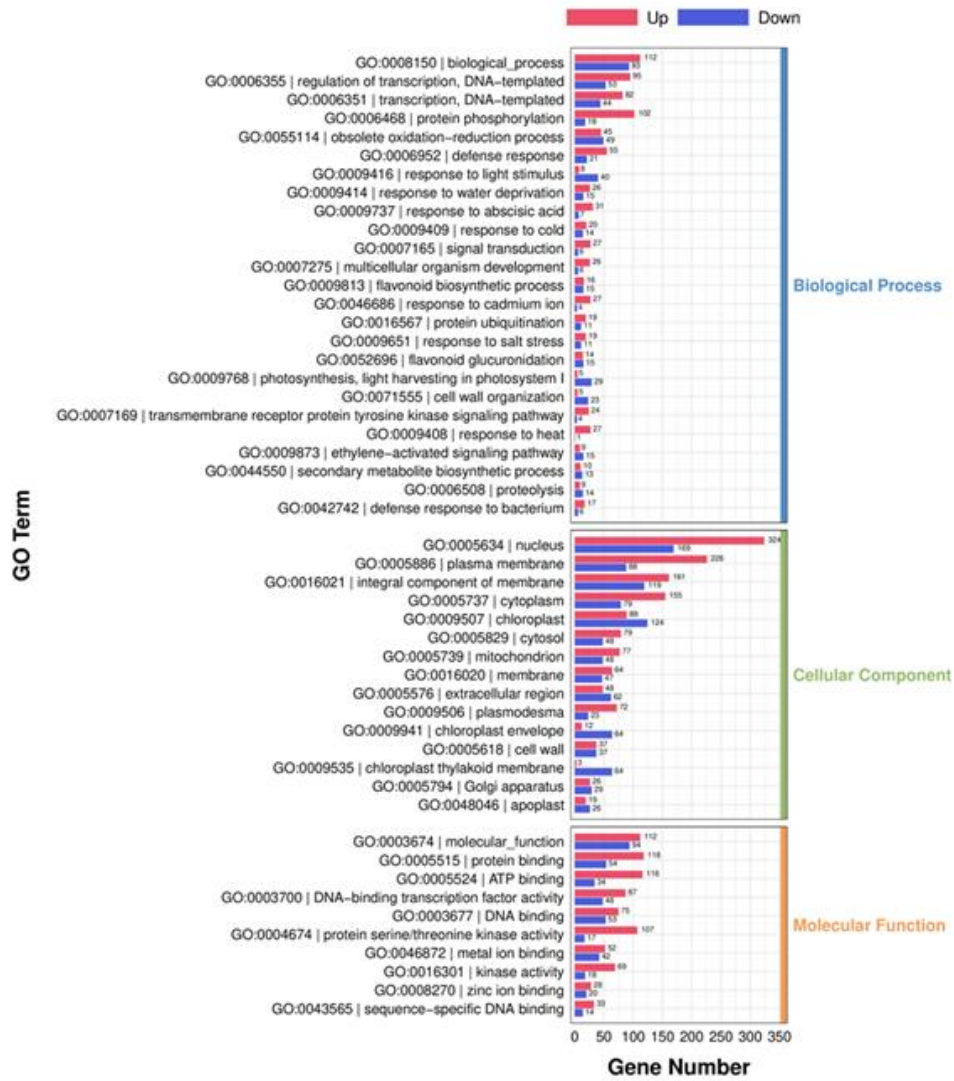

B

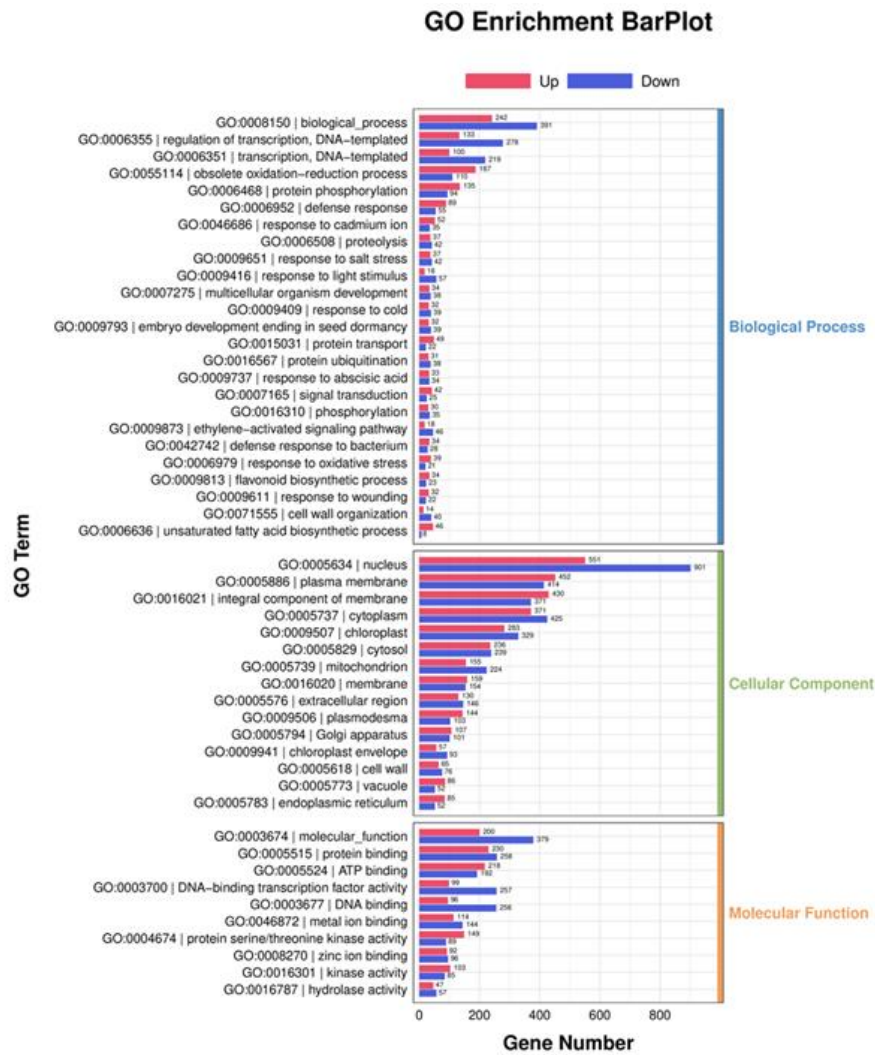

Figure S4.

A

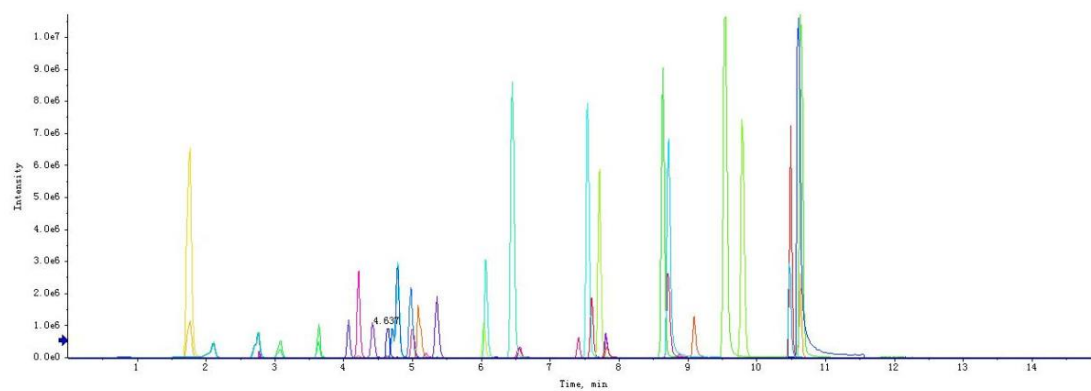

B

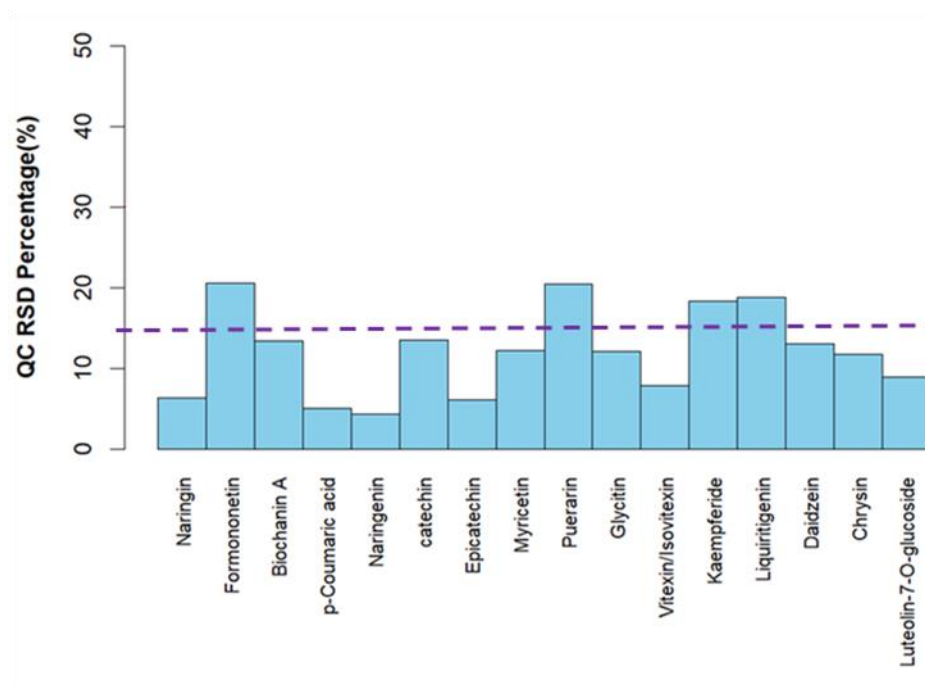

Figure S5.

A

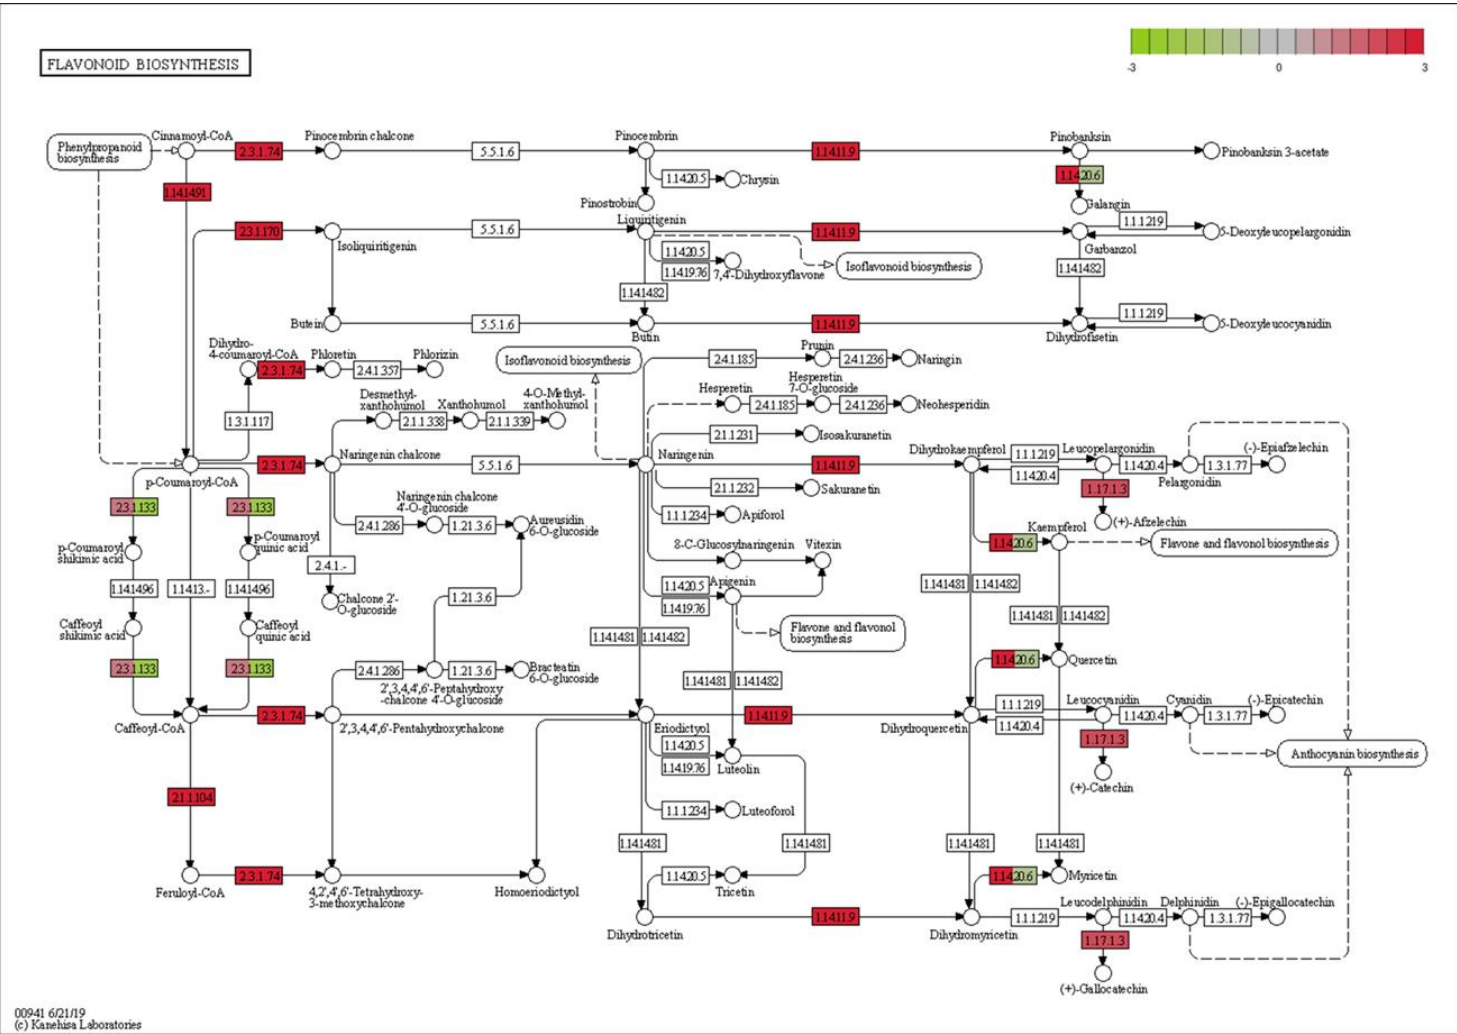

B

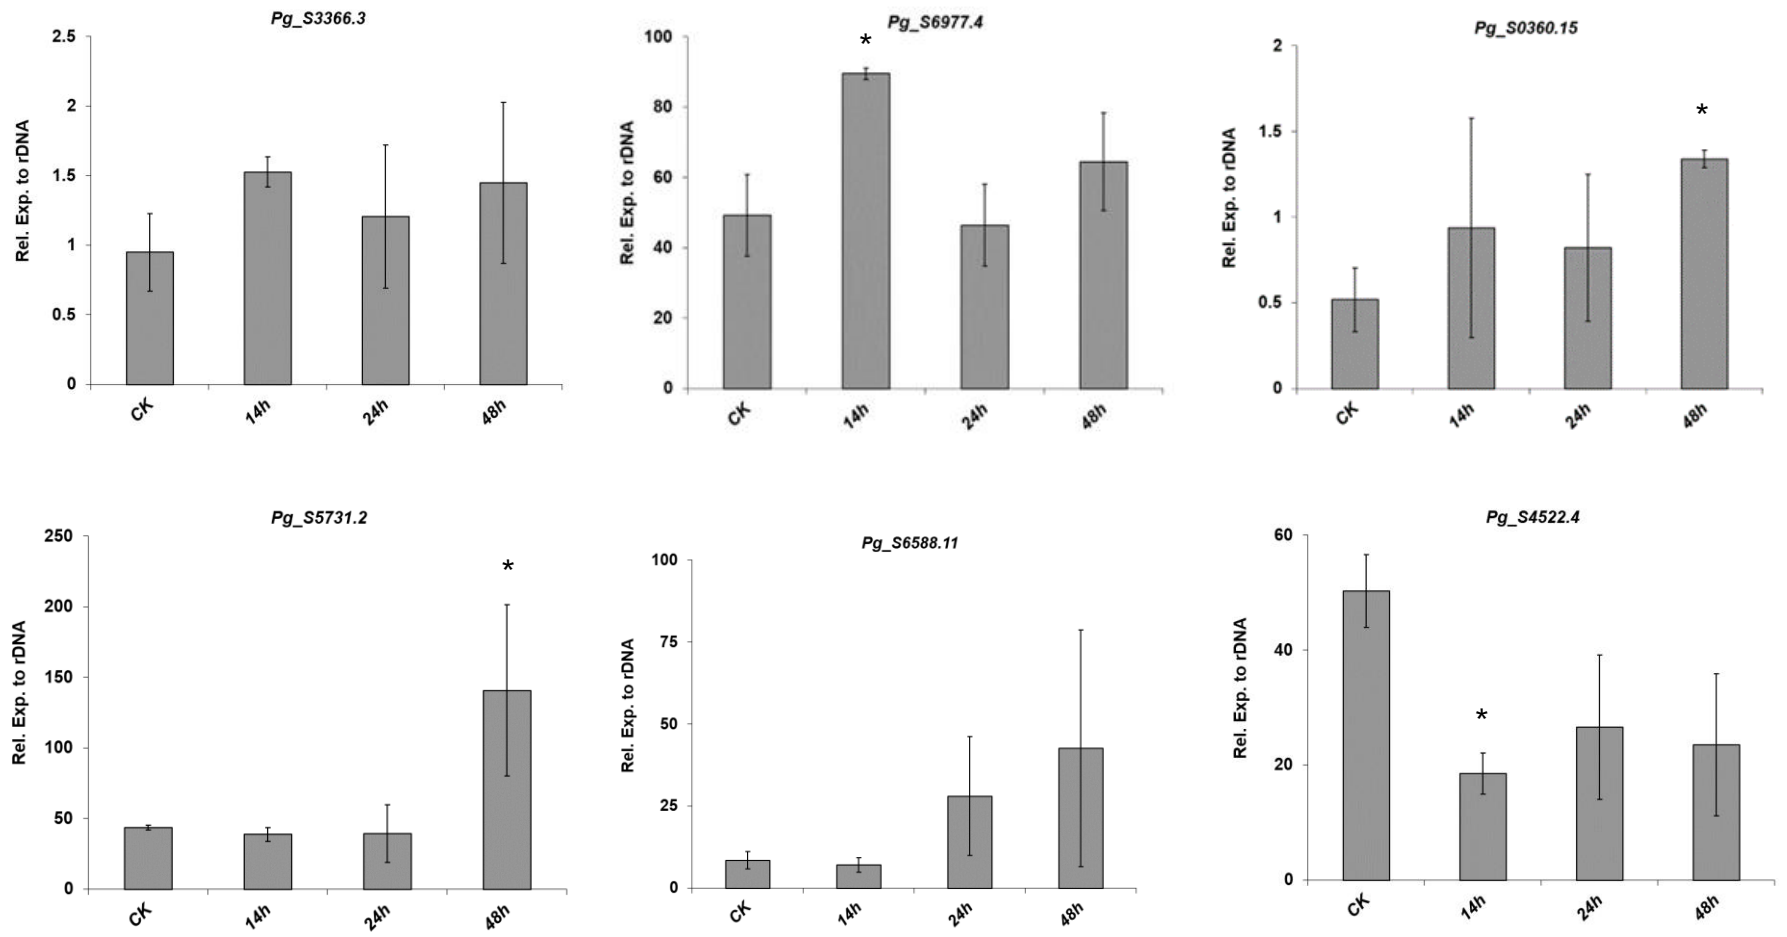

C

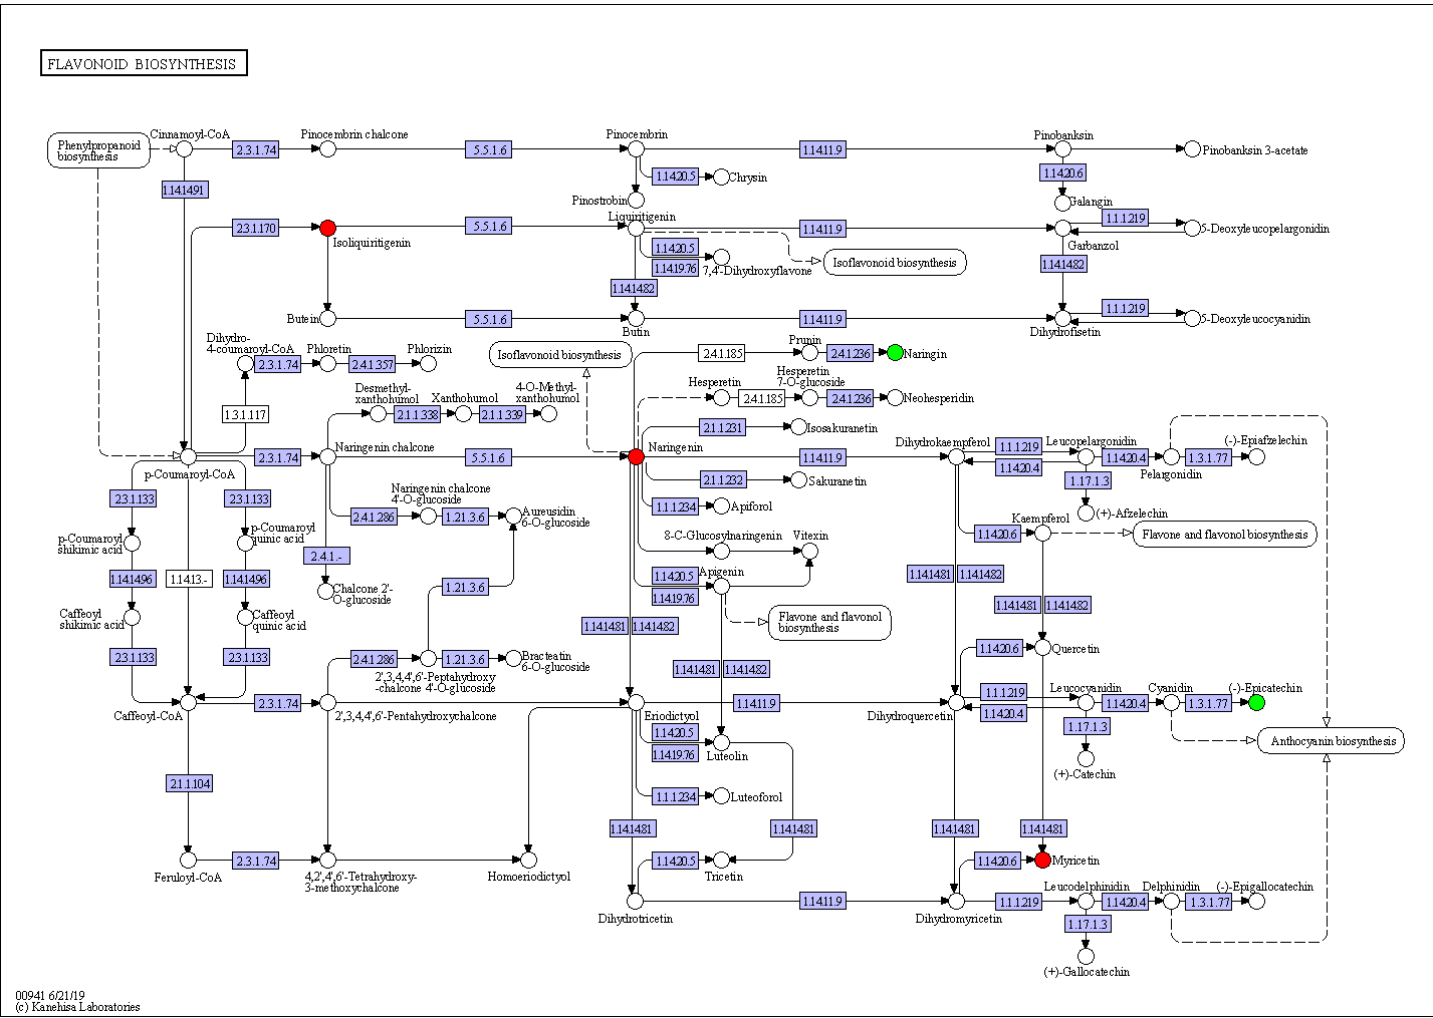

Figure S6.

[illegible]

B

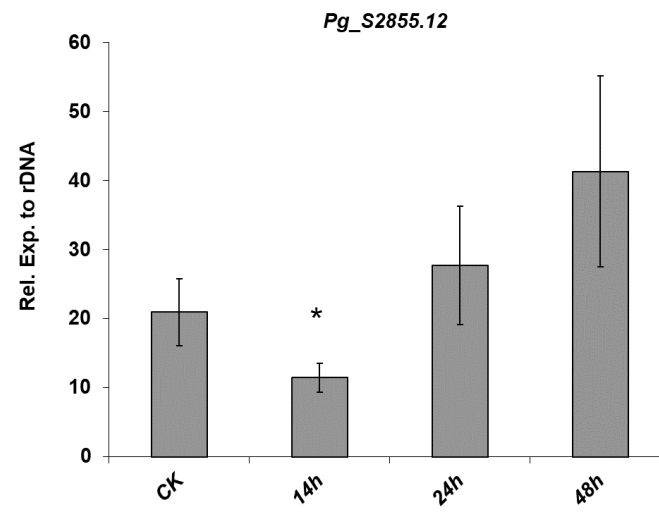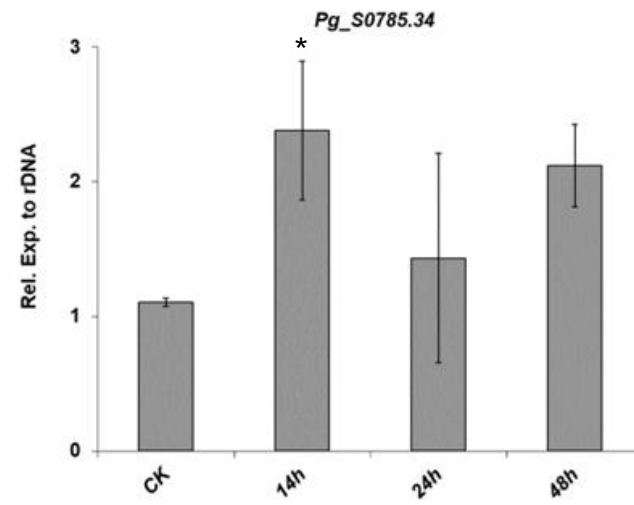

[illegible]

Figure S7.

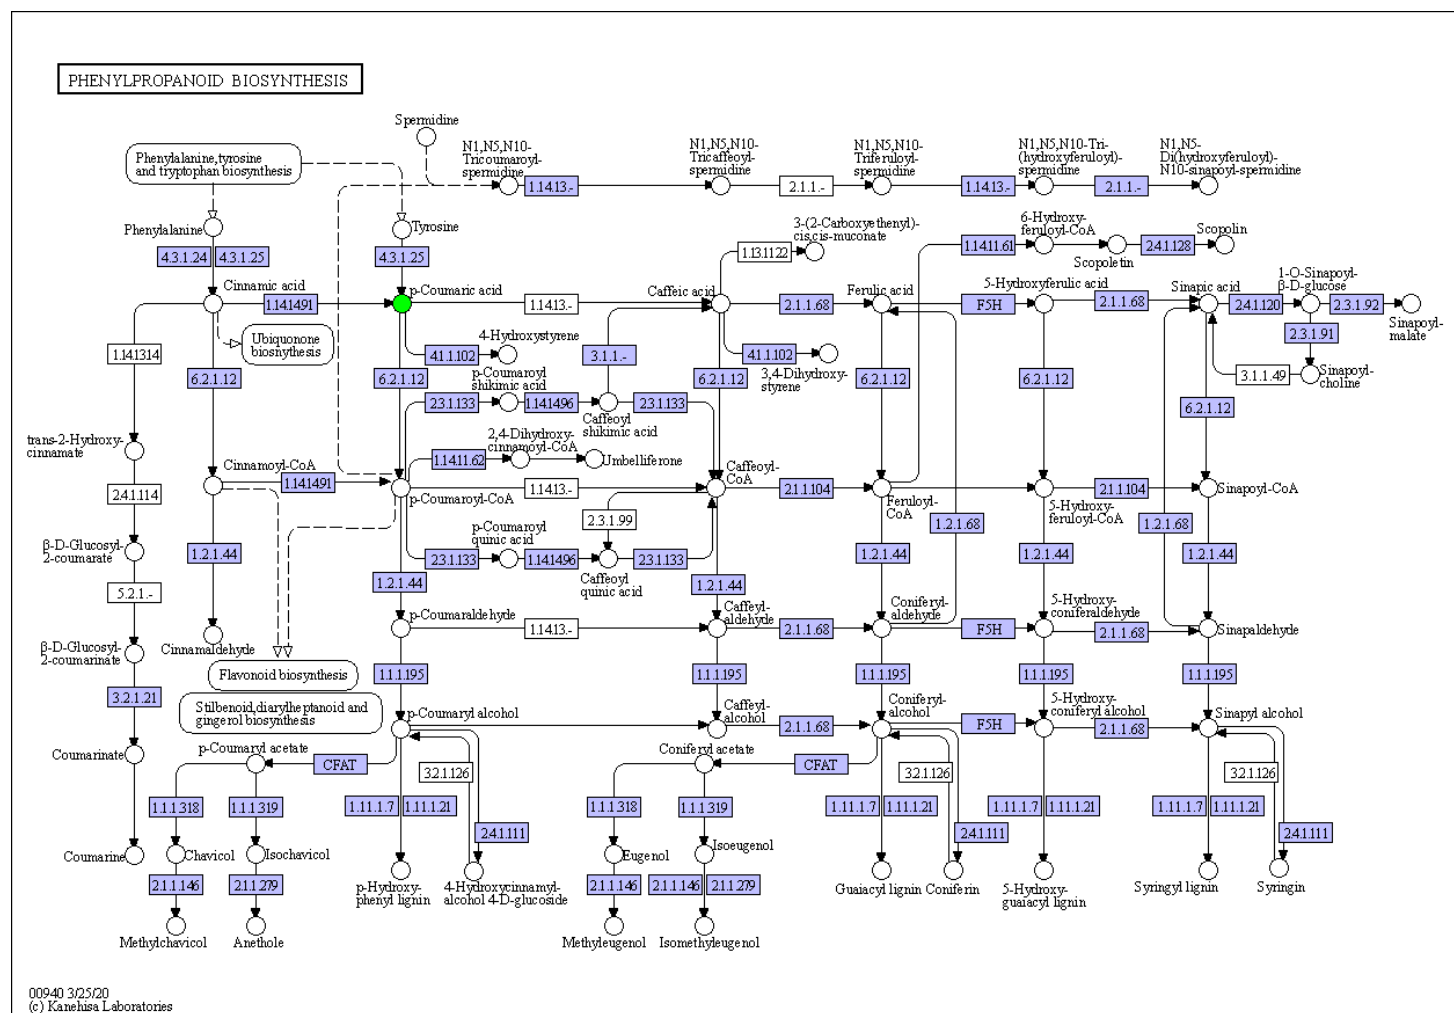

Figure S8.

A

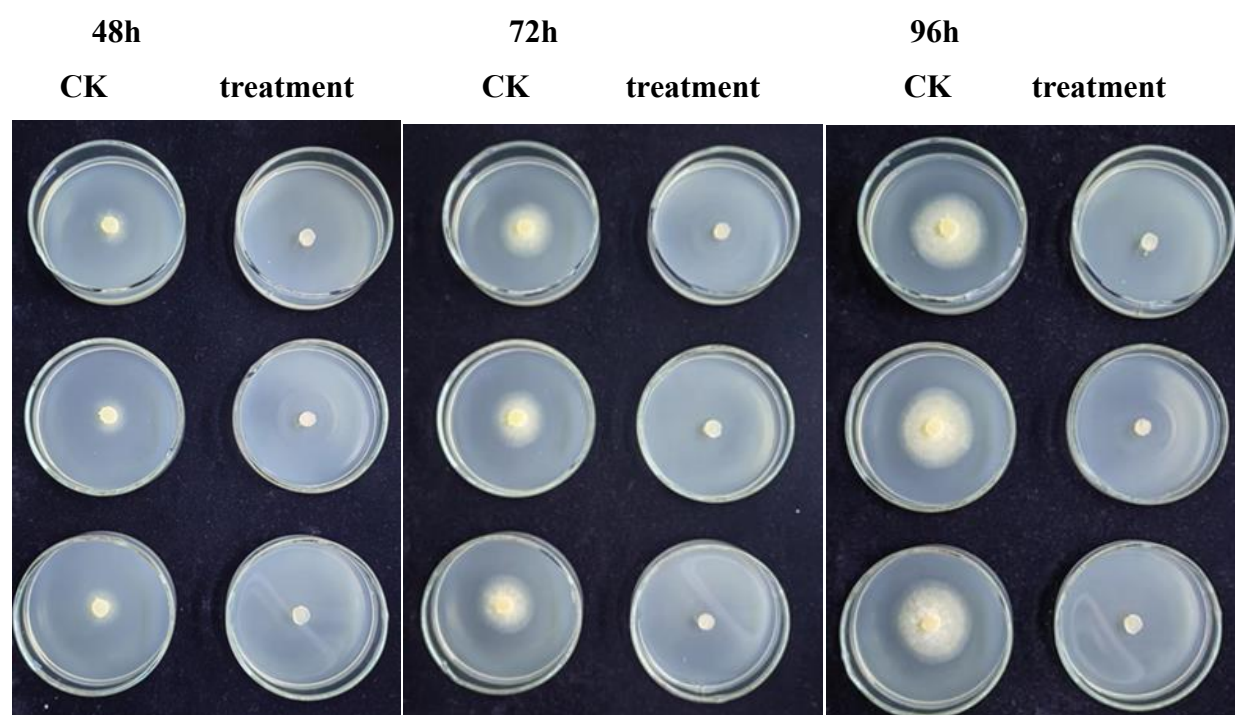

p-Coumaric acid (10.0 $\mu\text{mol/mL}$)

B

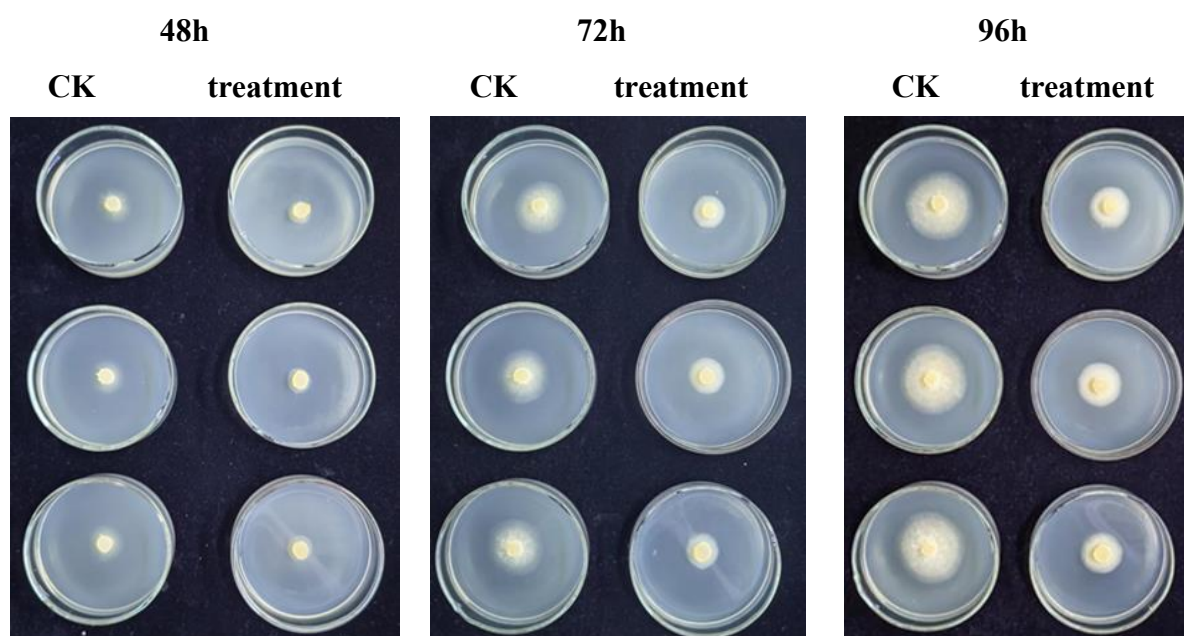

Puerarin (10.0 $\mu\text{mol/mL}$)

C

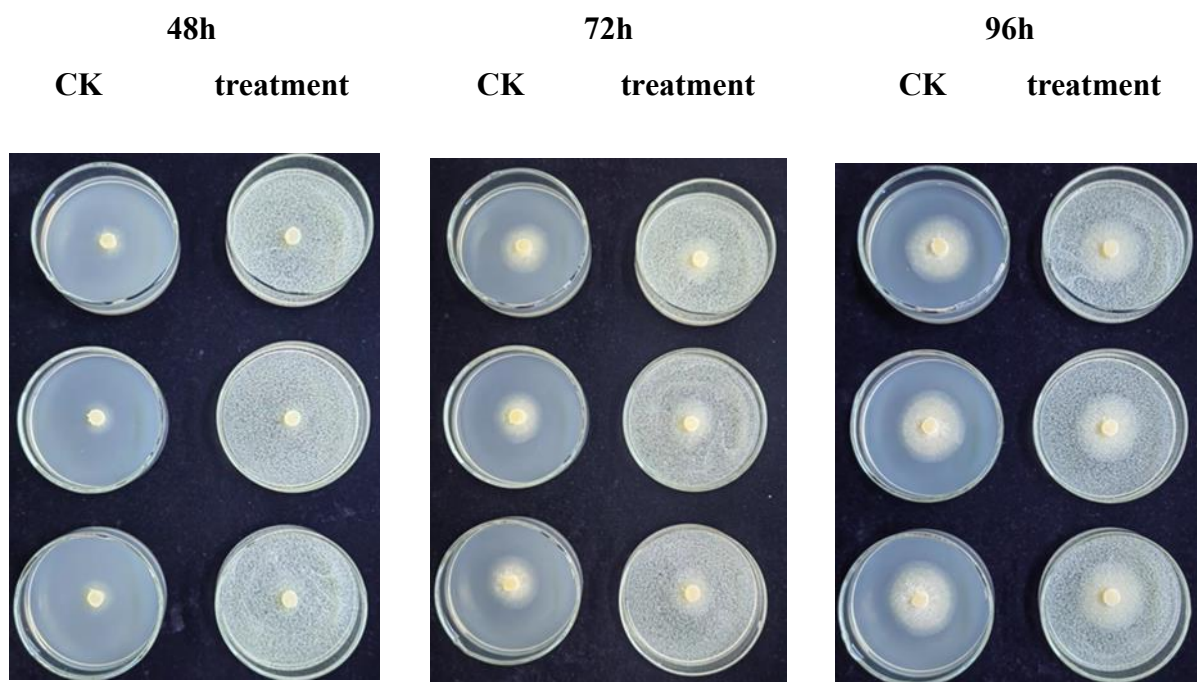

Naringin (10.0 $\mu\text{mol/mL}$)

D

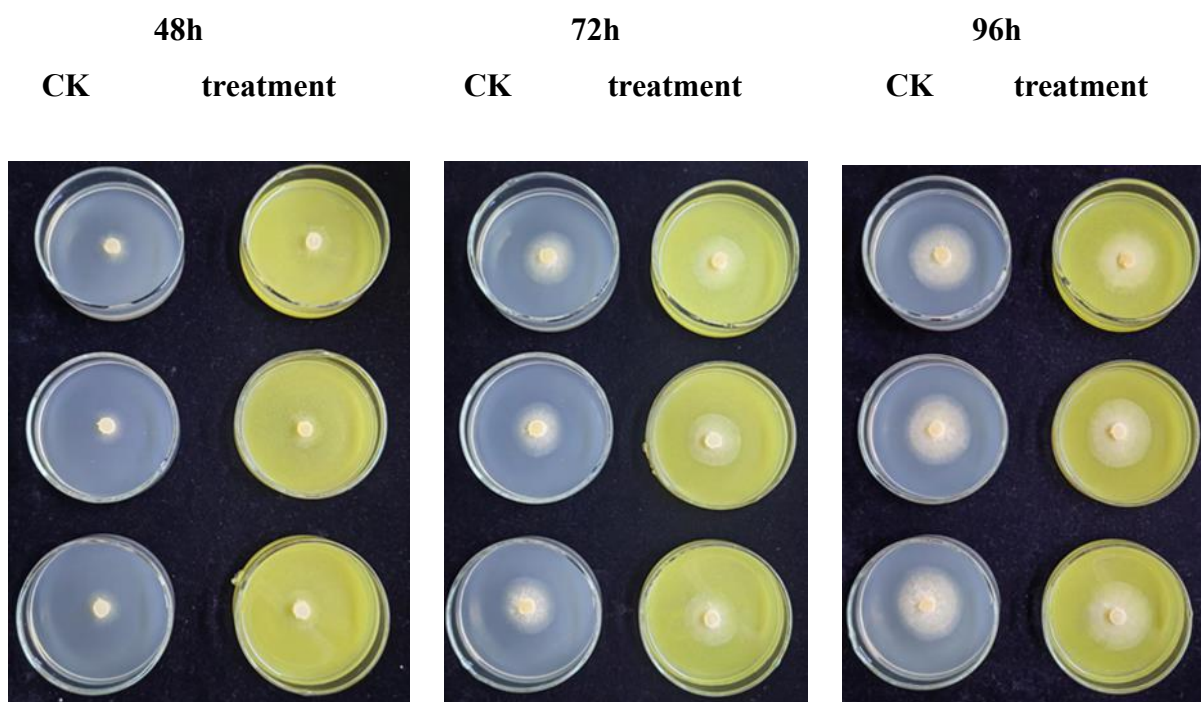

Myricetin (10.0 $\mu\text{mol/mL}$)

E

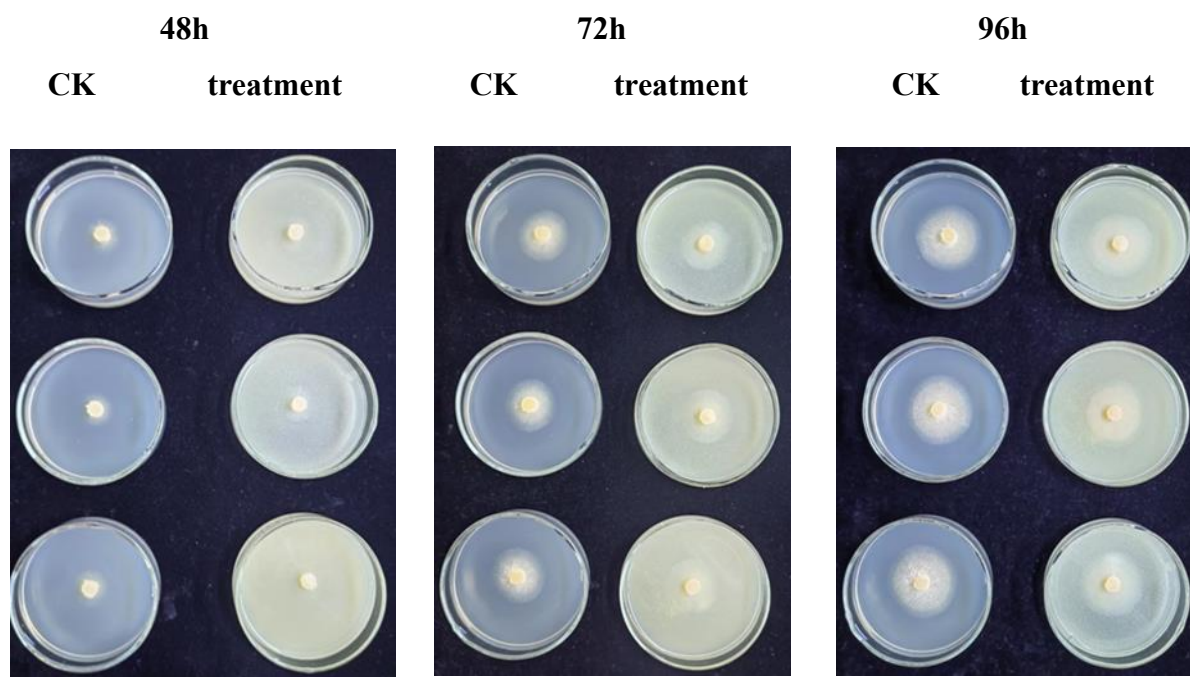

Chrysin (10.0 $\mu\text{mol/mL}$)

F

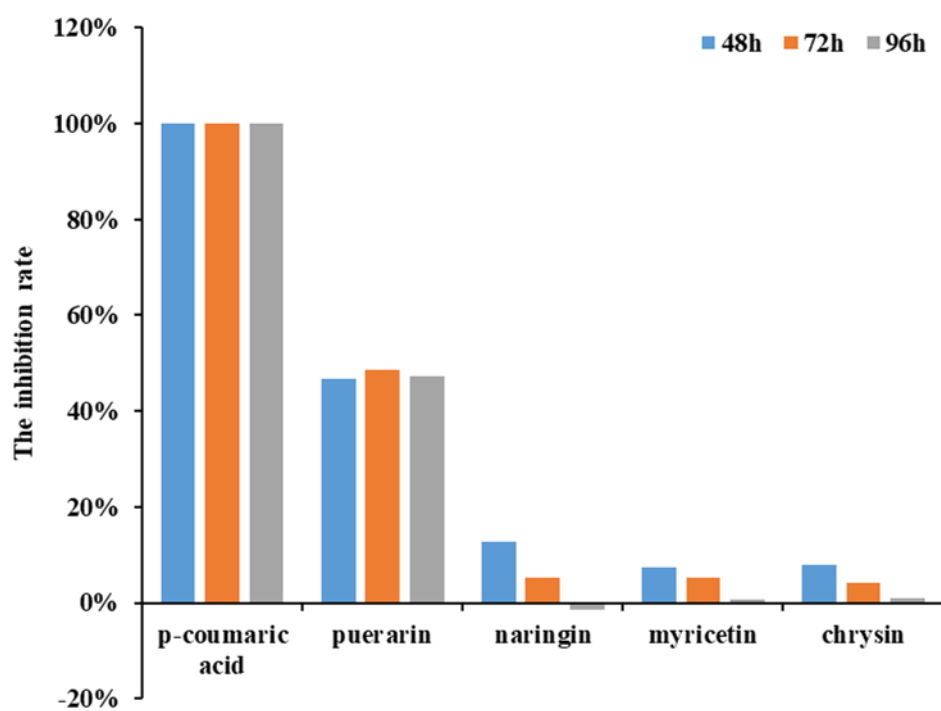

Figure S9.

Supplementary Table 1. Linear and Mass information of standard components used in this study.

NO.	Component Name	Mass Info	Retention Time	Linear	R	Linear range(ng/mL)
1	Rutin	611.0 / 303.0	5.019887044	$y = 2.49832e-4 x + -3.71659e-4$	0.99973	0.1-500
2	Daidzin	417.0 / 255.0	4.344905397	$y = 4.72168e-4 x + -0.00266$	0.99848	0.1-500
3	Genistin	433.0 / 271.0	5.717388985	$y = 6.90946e-4 x + 2.87693e-4$	0.9993	0.1-500
4	p-Coumaric acid	165.0 / 147.0	4.617662294	$y = 6.30695e-4 x + -0.00154$	0.99999	0.1-500
5	Luteolin	287.0 / 153.0	7.964607341	$y = 1.61206e-4 x + -5.21800e-4$	0.9996	0.1-500
6	kaempferol	287.0 / 153.0	9.002093023	$y = 2.61461e-5 x + -3.52723e-4$	0.99955	0.1-500
7	Taxifolin	305.0 / 153.0	5.453711654	$y = 4.80804e-5 x + 2.73326e-4$	0.99985	0.1-500
8	Myricetin	319.0 / 153.0	6.74205291	$y = 3.76127e-5 x + -3.48528e-4$	0.99949	0.1-500
9	Dihydrokaempferol	289.0 / 153.0	6.718815553	$y = 392.86803 x + -247.04988$	0.99947	0.1-500
10	Glycitin	447.0 / 285.0	4.525677007	$y = 2510.10833 x + -12892.48631$	0.99933	0.1-500
11	Quercetin 3-O-glucoside	465.0 / 303.0	5.388195042	$y = 3.43793e-4 x + -0.00183$	0.99873	0.1-500
12	Daidzein	255.0 / 199.0	7.564633039	$y = 1.19028e-4 x + 2.58607e-4$	0.99941	0.1-500
13	Genistein	271.0 / 153.0	8.841495741	$y = 2111.52969 x + -11137.74669$	0.99846	0.1-500
14	Eriodictyol	289.0 / 153.0	7.734616386	$y = 1613.94702 x + -9910.24347$	0.9986	0.1-500
15	Sakuranetin	287.0 / 167.0	10.53306667	$y = 0.00142 x + -0.01002$	0.99826	0.1-500
16	Quercetin	303.0 / 153.0	7.972306465	$y = 9.56121e-5 x + -0.00146$	0.99908	0.1-500
17	Isorhamnetin	317.0 / 302.0	9.23007645	$y = 3.49695e-4 x + -0.00268$	0.99965	0.1-500
18	Luteolin-7-O-glucoside	449.0 / 287.0	5.51286316	$y = 1373.15001 x + 1806.34976$	0.99996	0.1-500
19	Puerarin	285.0 / 242.0	10.65658569	$y = 4.08111e-4 x + 0.00164$	0.99951	0.1-500
20	phenylalanine	166.1 / 103.1	1.886351774	$y = 3.98615e-4 x + 0.00351$	0.99974	0.1-500
21	Naringin	579.0 / 271.0	6.312893186	$y = 1613.25261 x + -7884.98839$	0.99966	0.1-500

22	Glycetein	283.0 / 268.0	7.872124109	$y = 0.00290 x + -0.01764$	0.99846	0.1-500
23	Formononetin	267.0 / 223.0	9.907369219	$y = 0.00336 x + -0.00684$	0.9999	0.1-500
24	Isoliquiritigenin	255.0 / 119.0	9.653416944	$y = 15436.31503 x + -9.81769e4$	0.99925	0.1-500
25	Biochanin A	283.0 / 268.0	10.66245	$y = 27444.78212 x + -1.33827e5$	0.99927	0.1-500
26	Naringenin	271.0 / 151.0	8.745231449	$y = 0.00321 x + -0.00687$	0.99987	0.1-500
27	catechin	289.0 / 245.0	3.299372551	$y = 1235.02478 x + -9821.66631$	0.99876	0.1-500
28	Epicatechin	289.0 / 203.0	3.865833333	$y = 809.93887 x + -4027.73952$	0.99954	0.1-500
29	(-)-Epigallocatechin	305.0 / 125.0	2.993866667	$y = 4.34809e-4 x + -0.00133$	0.99995	0.1-500
30	Butin	271.0 / 135.0	6.634269712	$y = 0.00440 x + -0.00268$	0.99999	0.1-500
31	Quercitrin	447.0 / 301.0	6.329835398	$y = 4241.91353 x + -4.03938e4$	0.9985	0.1-500
32	Liquiritigenin	255.0 / 135.0	5.069661853	$y = 0.00130 x + -0.01796$	0.99893	0.1-500
33	Apigenin	269.0 / 117.0	7.681022435	$y = 0.00283 x + -0.01299$	0.99958	0.1-500
34	Chrysin	253.0 / 143.0	10.52222245	$y = 10165.22727 x + -7.79340e4$	0.9993	0.1-500
35	(+)-Gallocatechin	305.0 / 125.0	2.211565212	$y = 7.08366e-4 x + -0.00138$	0.99982	0.1-500
36	Ferulic acid	193.0 / 134.0	5.220137128	$y = 3.79760e-4 x + -0.00551$	0.99849	0.1-500
37	Vitexin/Isovitexin	431.0 / 311.0	5.065162898	$y = 2486.60051 x + -12507.99751$	0.99948	0.1-500
38	Kaempferide	299.0 / 284.0	10.63769142	$y = 20123.00419 x + -2.91382e5$	0.99835	0.1-500

Supplementary Table 2. Quantitative analysis of selected ginseng compounds (ng/g) in untreated control (CK) or *C. panacicola* FSL treated ginseng leaves (CpFSL).

Metabolite Name	Transitions	Retention Time(min)	QC RSD	Fold change	p-value	CK-1	CK-2	CK-3	CK-4	CpFSL-1	CpFSL-2	CpFSL-3	CpFSL-4
Chrysin	253.0 / 143.0	10.52	0.12		0.00	0.36	0.19	0.17	0.16	0.00	0.00	0.00	0.00
Vitexin/Isovitexin	431.0 / 311.0	5.07	0.08	2.67	0.00	4.35	2.83	4.06	3.30	10.31	7.99	11.35	9.25
Glycitin	447.0 / 285.0	4.53	0.12	1.24	0.00	689.01	562.33	654.87	701.79	776.93	810.50	846.90	807.00
Epicatechin	289.0 / 203.0	3.87	0.06	0.42	0.01	5.54	4.03	4.35	3.28	1.46	1.08	2.66	2.04
Luteolin-7-O-glucoside	449.0 / 287.0	5.51	0.09	1.19	0.01	221.34	187.69	210.41	192.03	235.60	238.07	255.93	236.29
Naringin	579.0 / 271.0	6.31	0.06	0.57	0.01	0.74	0.62	0.96	0.83	0.43	0.44	0.31	0.60
catechin	289.0 / 245.0	3.30	0.14	0.94	0.52	11.26	11.57	11.59	8.24	9.20	10.12	10.08	10.88
Naringenin	271.0 / 151.0	8.75	0.04	1.14	0.58	1.03	0.51	0.50	0.51	0.77	0.57	0.66	0.90
Daidzein	255.0 / 199.0	7.56	0.13	0.94	0.58	38.74	48.60	34.15	38.29	41.94	41.75	32.40	34.58
p-Coumaric acid	165.0 / 147.0	4.62	0.05	0.94	0.65	73.16	107.91	89.06	104.59	72.88	85.92	87.01	108.18
Biochanin A	283.0 / 268.0	10.66	0.13	1.01	0.96	1.01	0.90	0.32	0.96	0.76	0.79	0.88	0.78
Myricetin	319.0 / 153.0	6.74	0.12	1.00	0.98	25.90	33.41	38.83	29.90	31.92	34.93	33.34	28.16
phenylalanine	166.1 / 103.1	1.89	0.01	1.03	0.33	15749.31	16530.26	16888.34	16068.71	16748.66	15038.66	15246.24	16198.63
Kaempferide	299.0 / 284.0	10.64	0.18	0.87	0.26	0.41	0.31	0.27	0.38	0.27	0.30	0.33	0.29
Liquiritigenin	255.0 / 135.0	5.07	0.19	2.60	0.00	6.20	3.55	4.21	3.24	11.02	10.69	11.24	11.80
Puerarin	285.0 / 242.0	10.66	0.20	0.44	0.00	2.22	1.69		1.60	0.80	0.81	0.69	0.90
Formononetin	267.0 / 223.0	9.91	0.21	0.16	0.00	0.41	0.42	0.29	0.46	0.05	0.06	0.00	0.07

Supplementary Table 3. Primers used in this study.

Gene	Forward primer (5' – 3')	Reverse primer (5' – 3')
Pg S4522.4	GTTTGGCAGTACGGGTATCG	AGAACCAGCACCTCAACACTG
Pg S3366.3	TTATGGGCTGCTCTGGAGG	TGCTTCCTGGATTGTTCTCAG
Pg S6977.4	TGTATTTTCATCGAGCCGTTGT	TCAGTGAGTTTCTTGGGAGCA
Pg S0360.15	CAACTTGGCACACTCGTCC	TCCCACTTCTCAATCAACTGG
Pg S5731.2	TGATTTTCGTATTTGTGGACGC	TTCCTCATCGGAGCATCG
Pg S6588.11	TTCTCACGAGCCCGATGAC	CCATTGAACAGGTTTGCTTCC
Pg S2855.12	TCCGTAGATTACAGGGCGAG	TTGTCAAGGGTGTGTGATGC
Pg S0785.34	TTGCTTGTTTGTGTTGCGTC	CATCCACTTTCTTTCAACCGC
rDNA	TATTCTGGTGTCTAGGCGT	ATCCTGGCGTCGAGCTATT

# Supplementary material for: Transcriptome and metabolite analyses indicated the underlying molecular responses of Asian ginseng (Panax ginseng) toward Colletotrichum panacicola infection
**Source:** Front Plant Sci. 2023 Jul 10;14:1182685. doi: 10.3389/fpls.2023.1182685

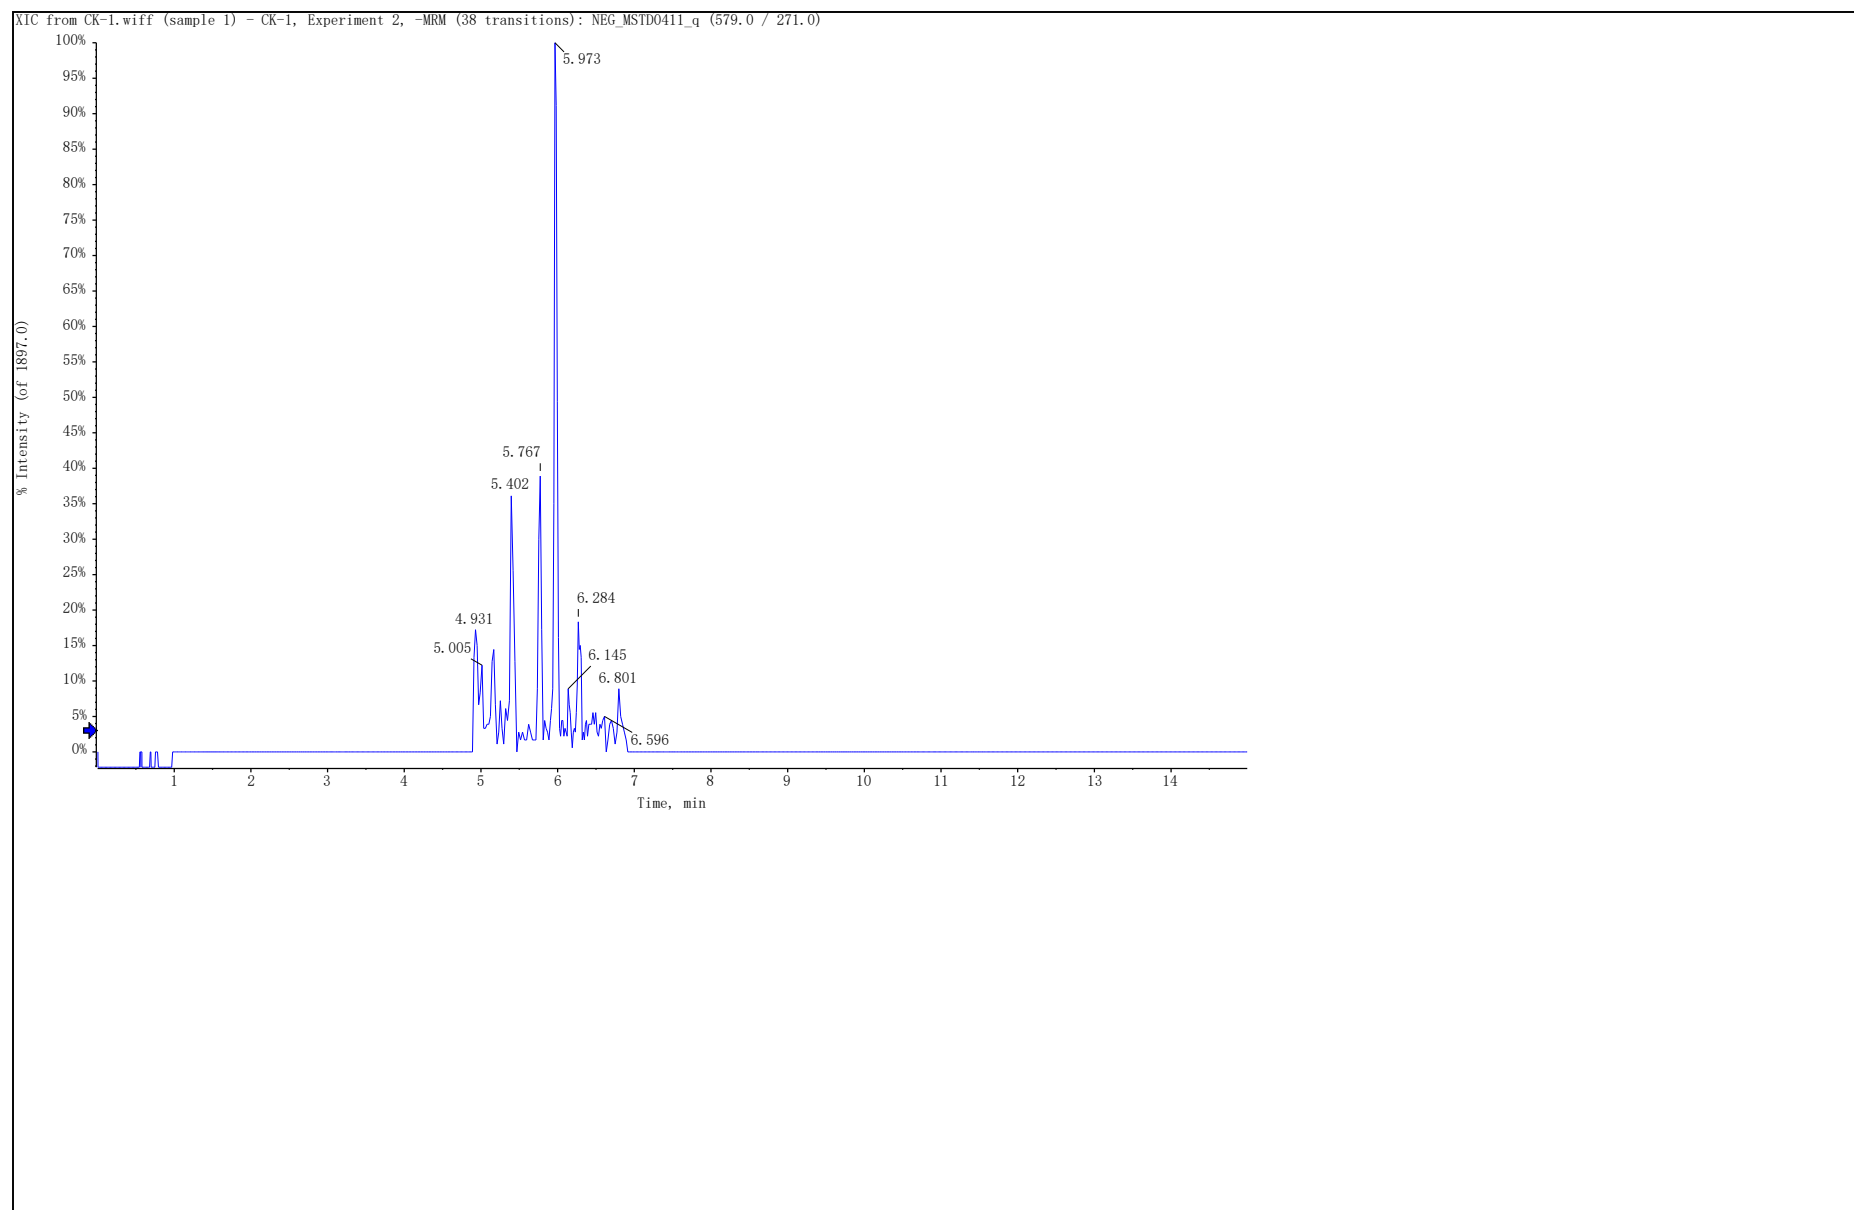

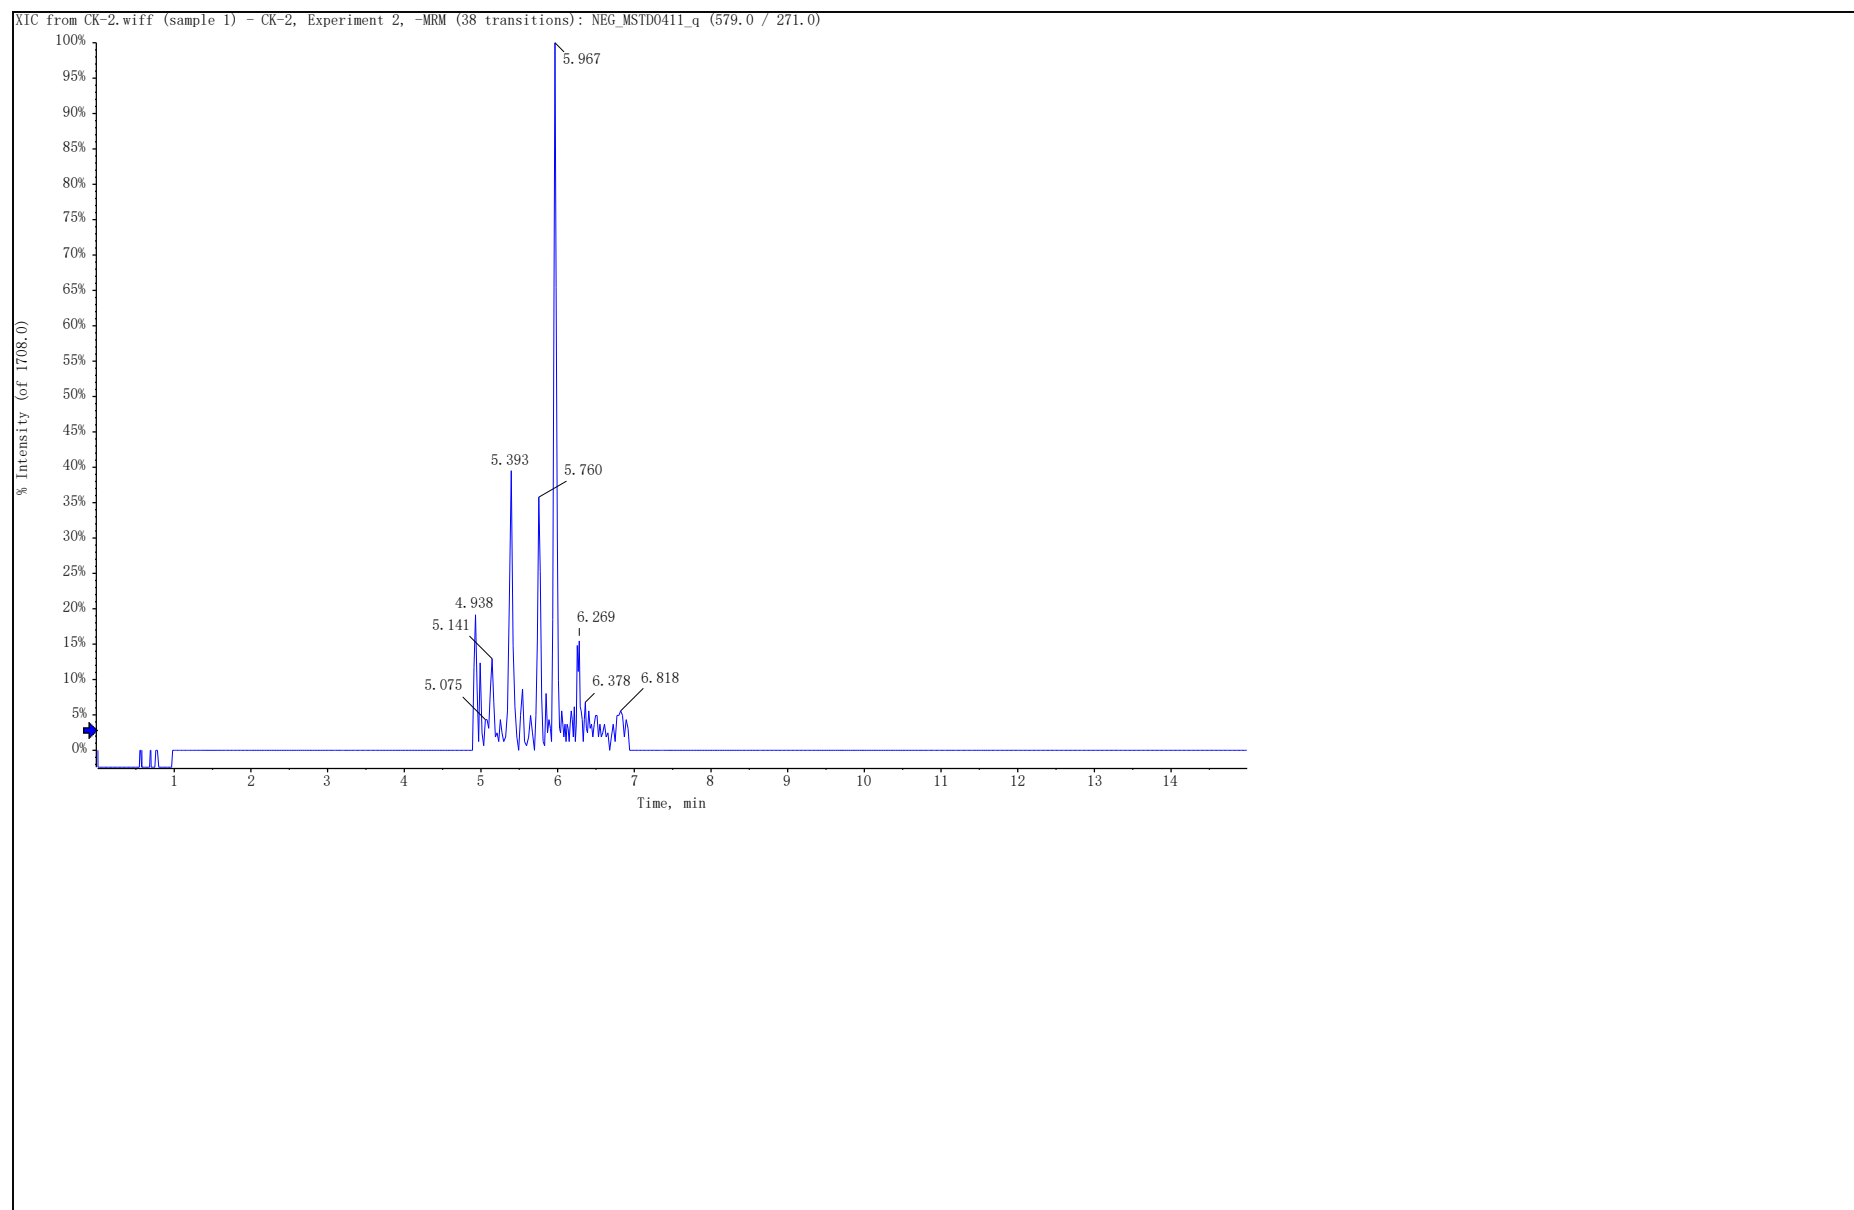

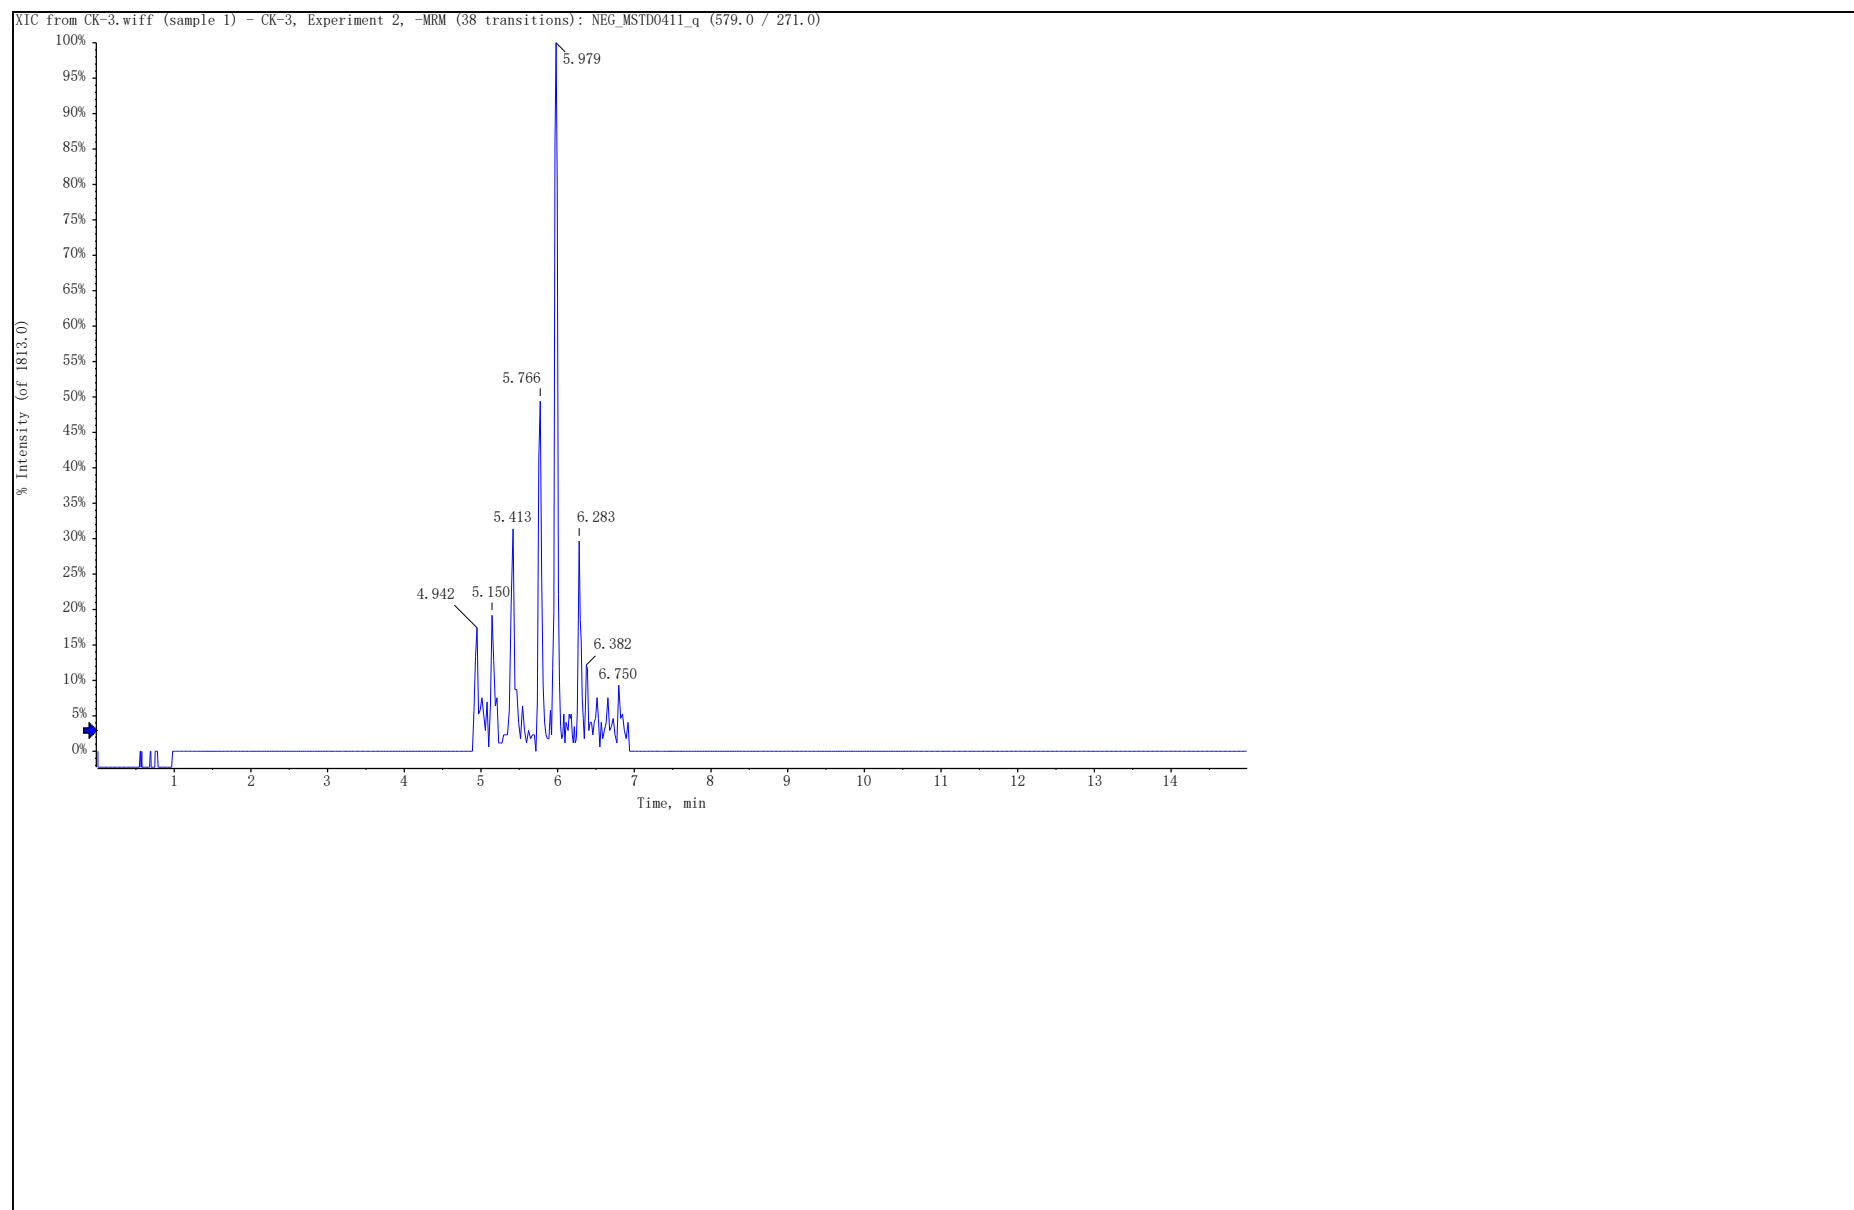

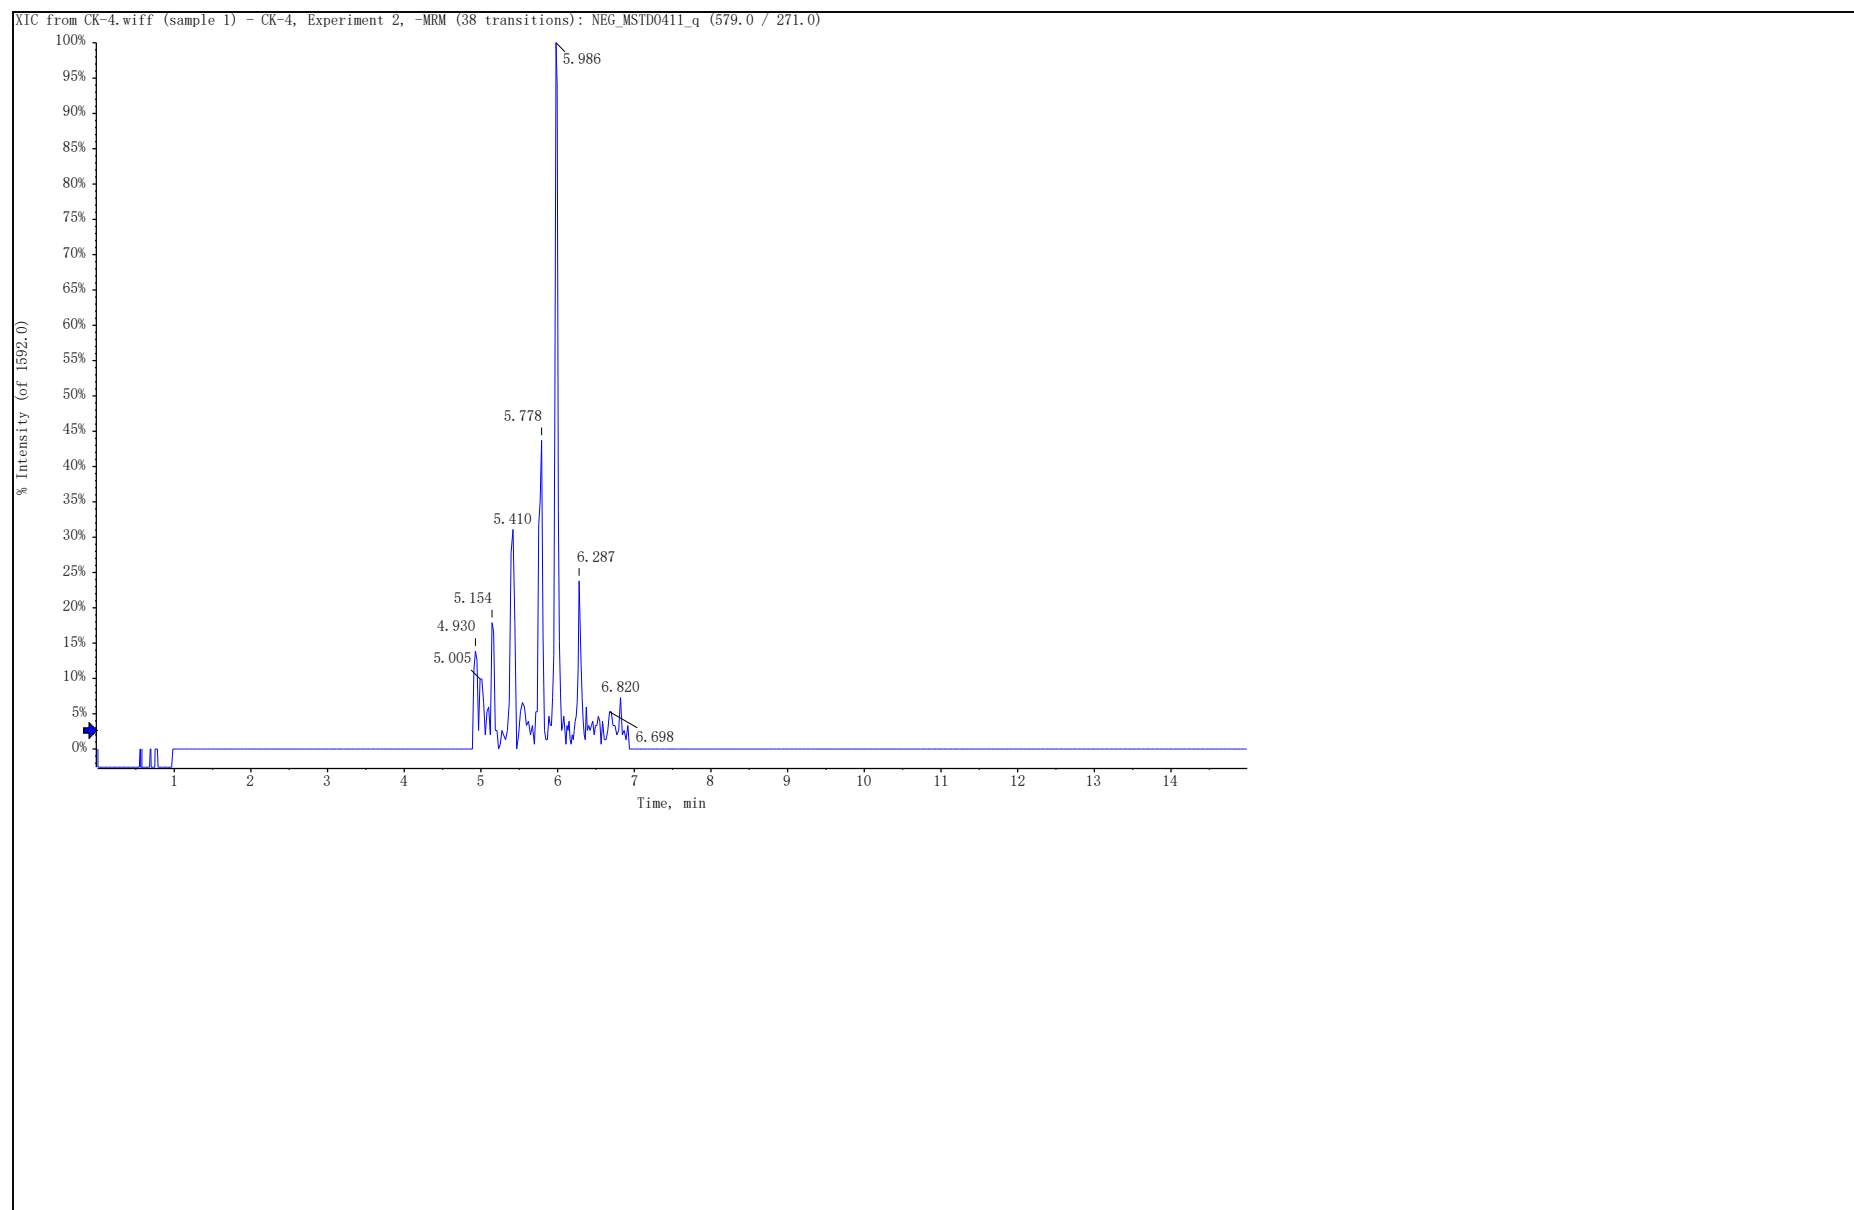

XIC from CpFSL-1.wiff (sample 1) - CpFSL-1, Experiment 2, -MRM (38 transitions): NEG_MSTD0411_q (579.0 / 271.0)

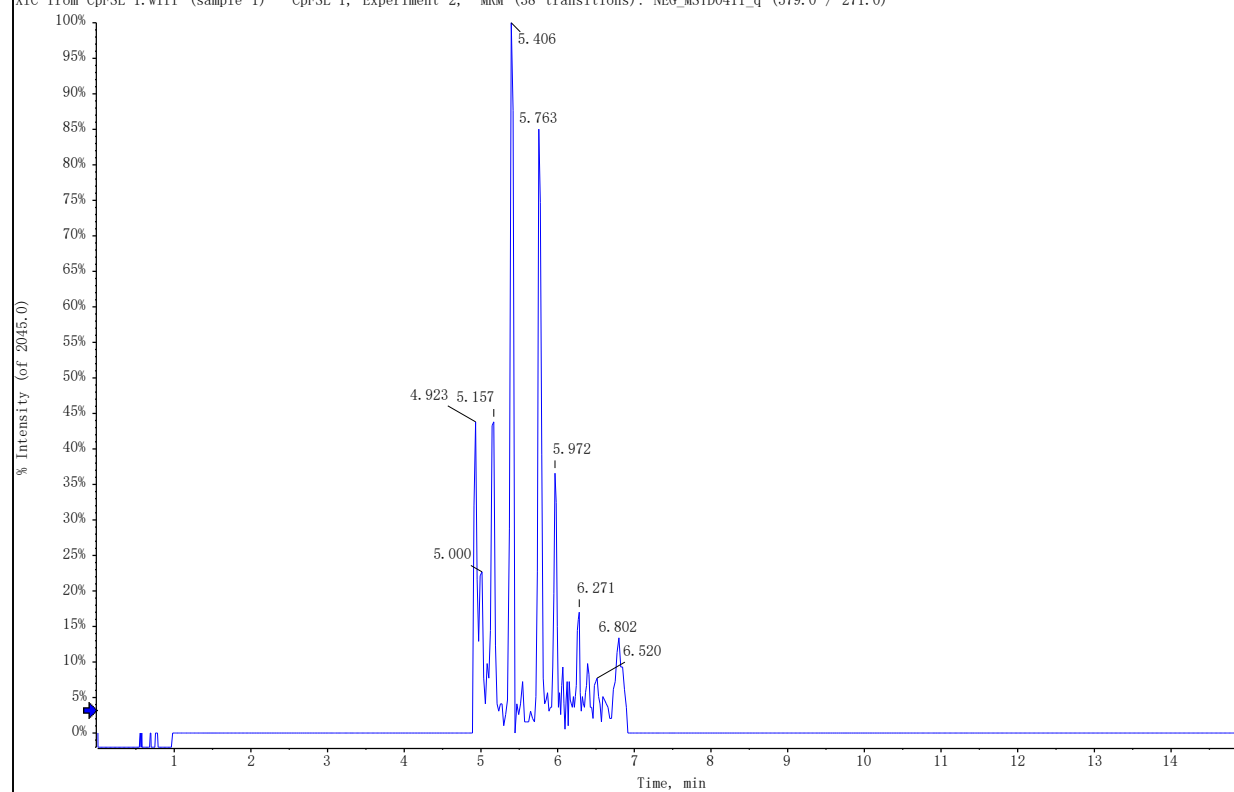

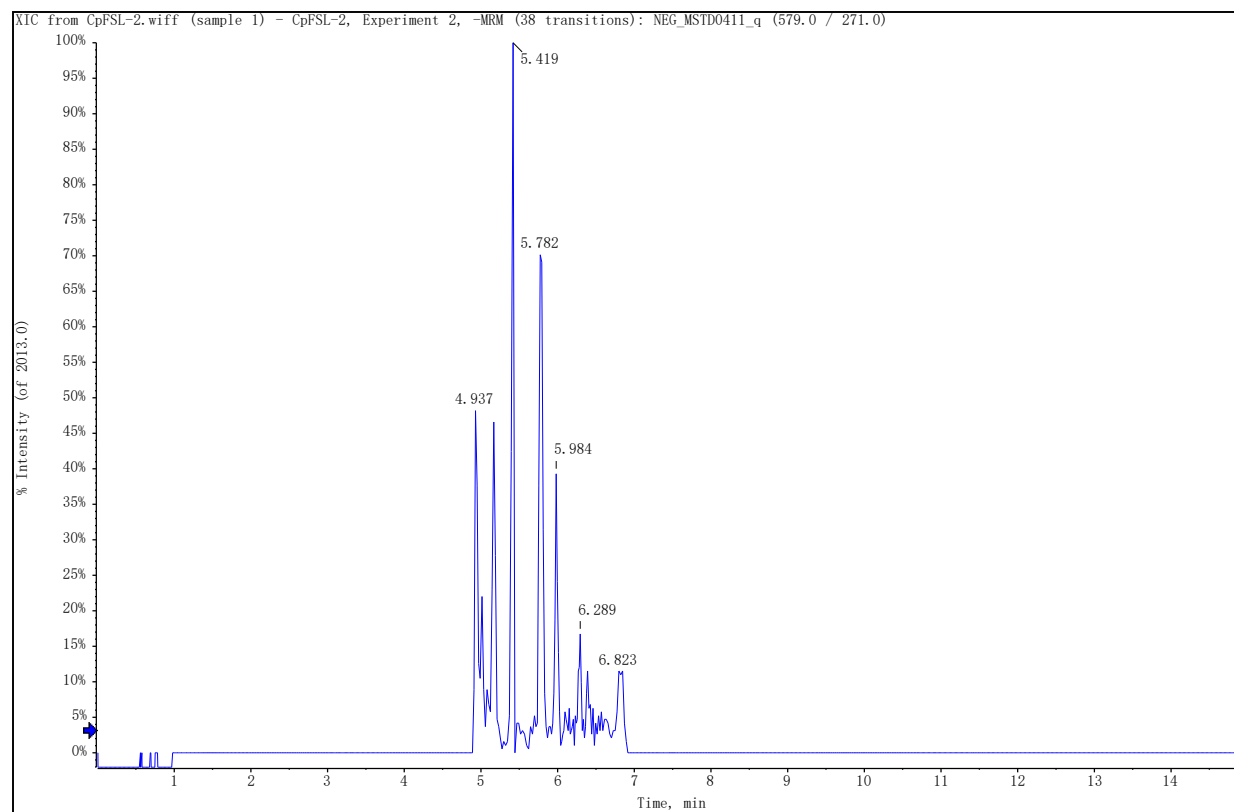

XIC from CpFSL-3.wiff (sample 1) - CpFSL-3, Experiment 2, -MRM (38 transitions): NEG_MSTD0411_q (579.0 / 271.0)

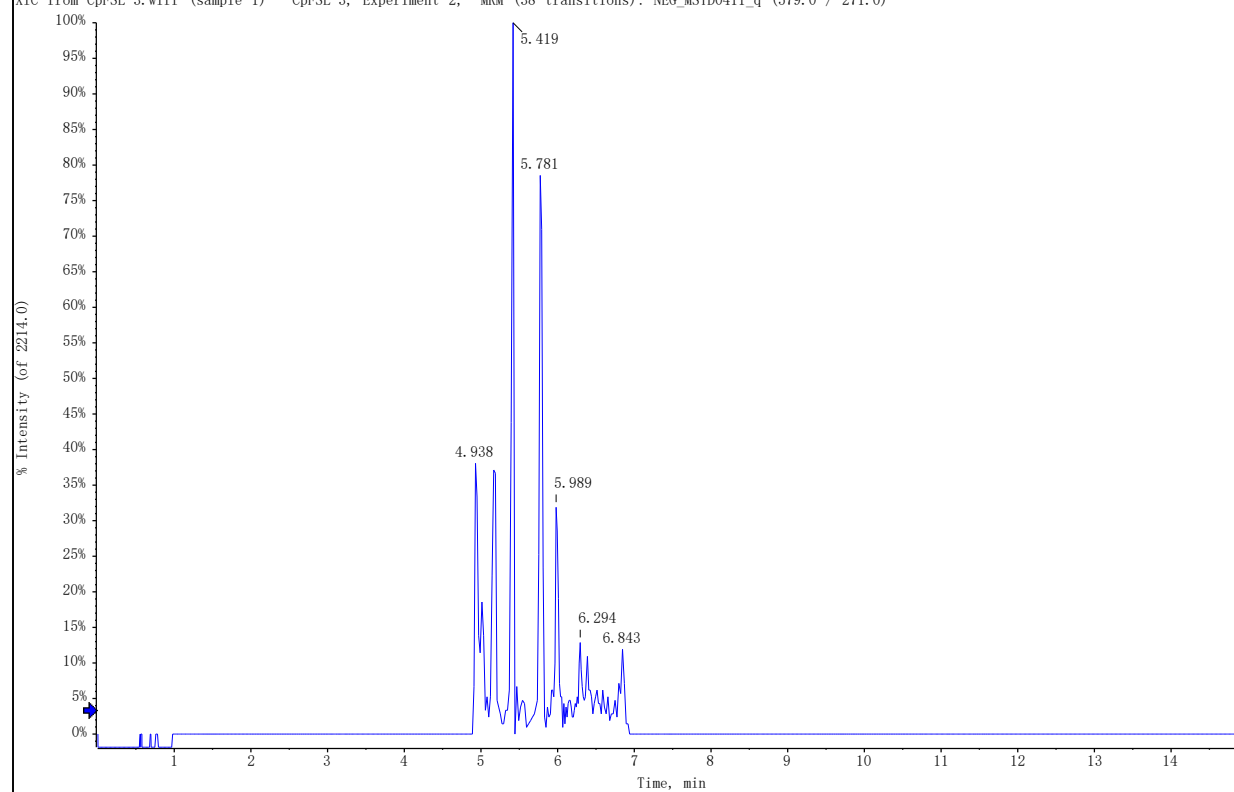

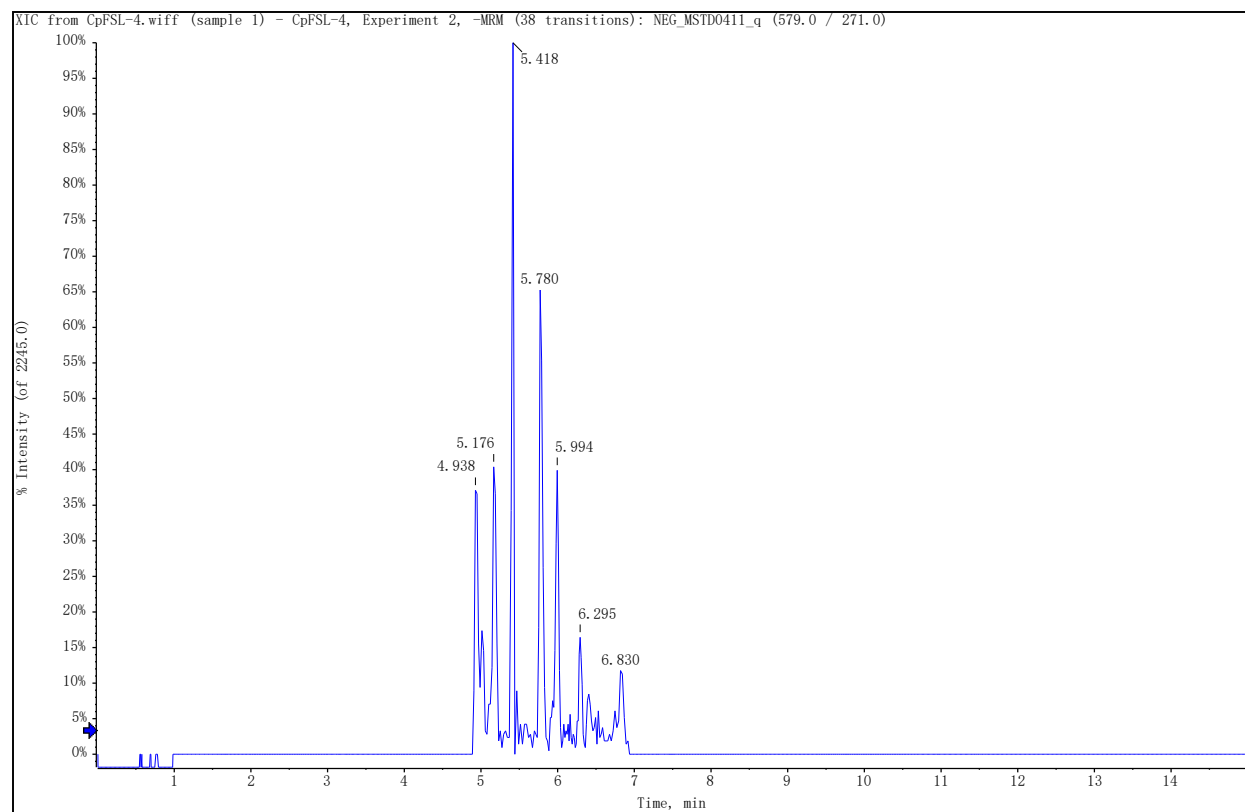

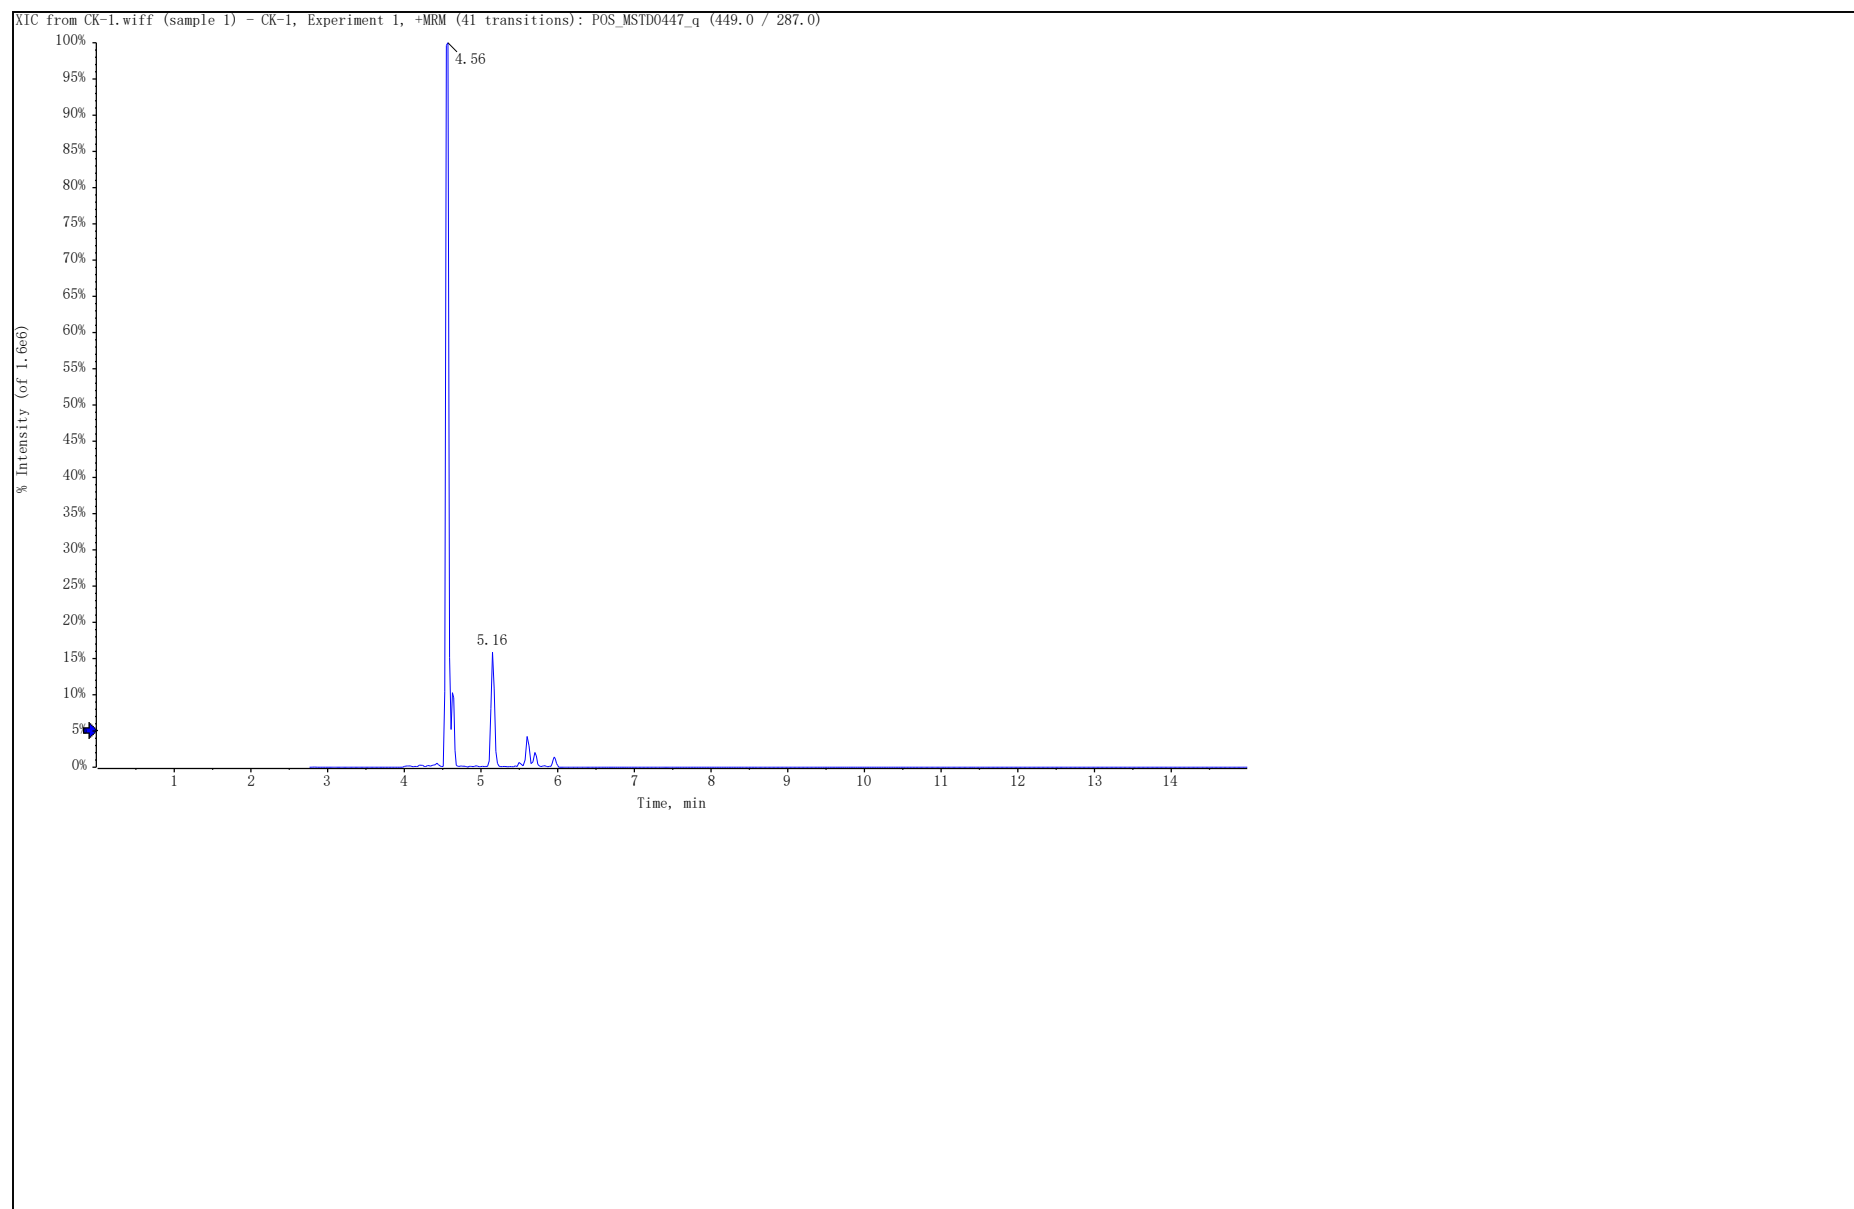

2023/5/9 22:34:22

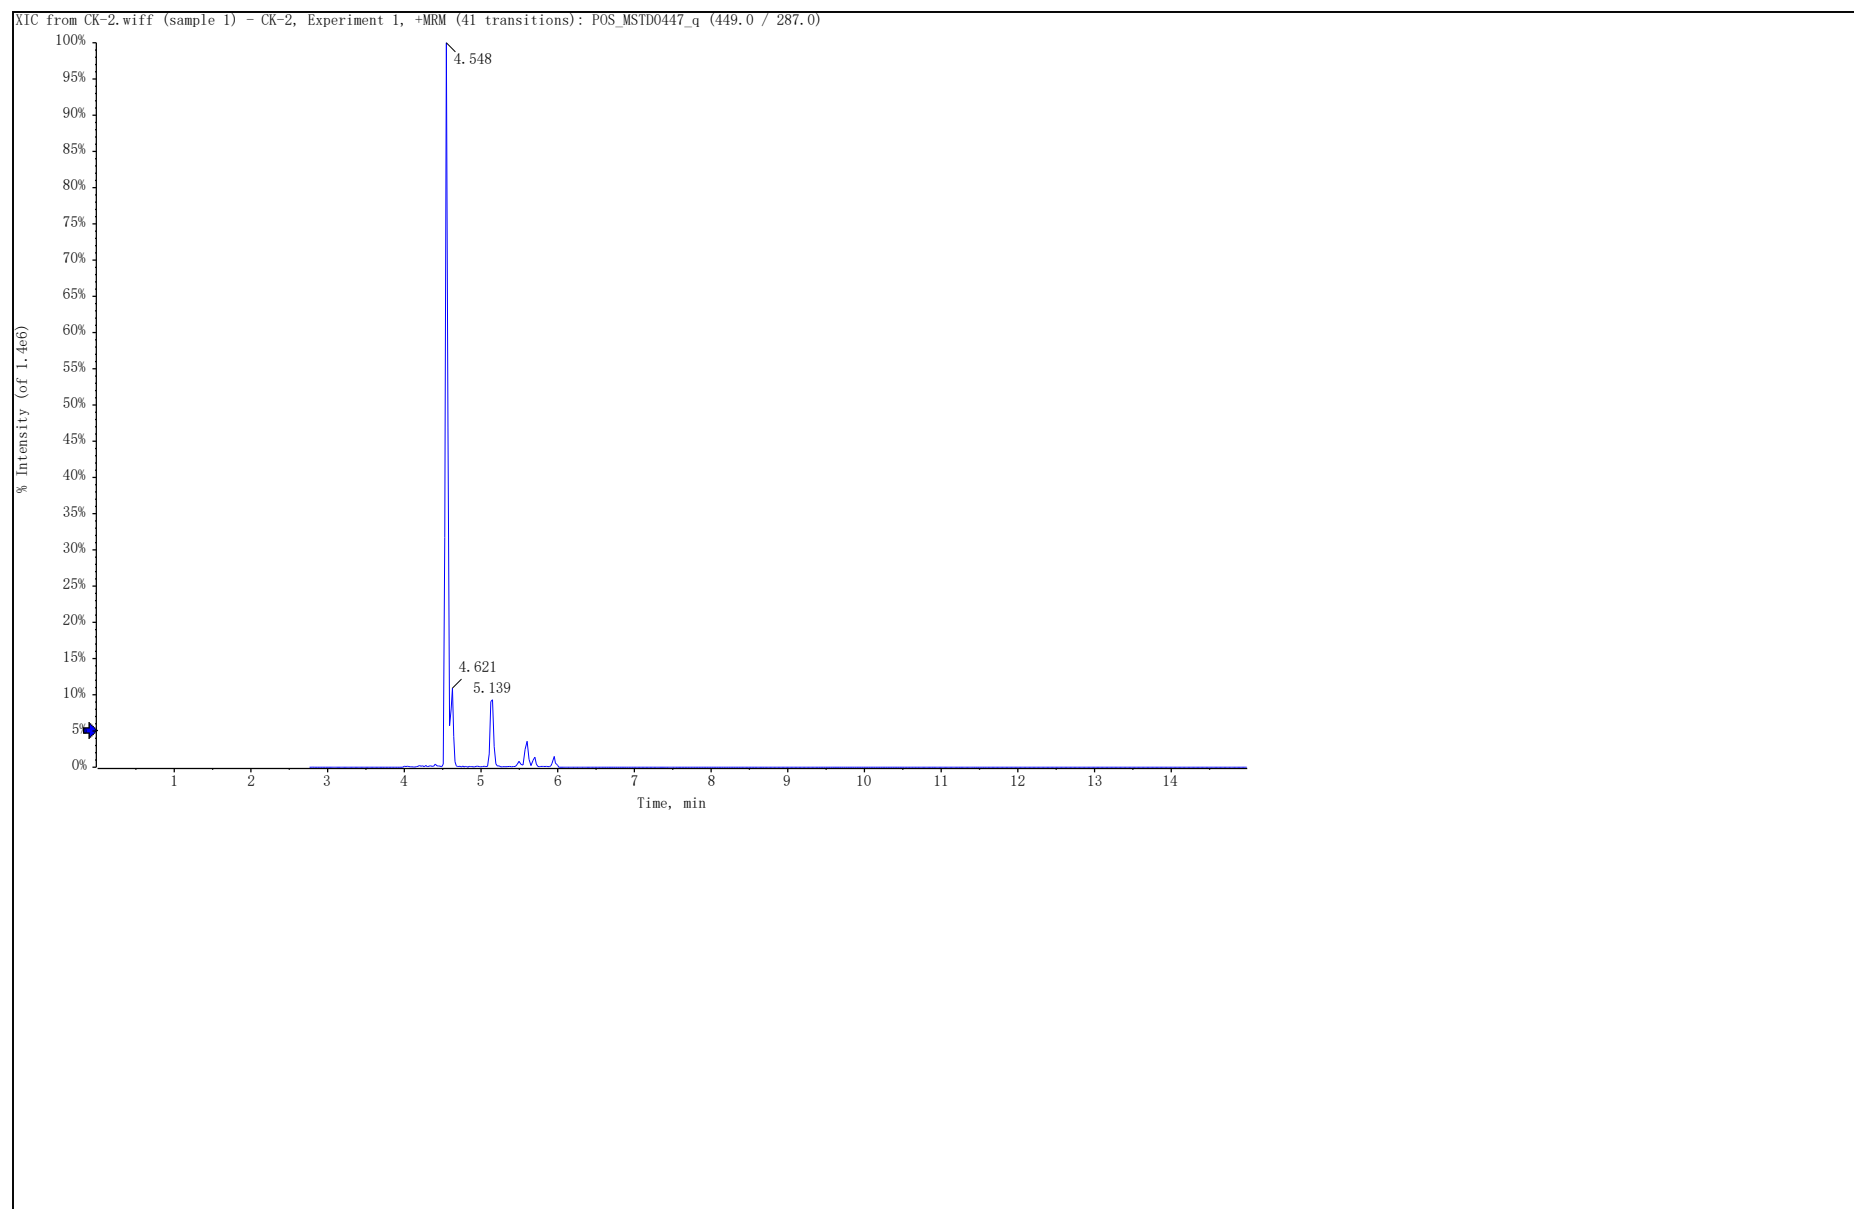

XIC from CK-3.wiff (sample 1) - CK-3, Experiment 1, +MRM (41 transitions): POS_MSTD0447_q (449.0 / 287.0)

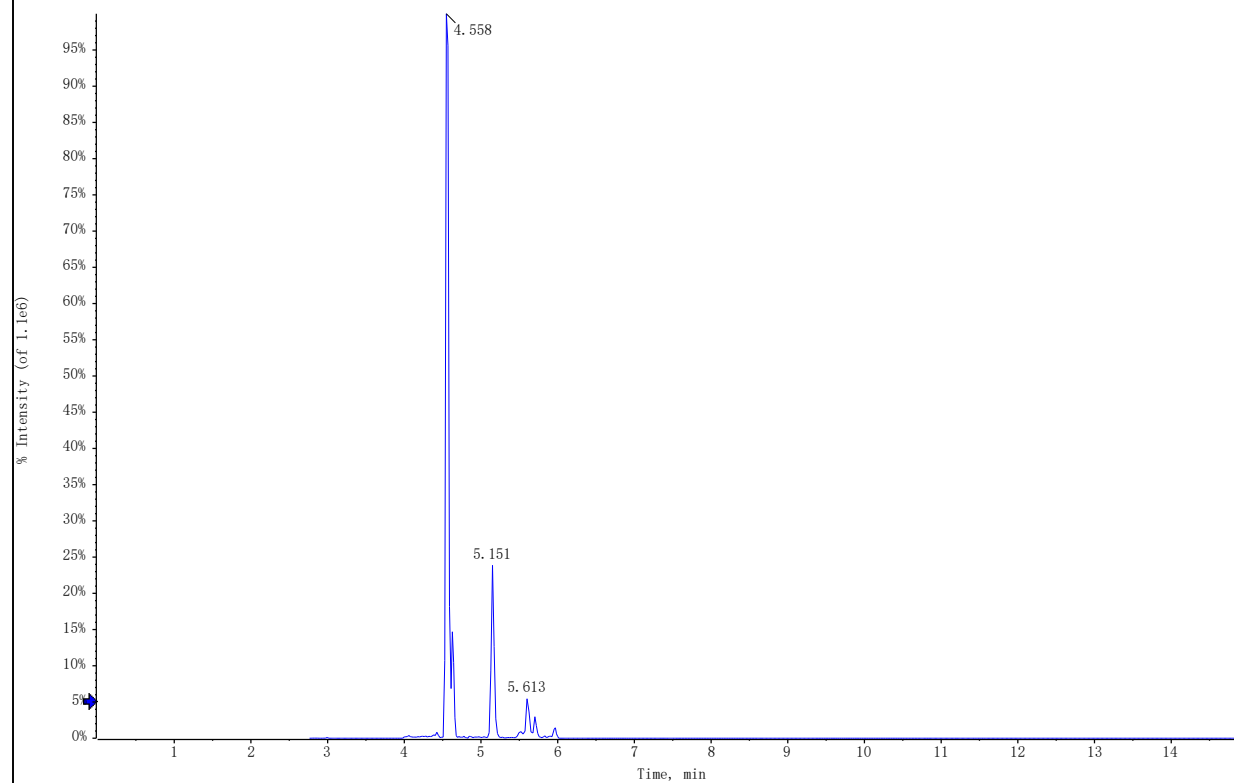

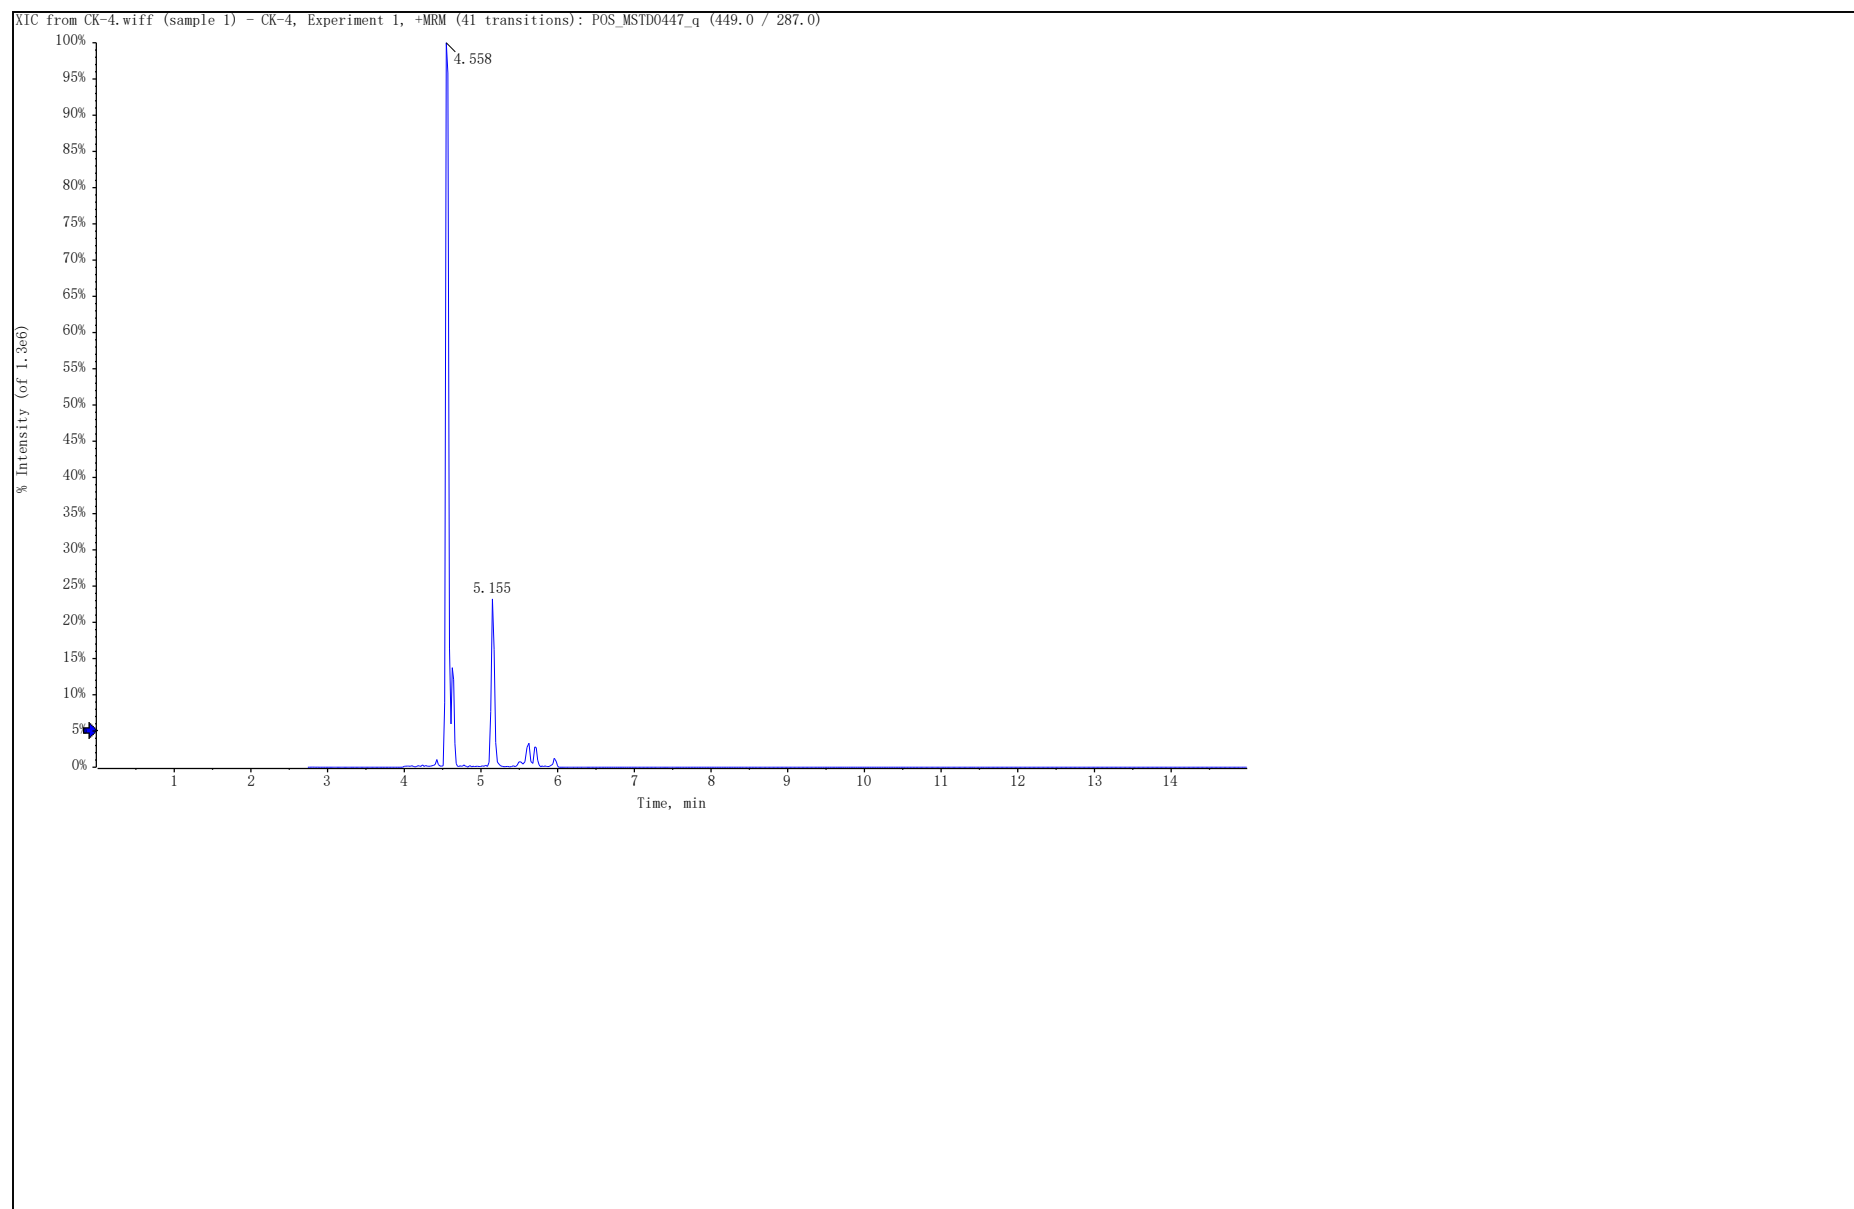

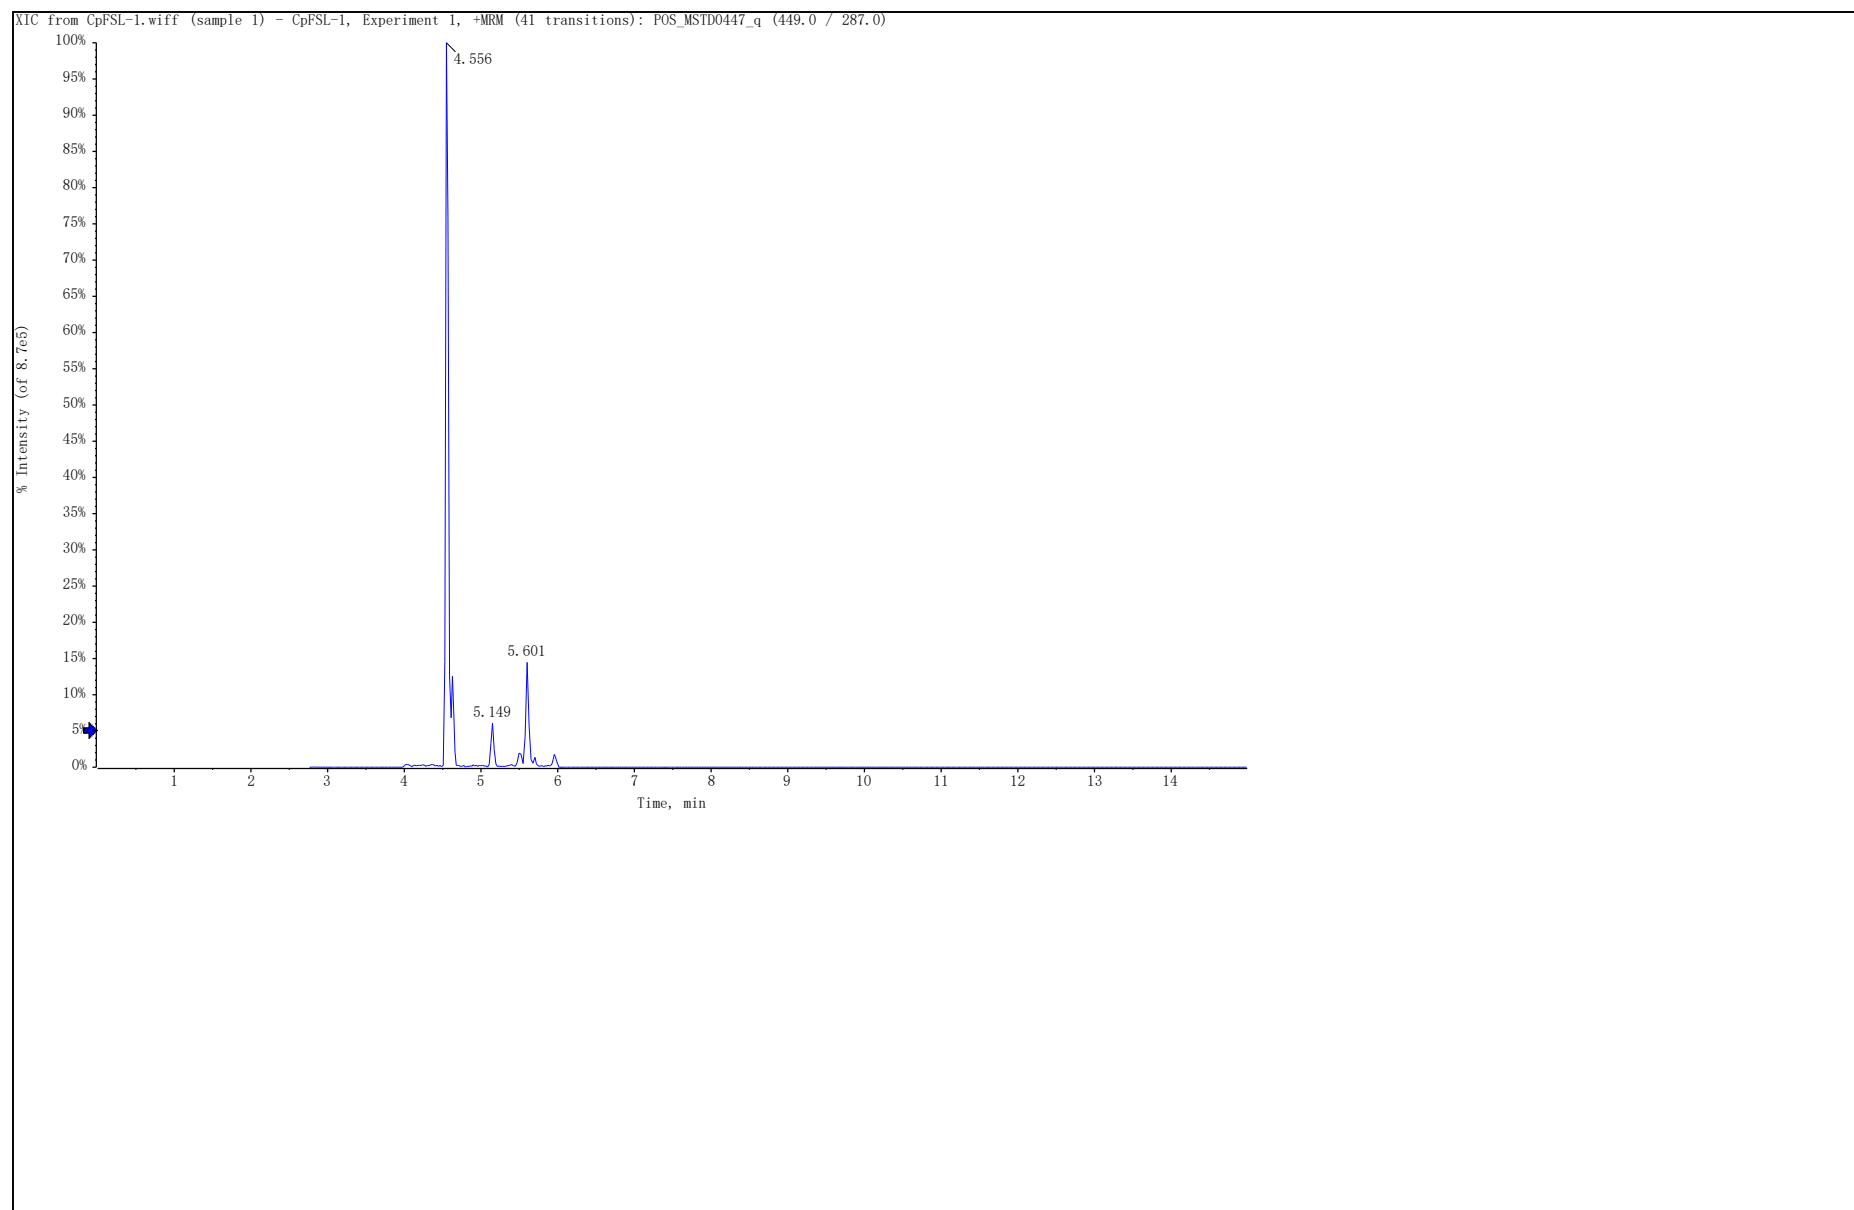

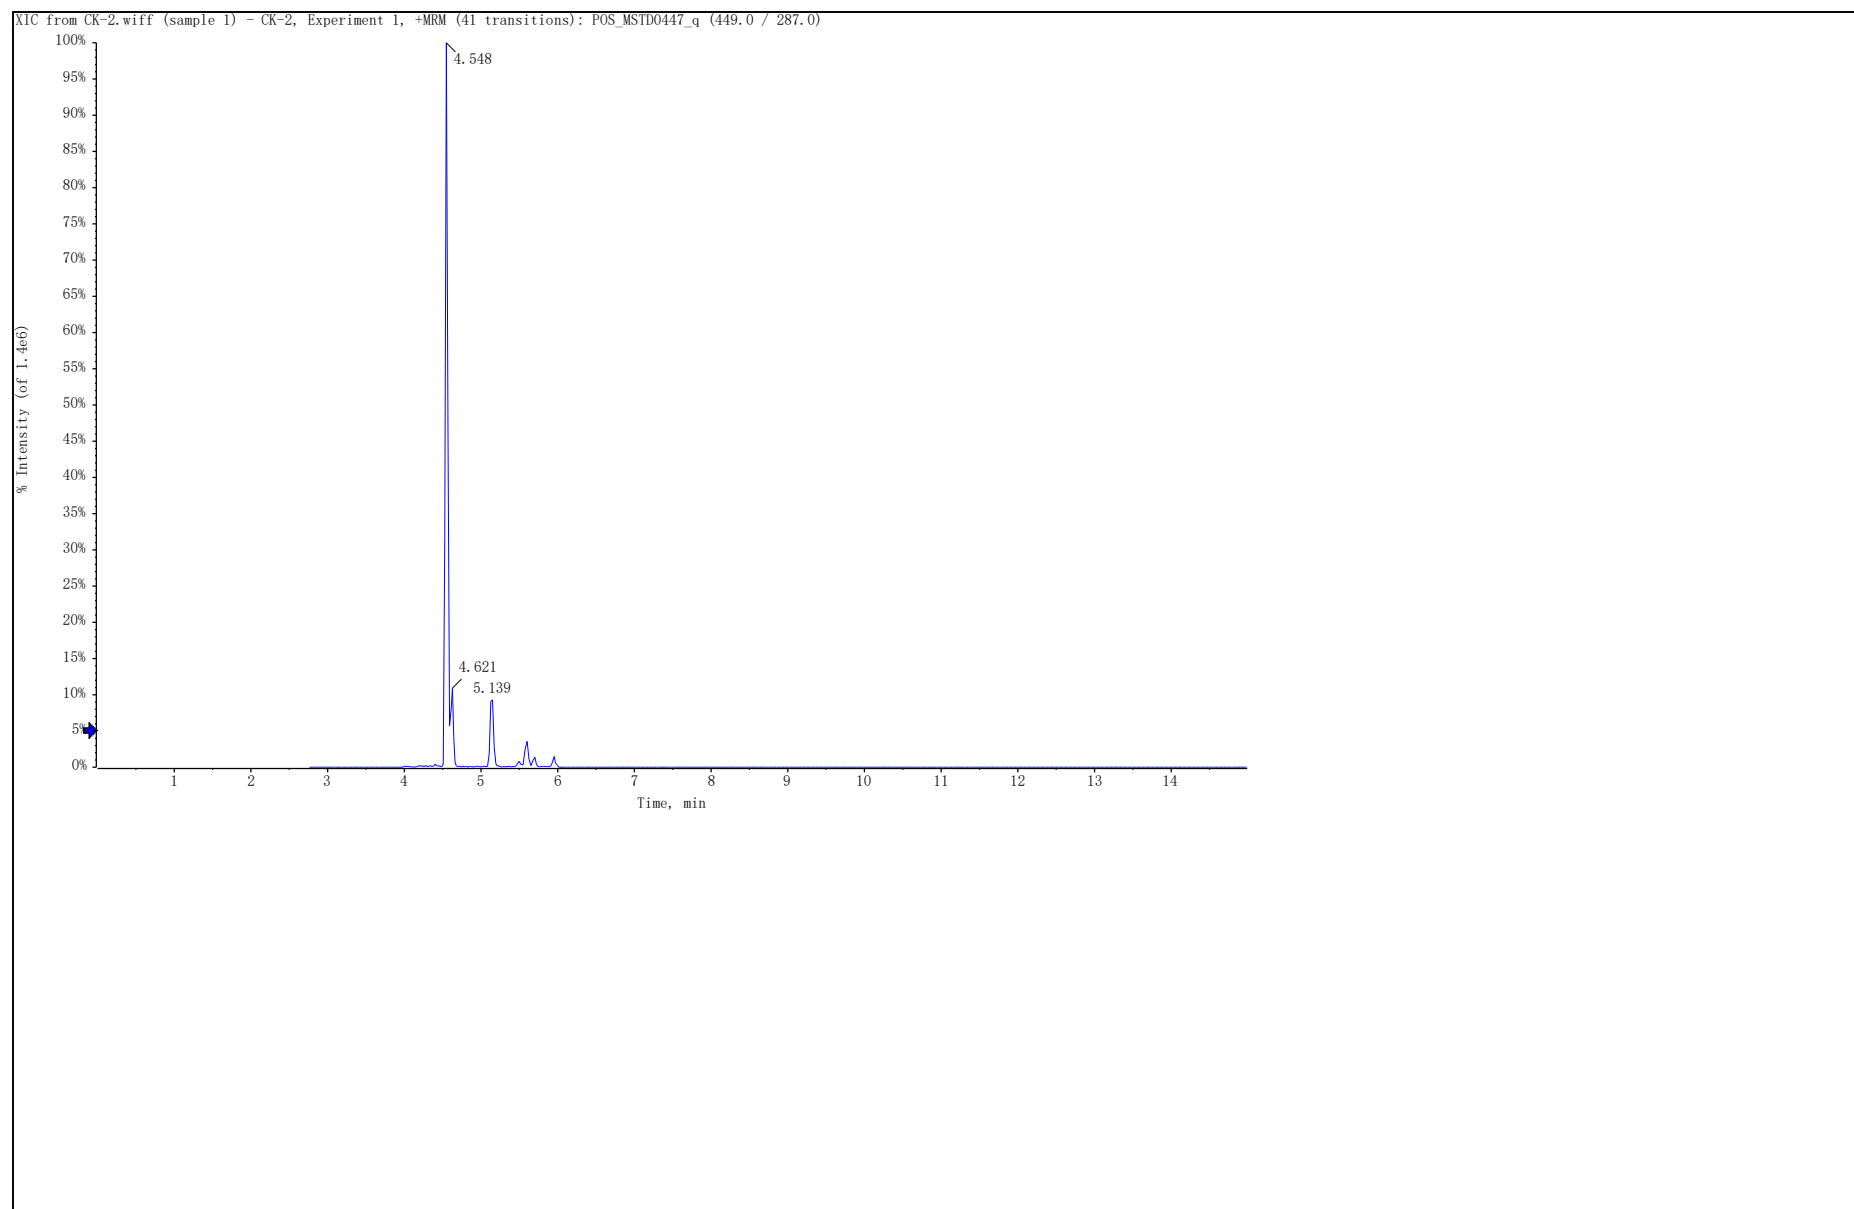

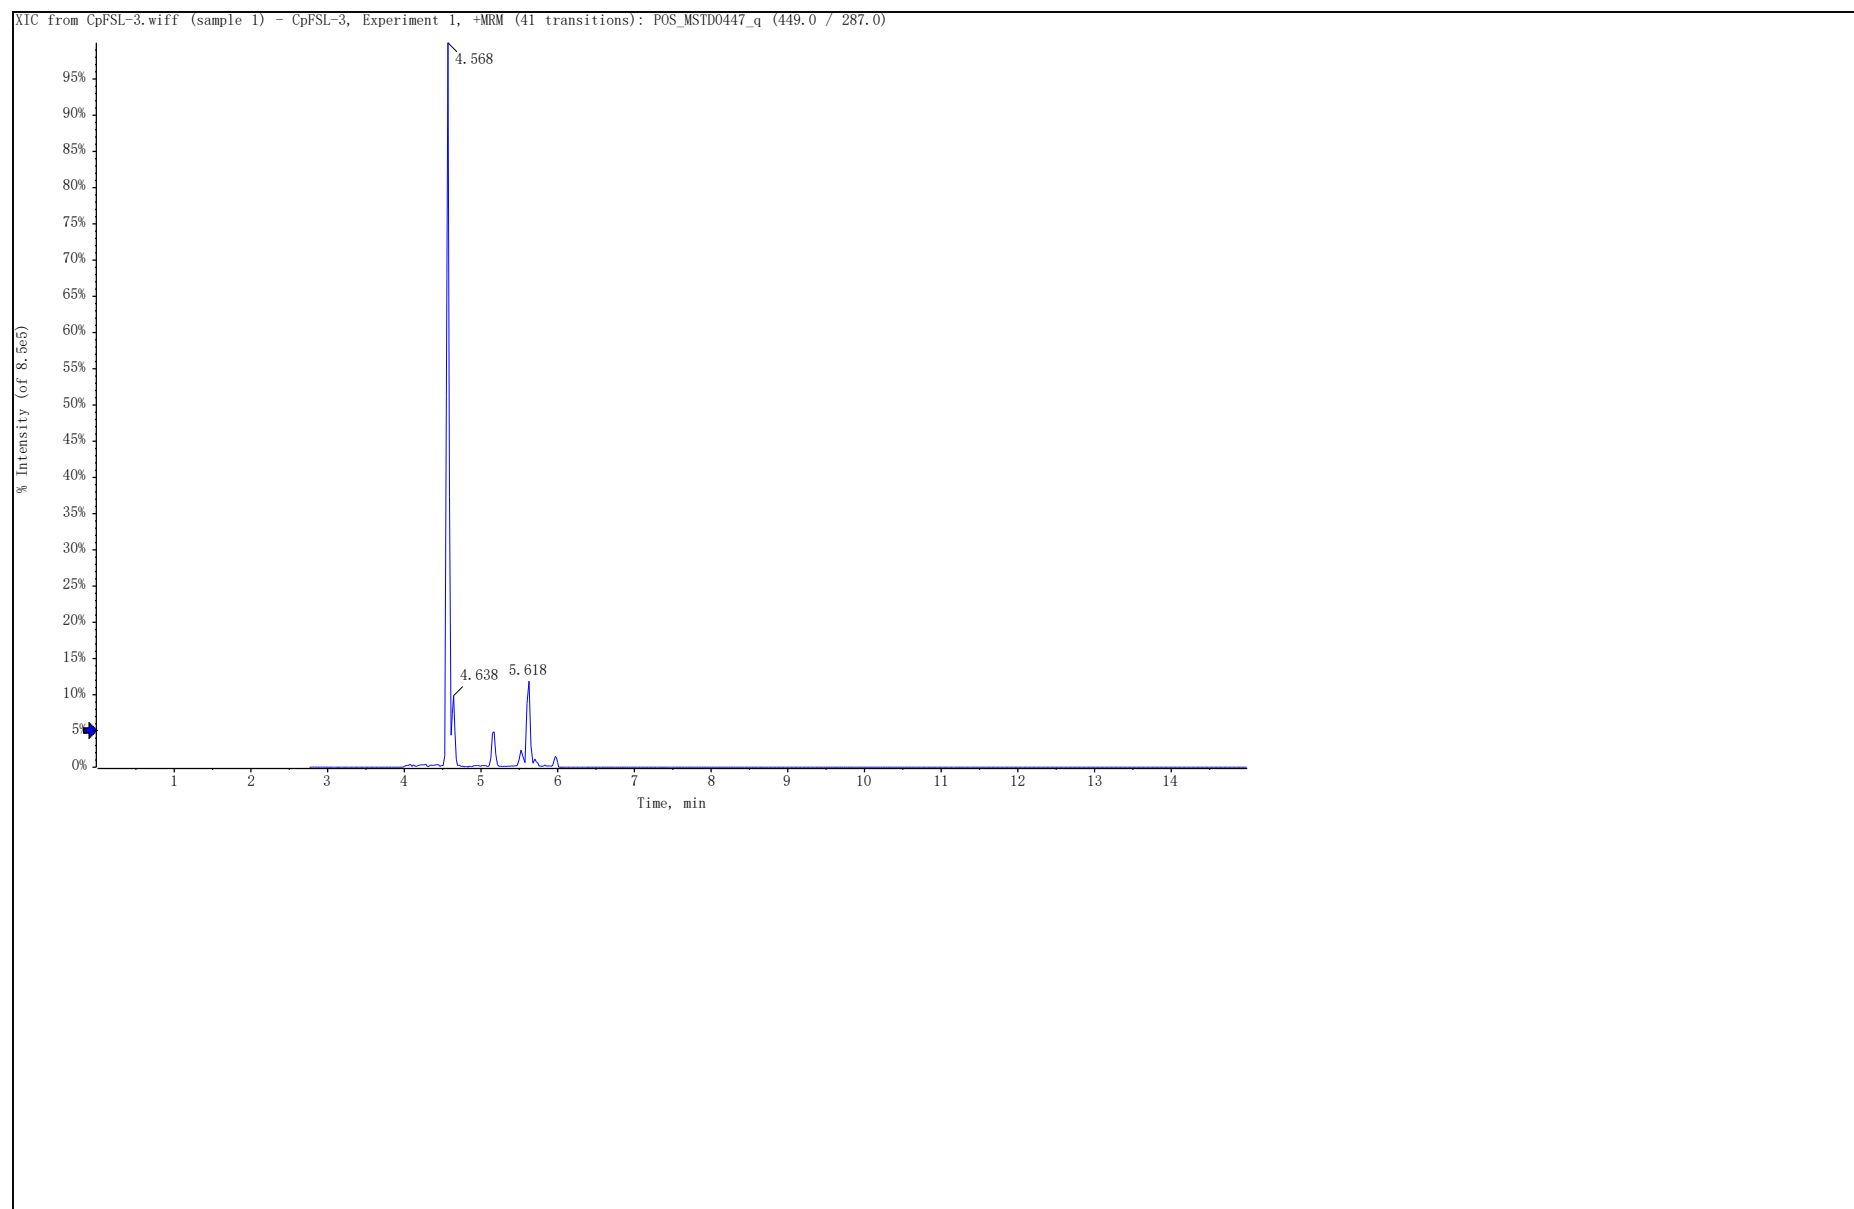

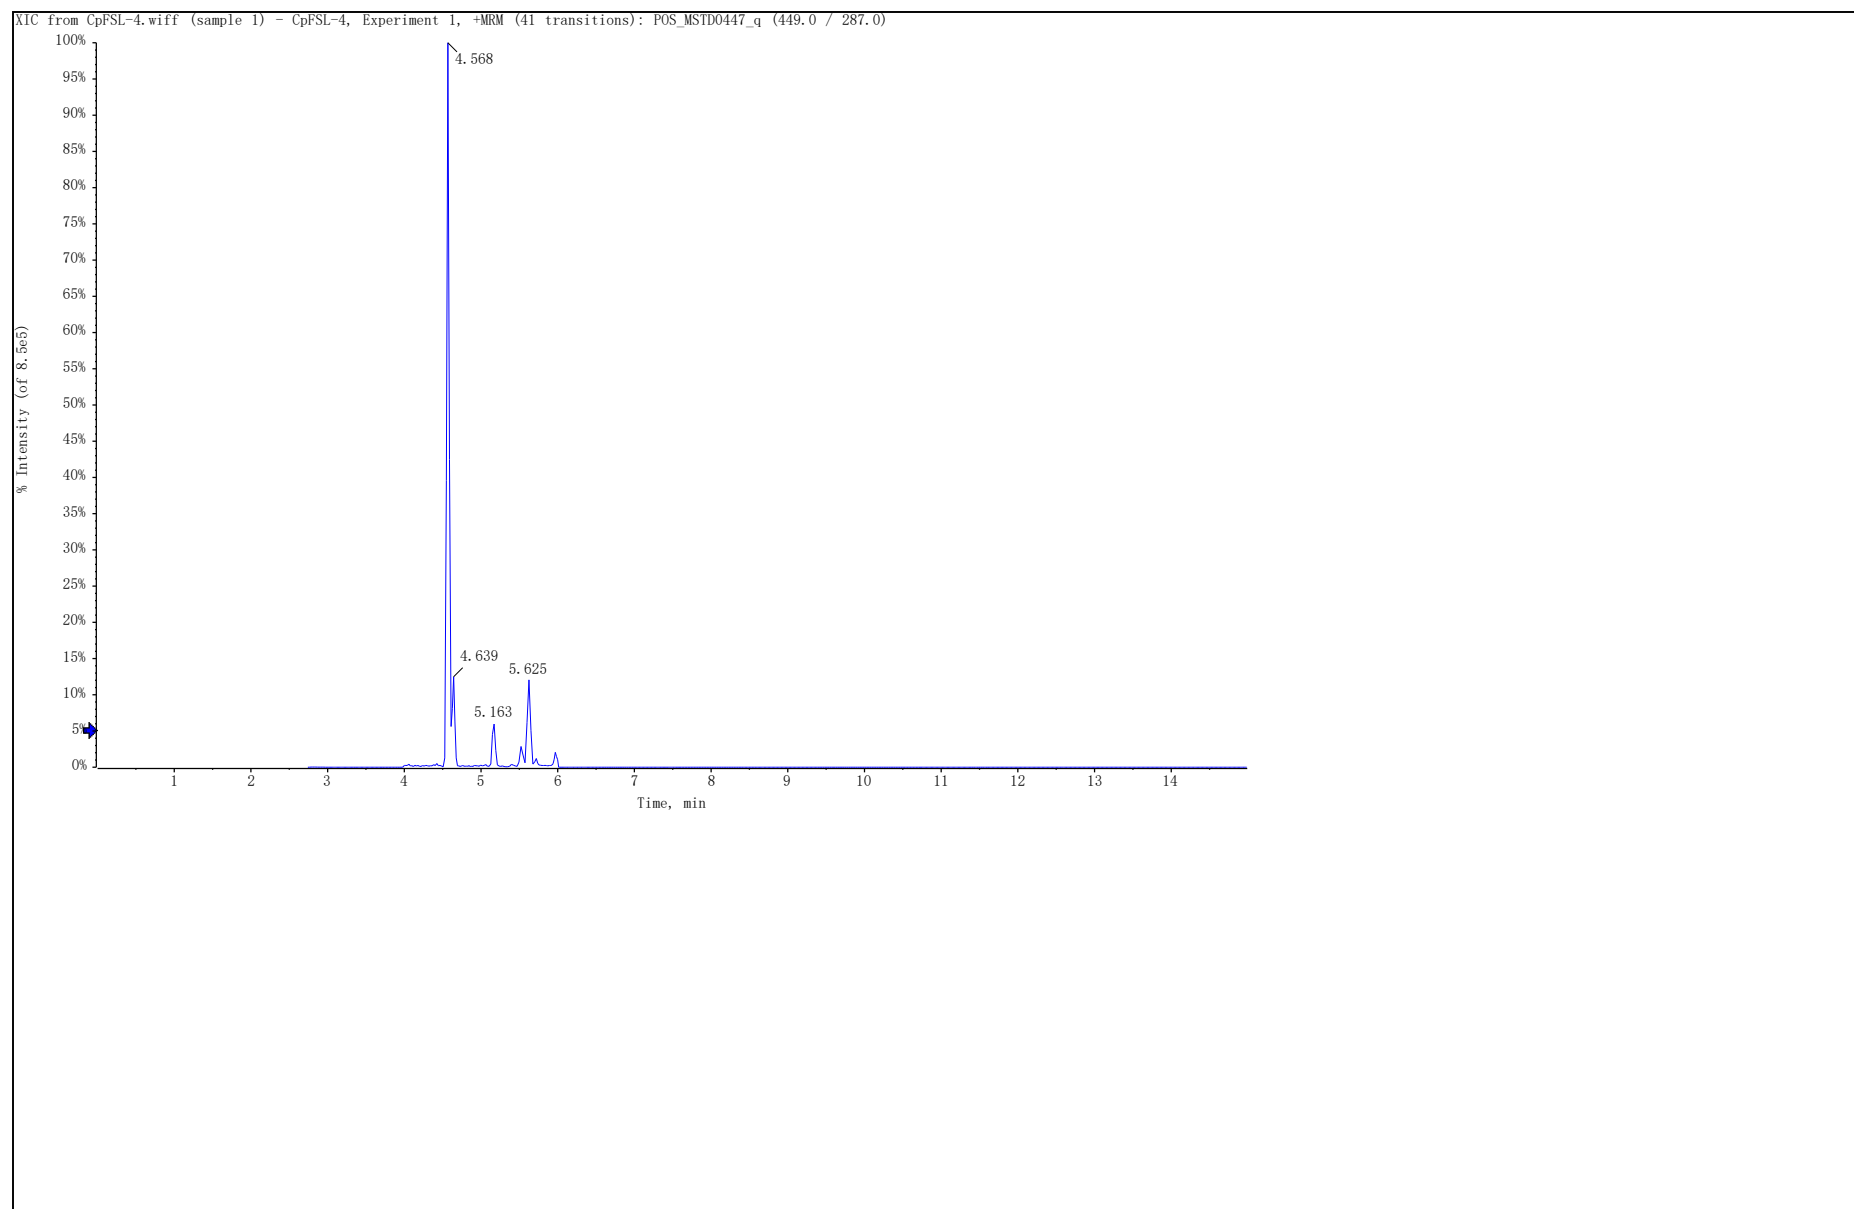

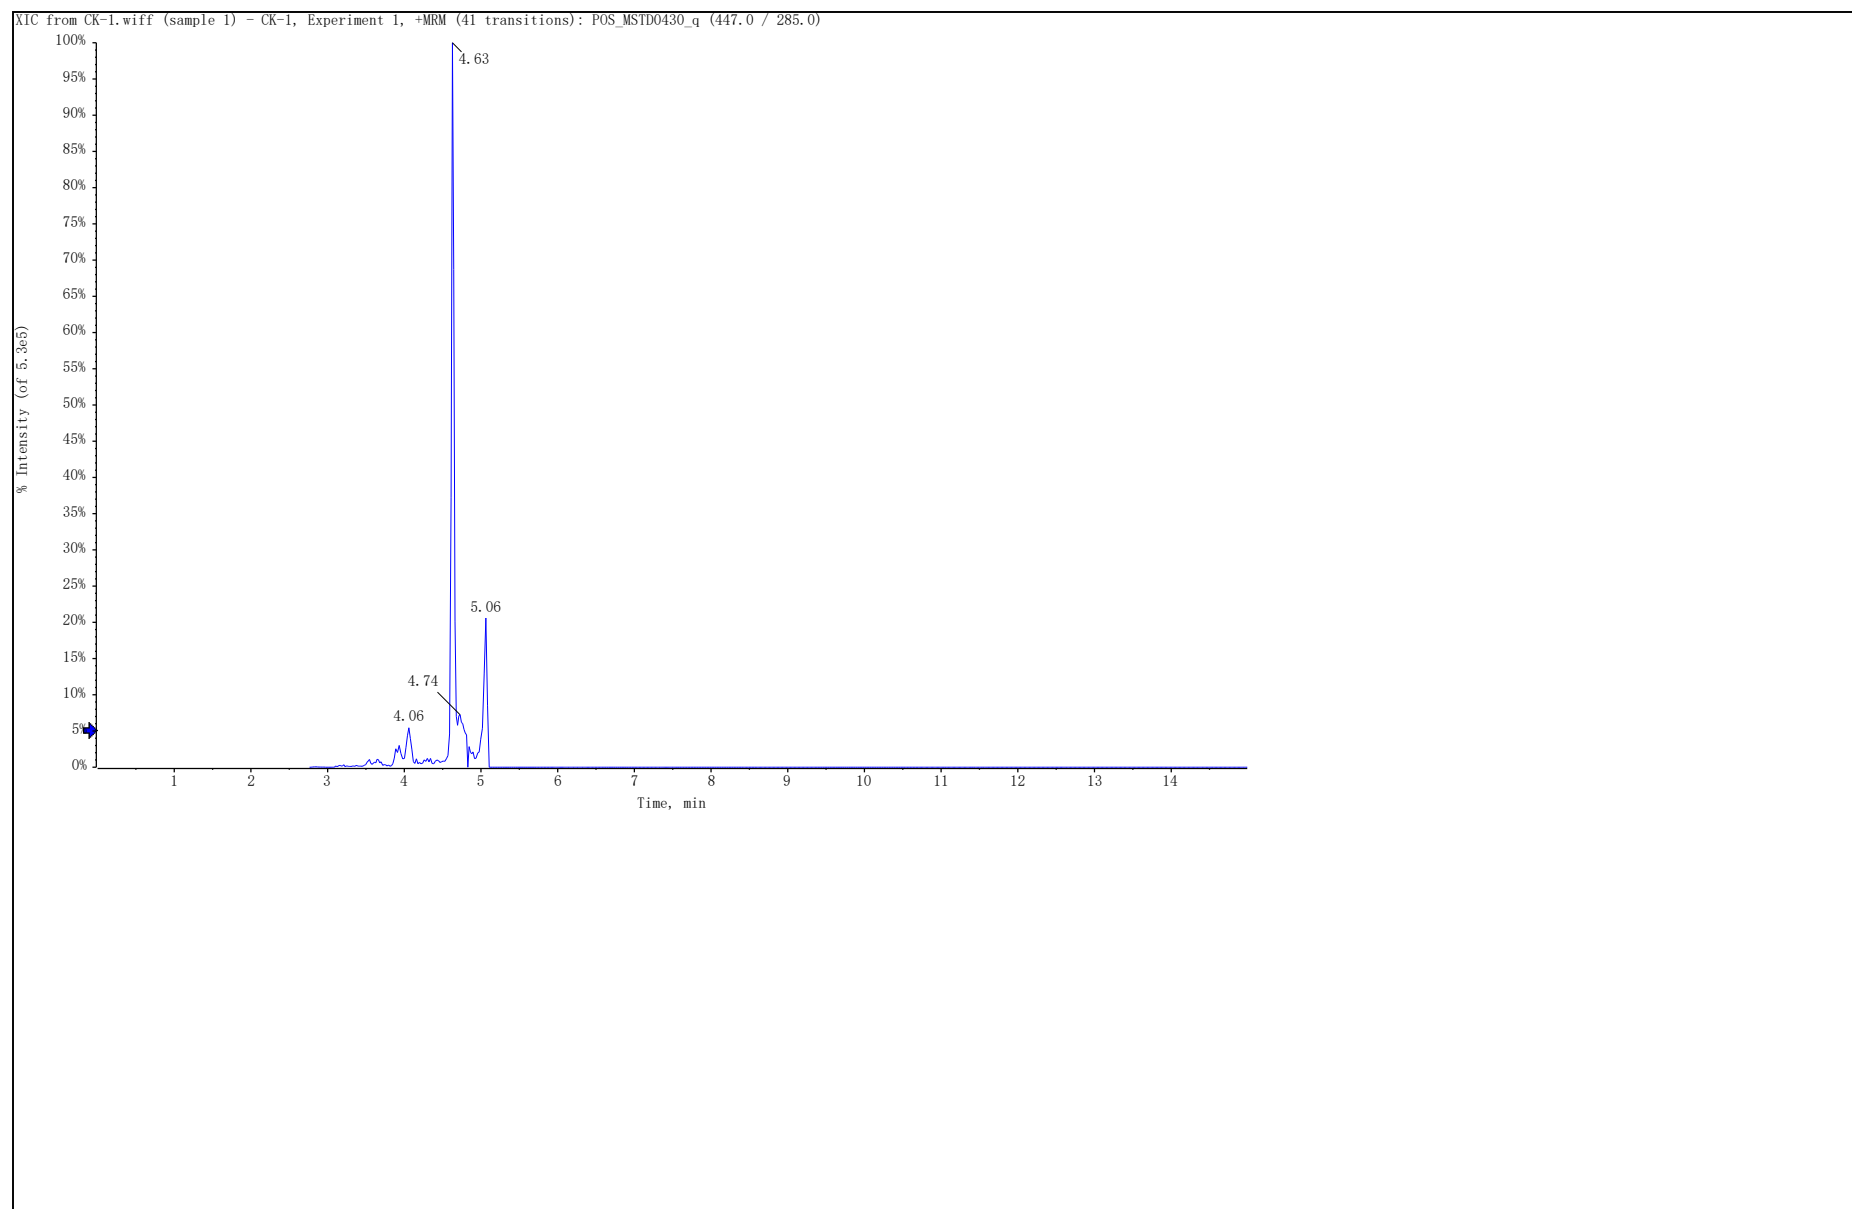

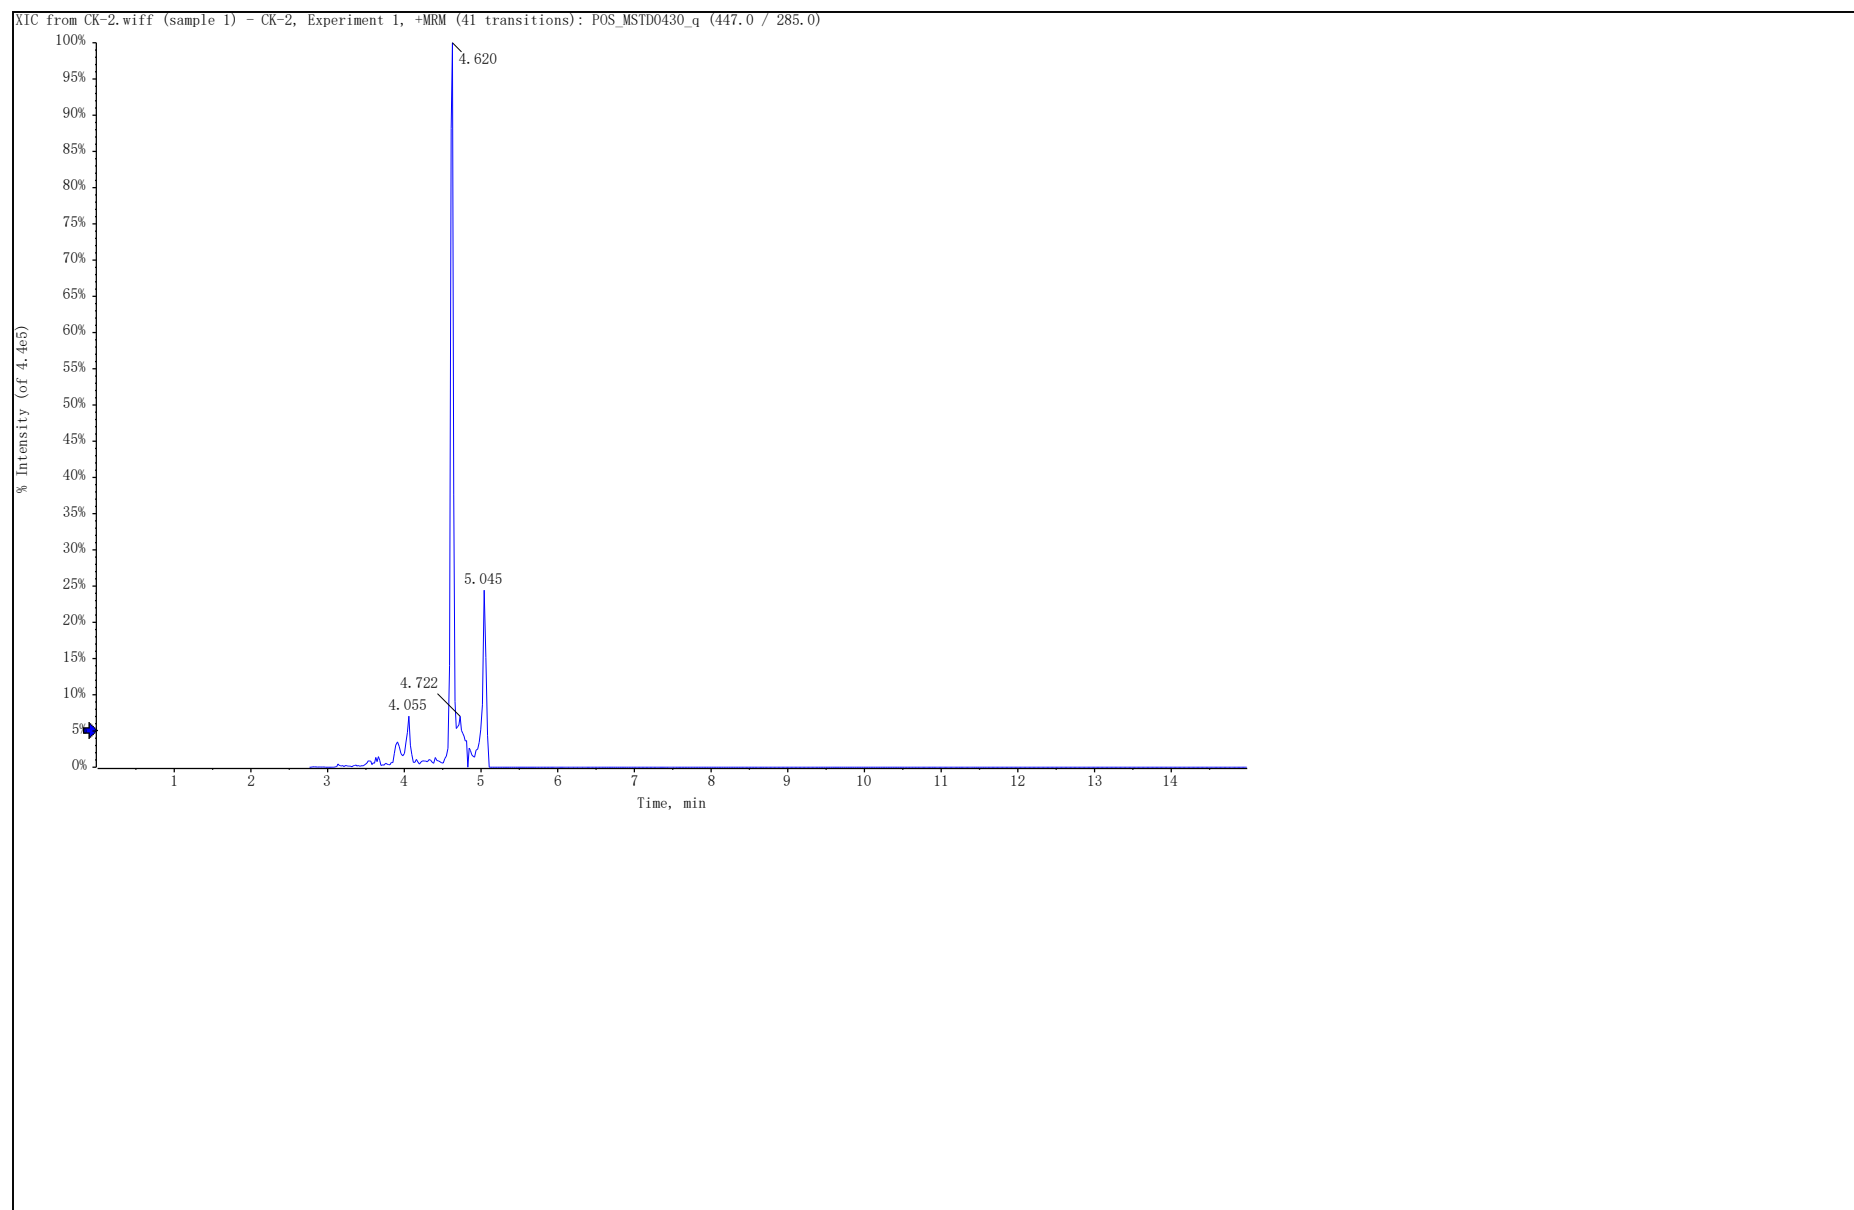

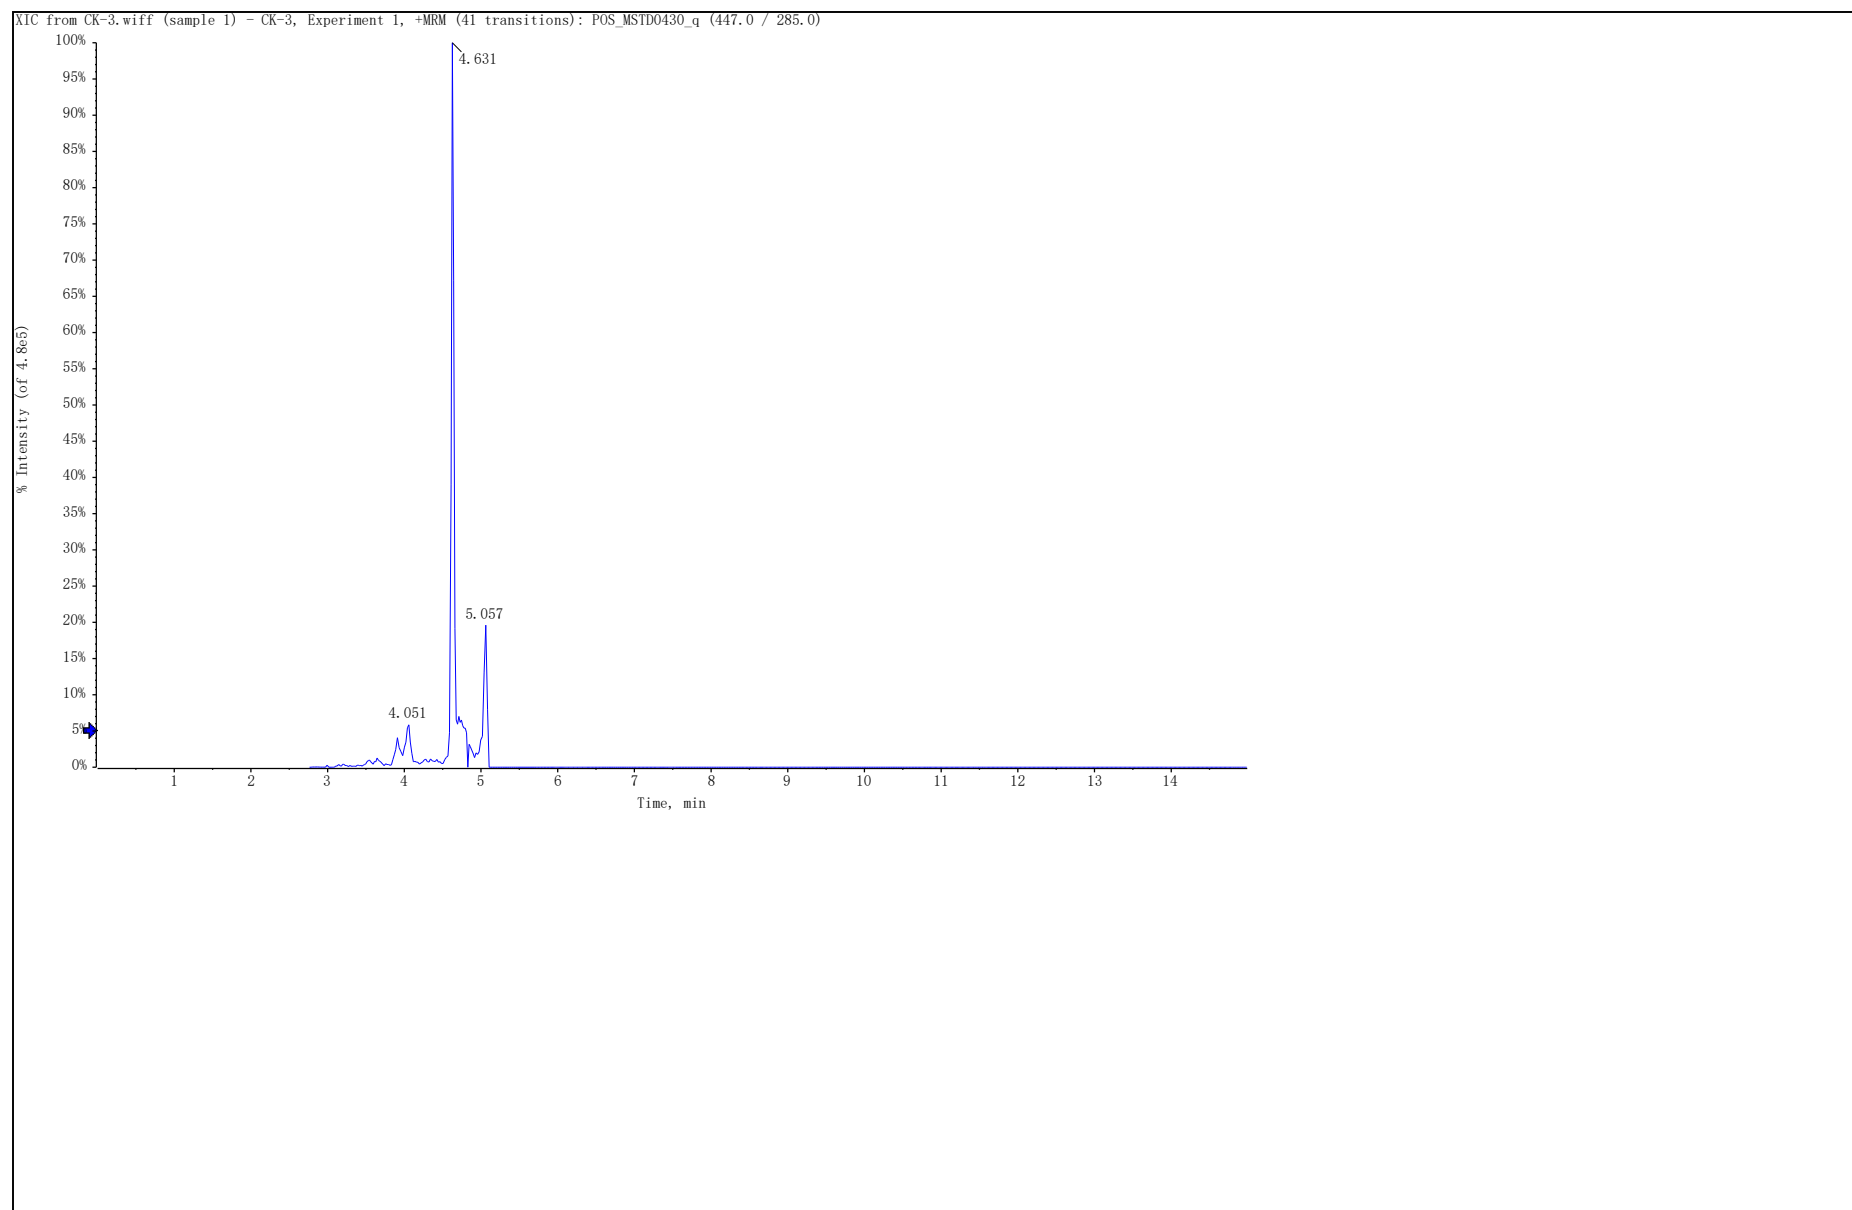

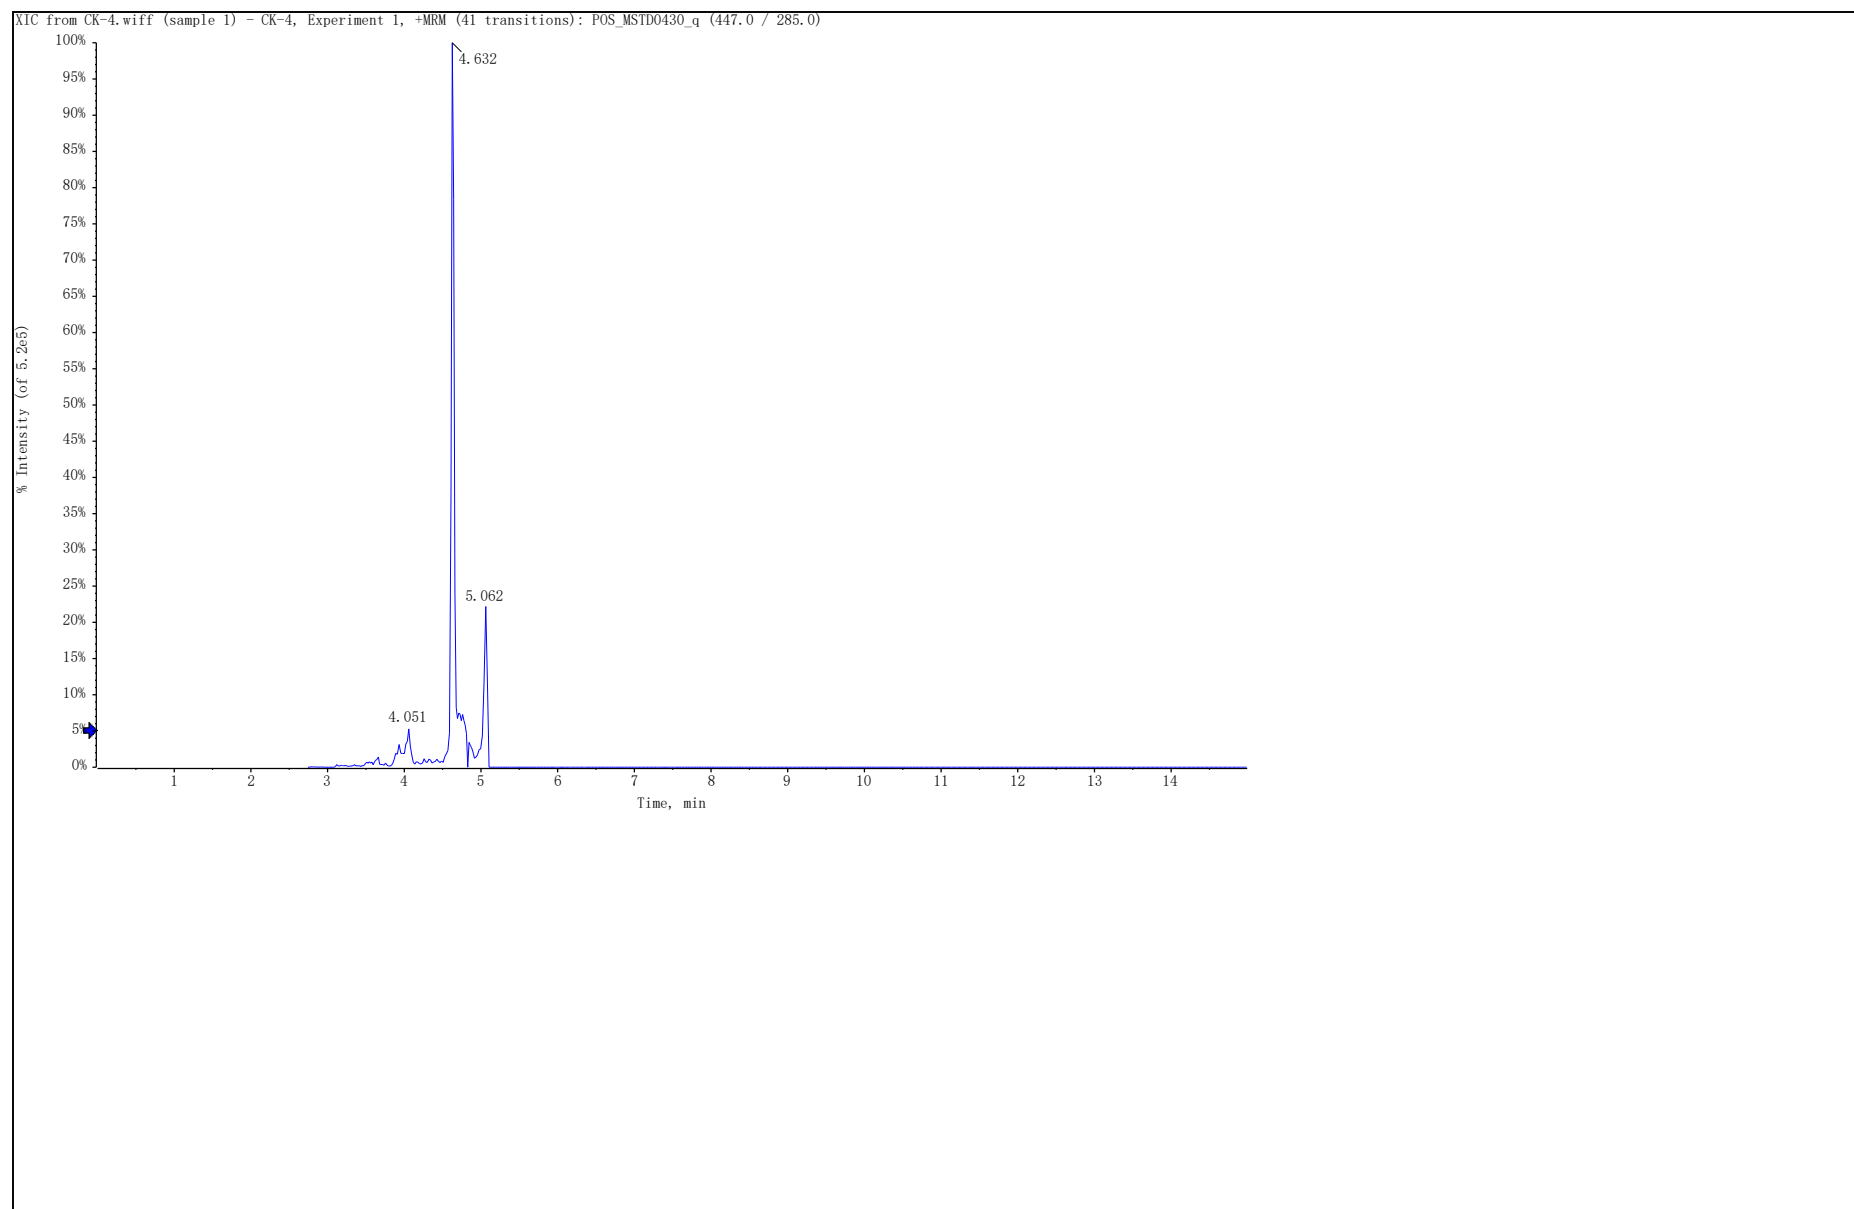

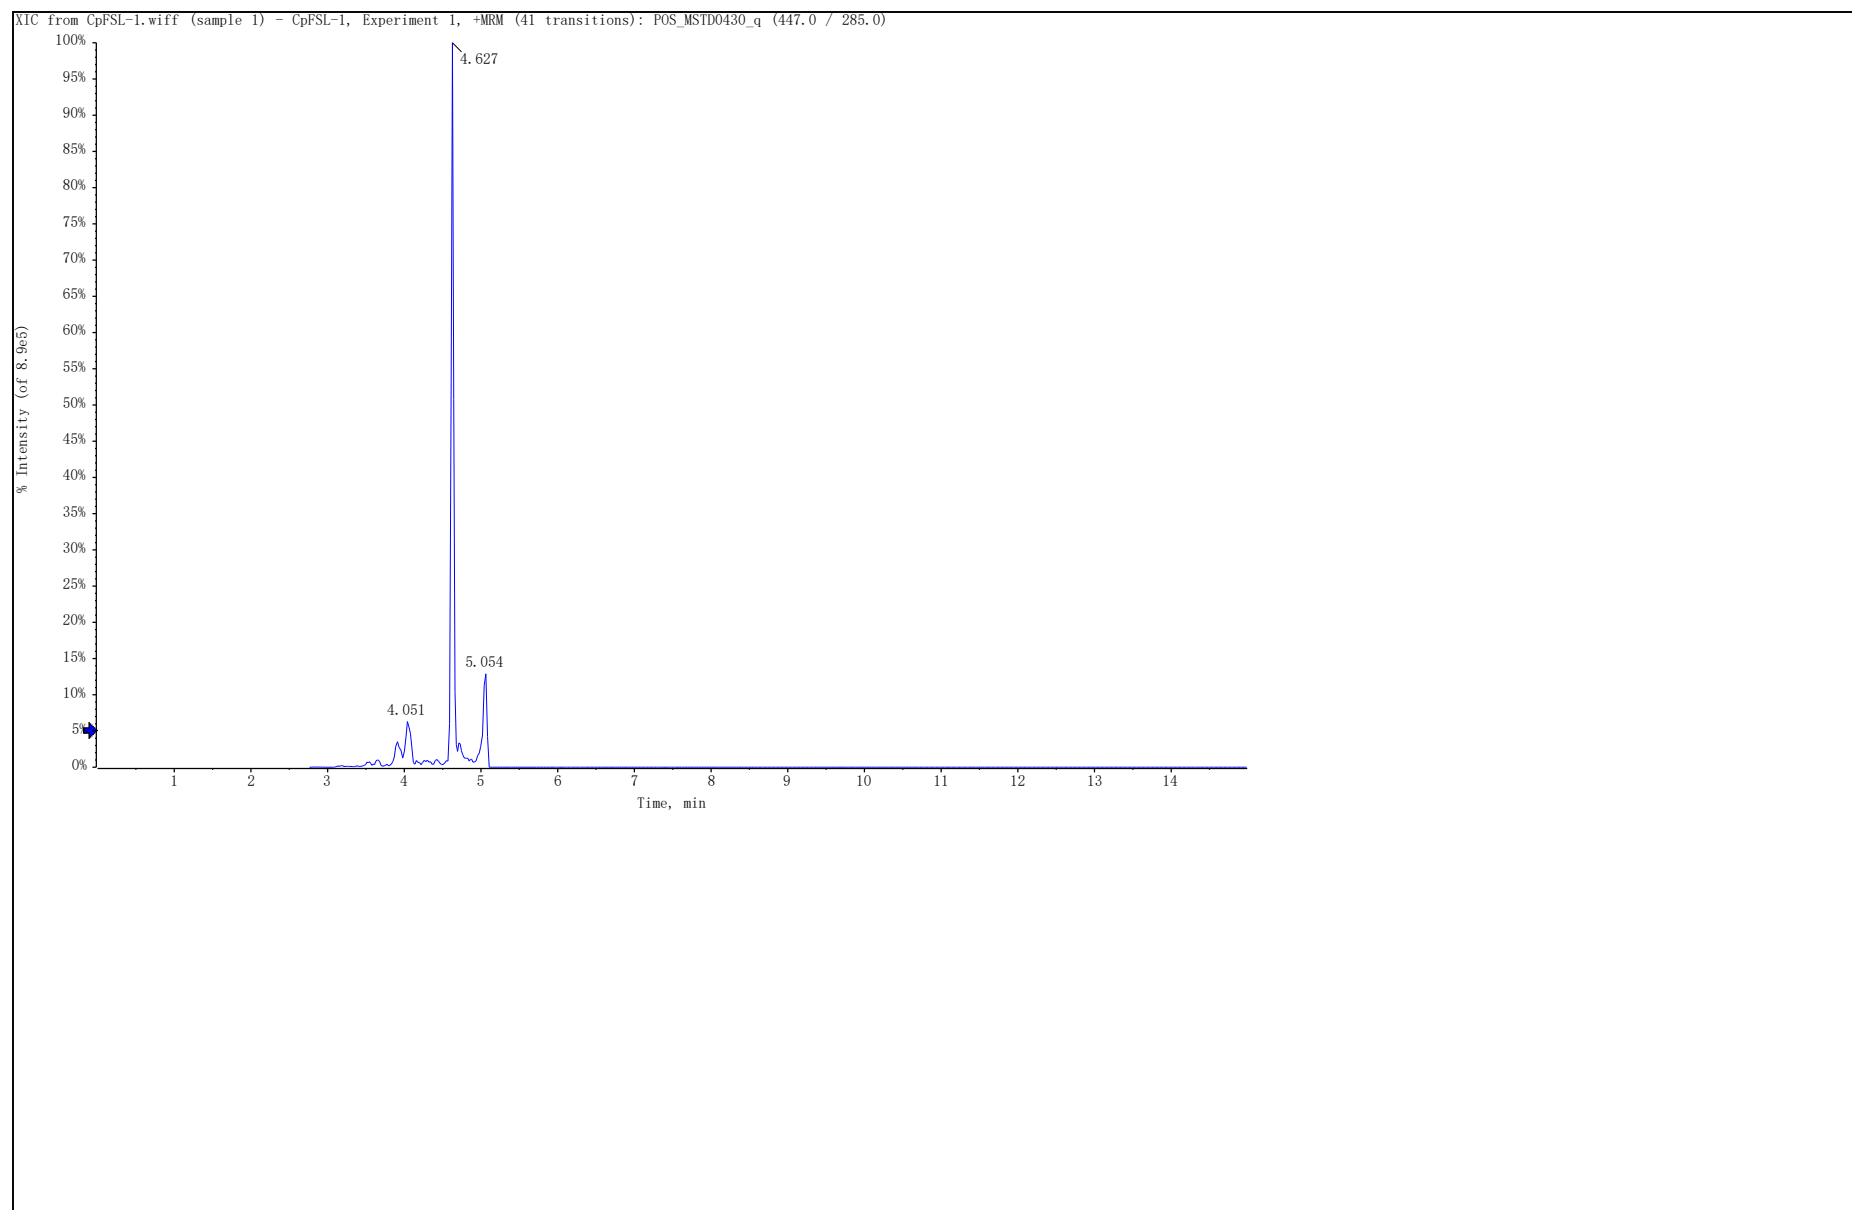

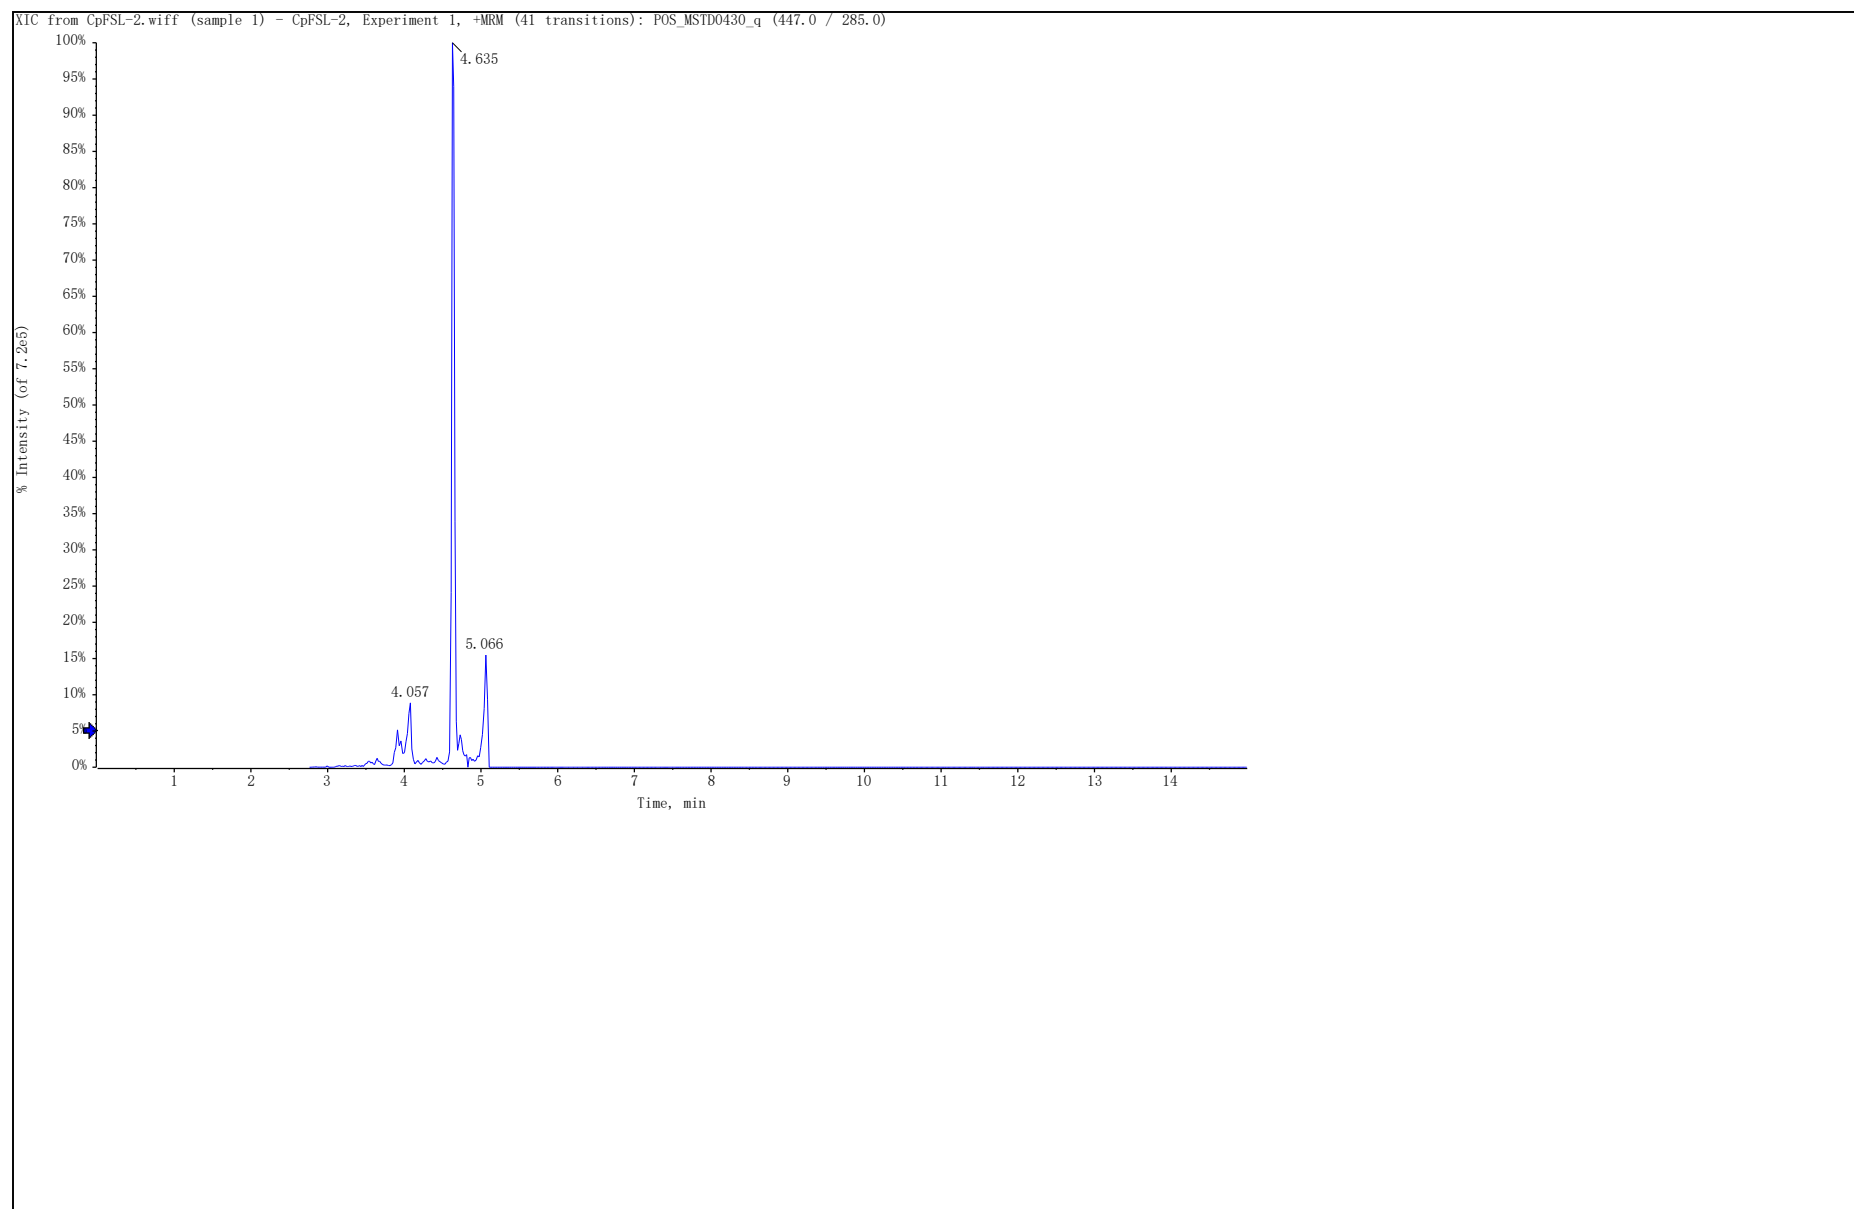

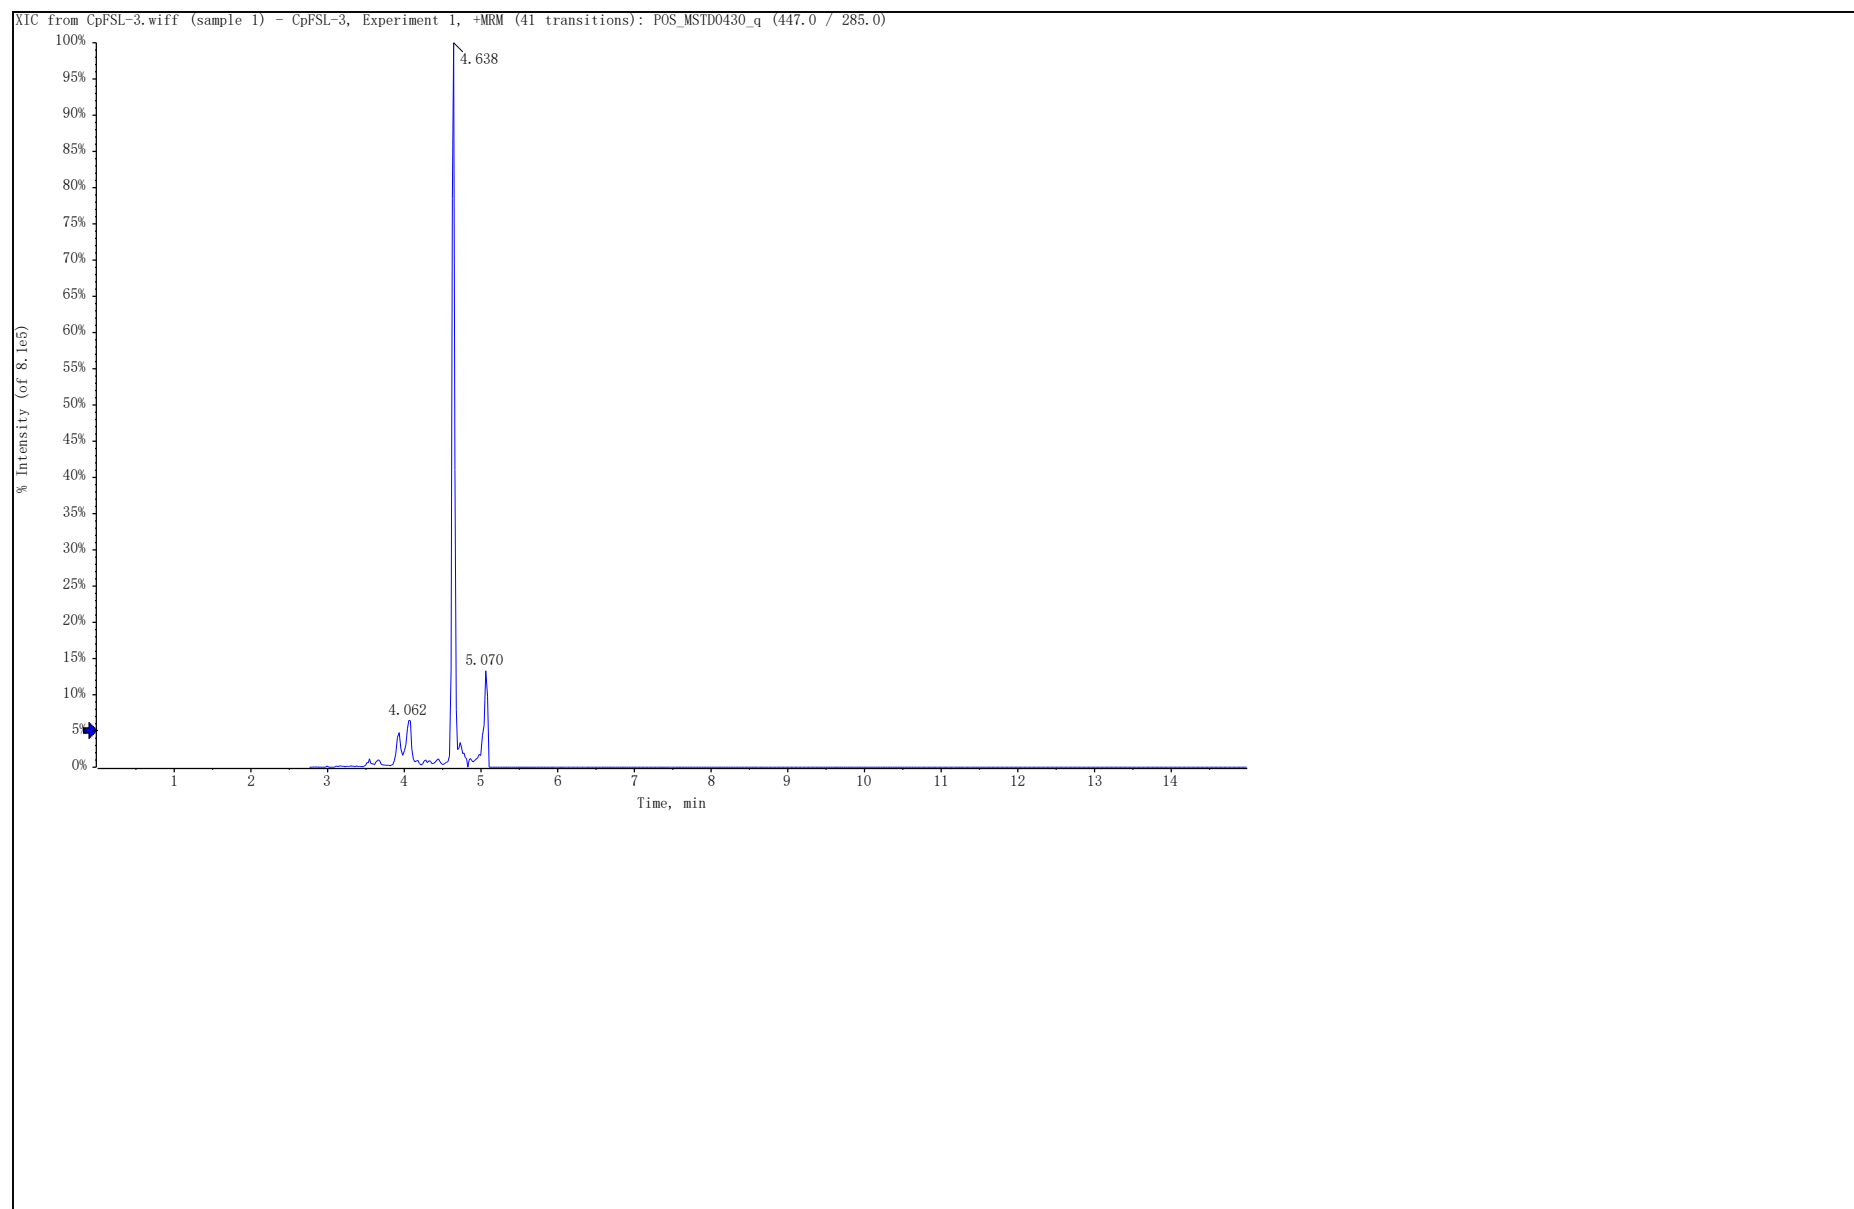

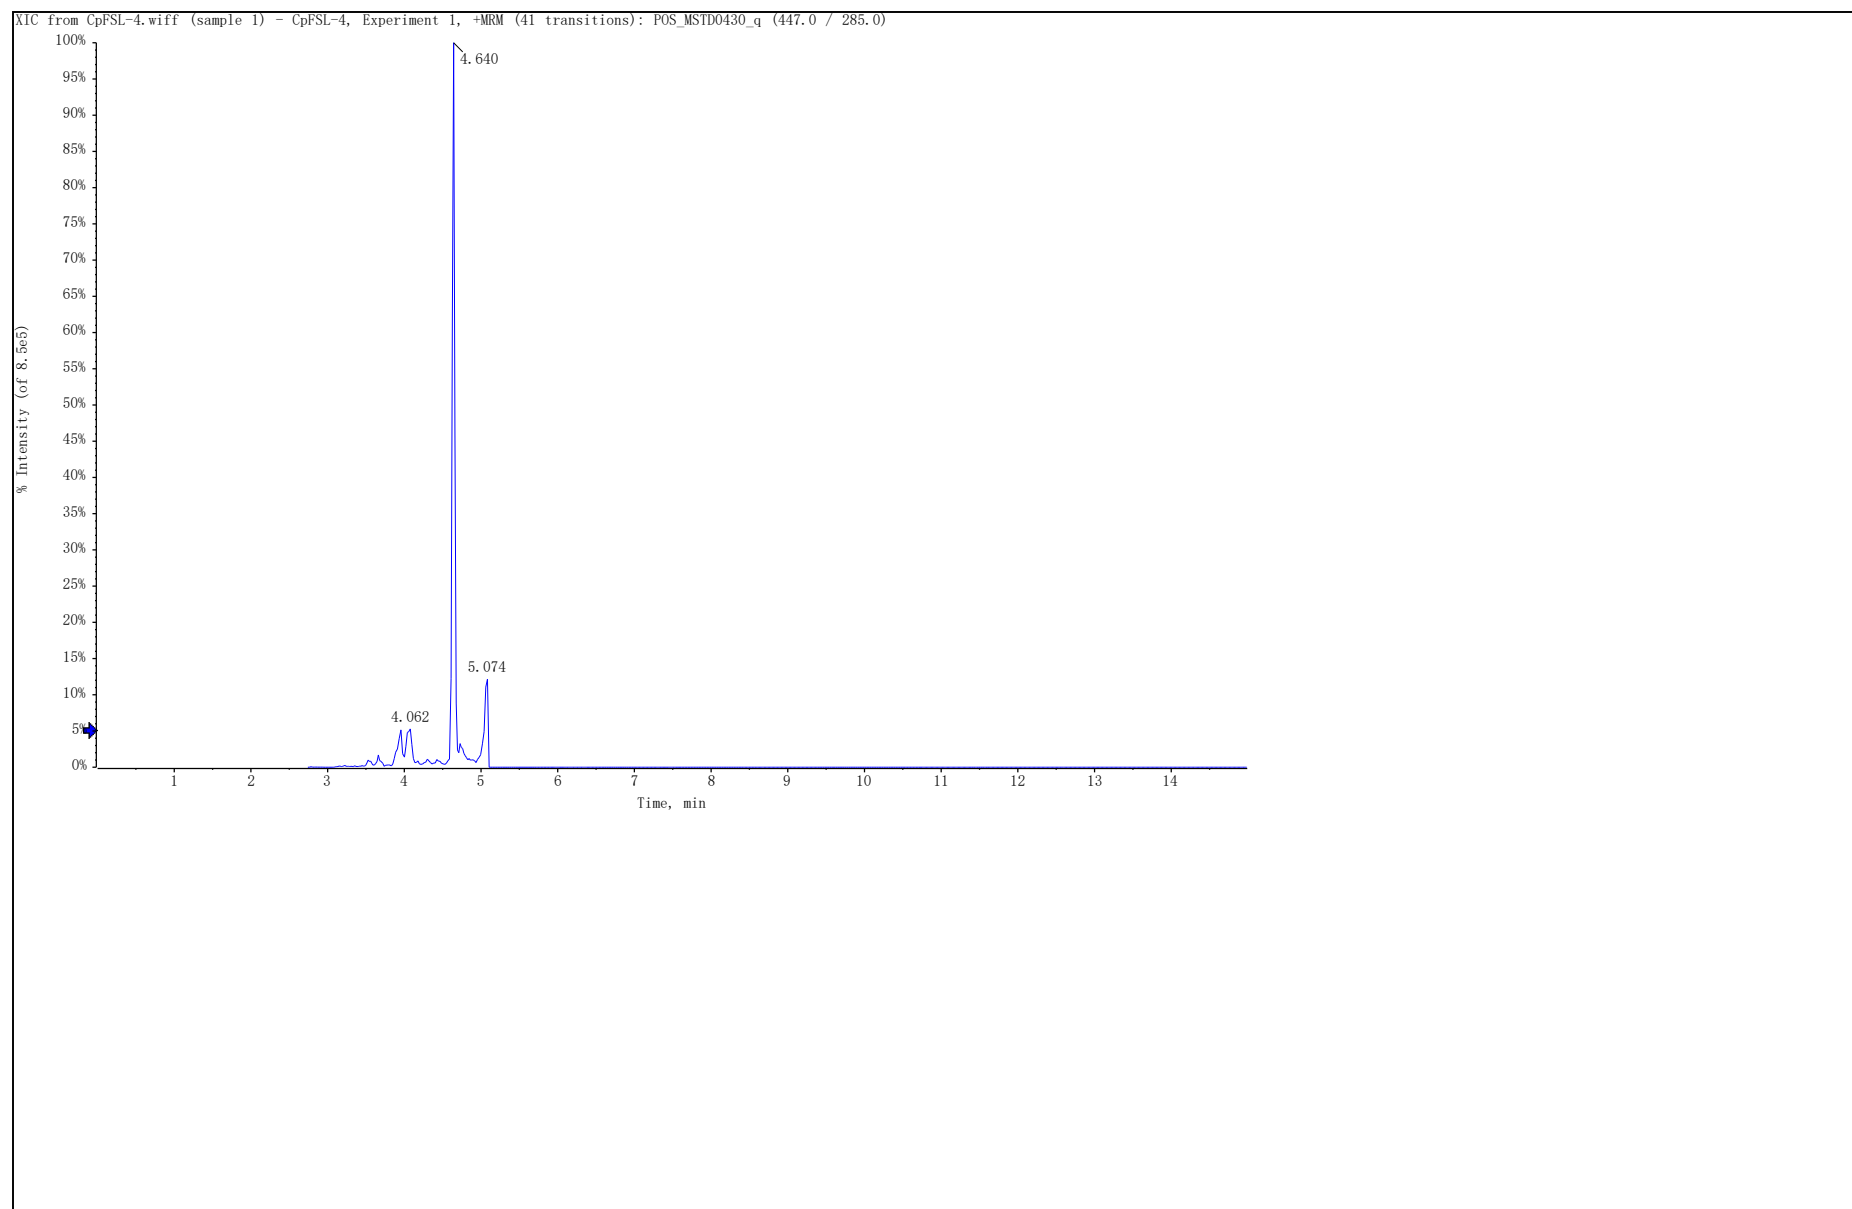

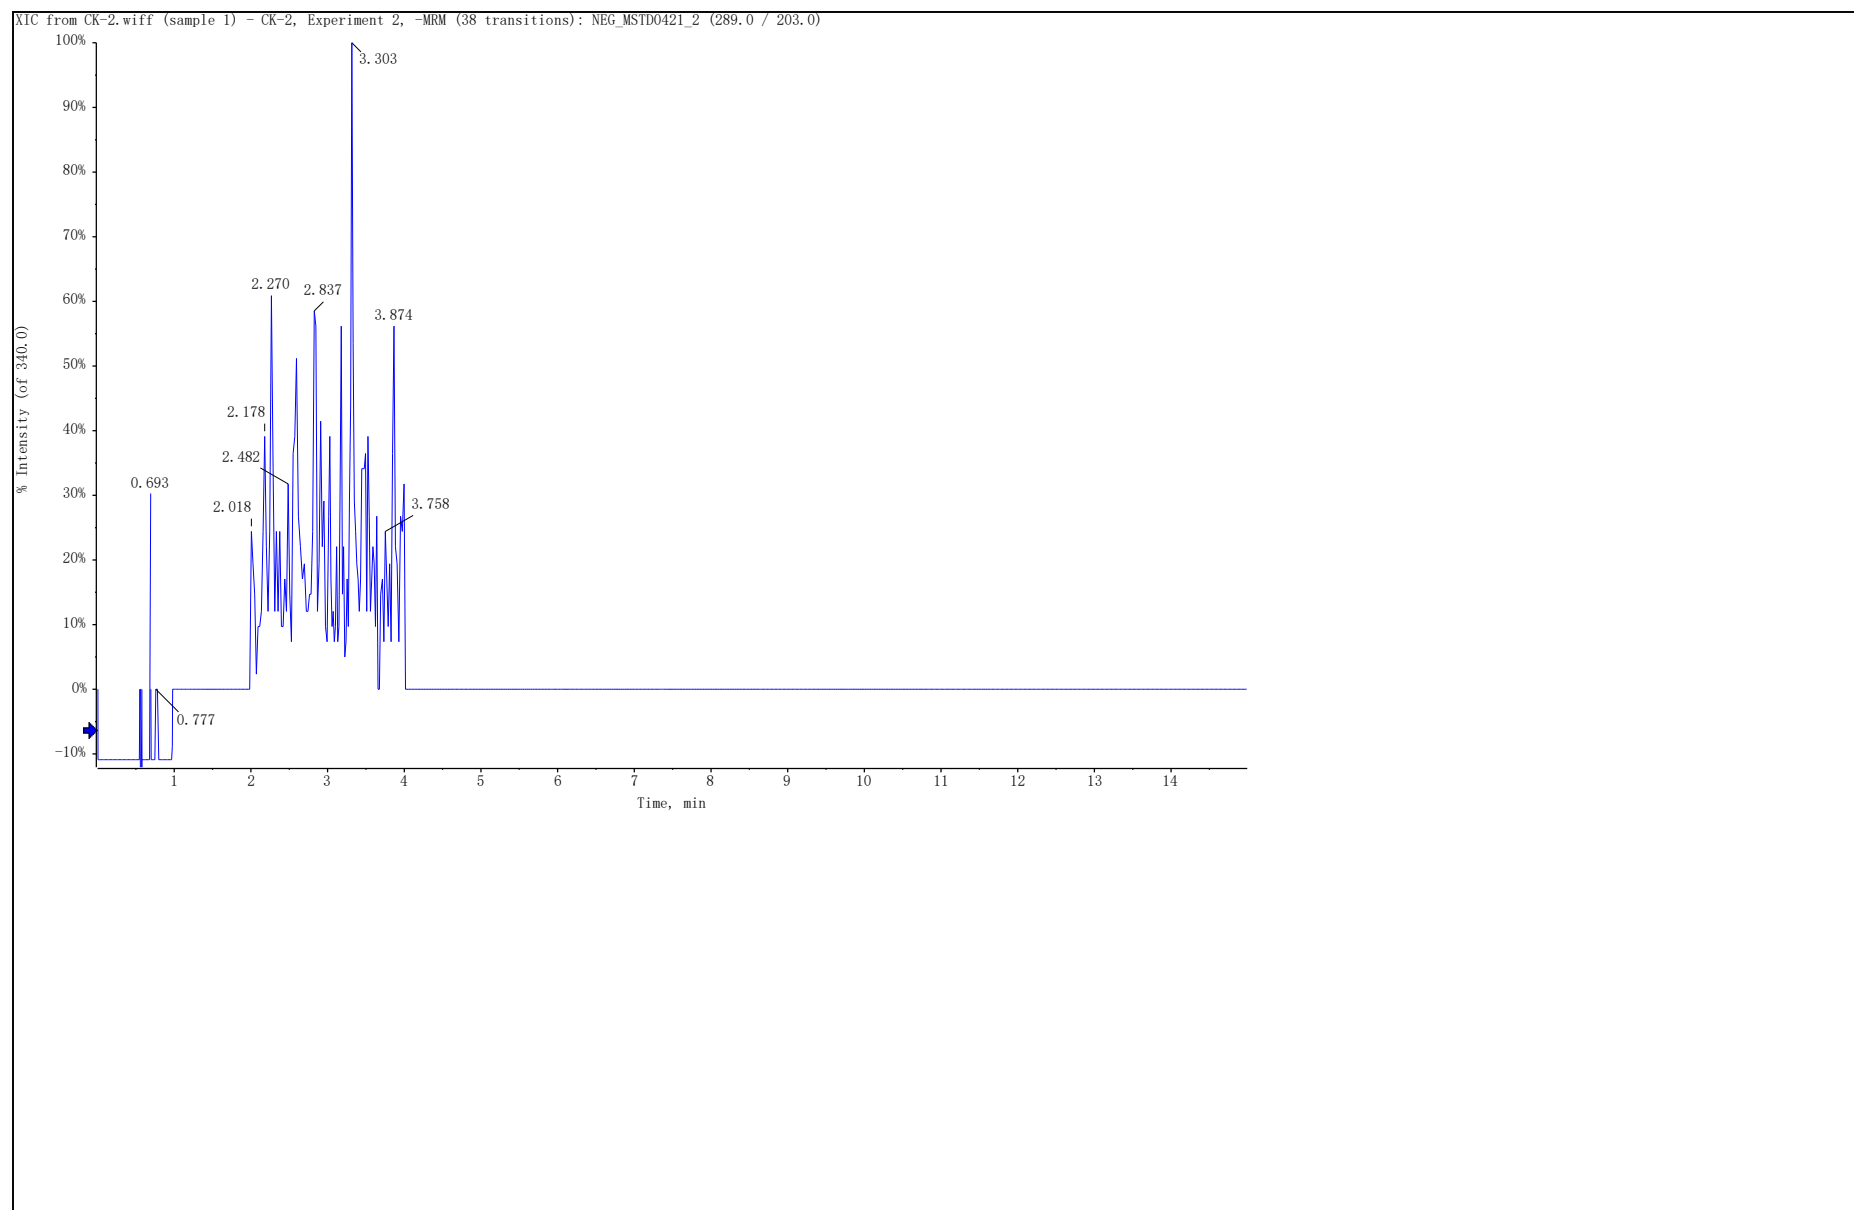

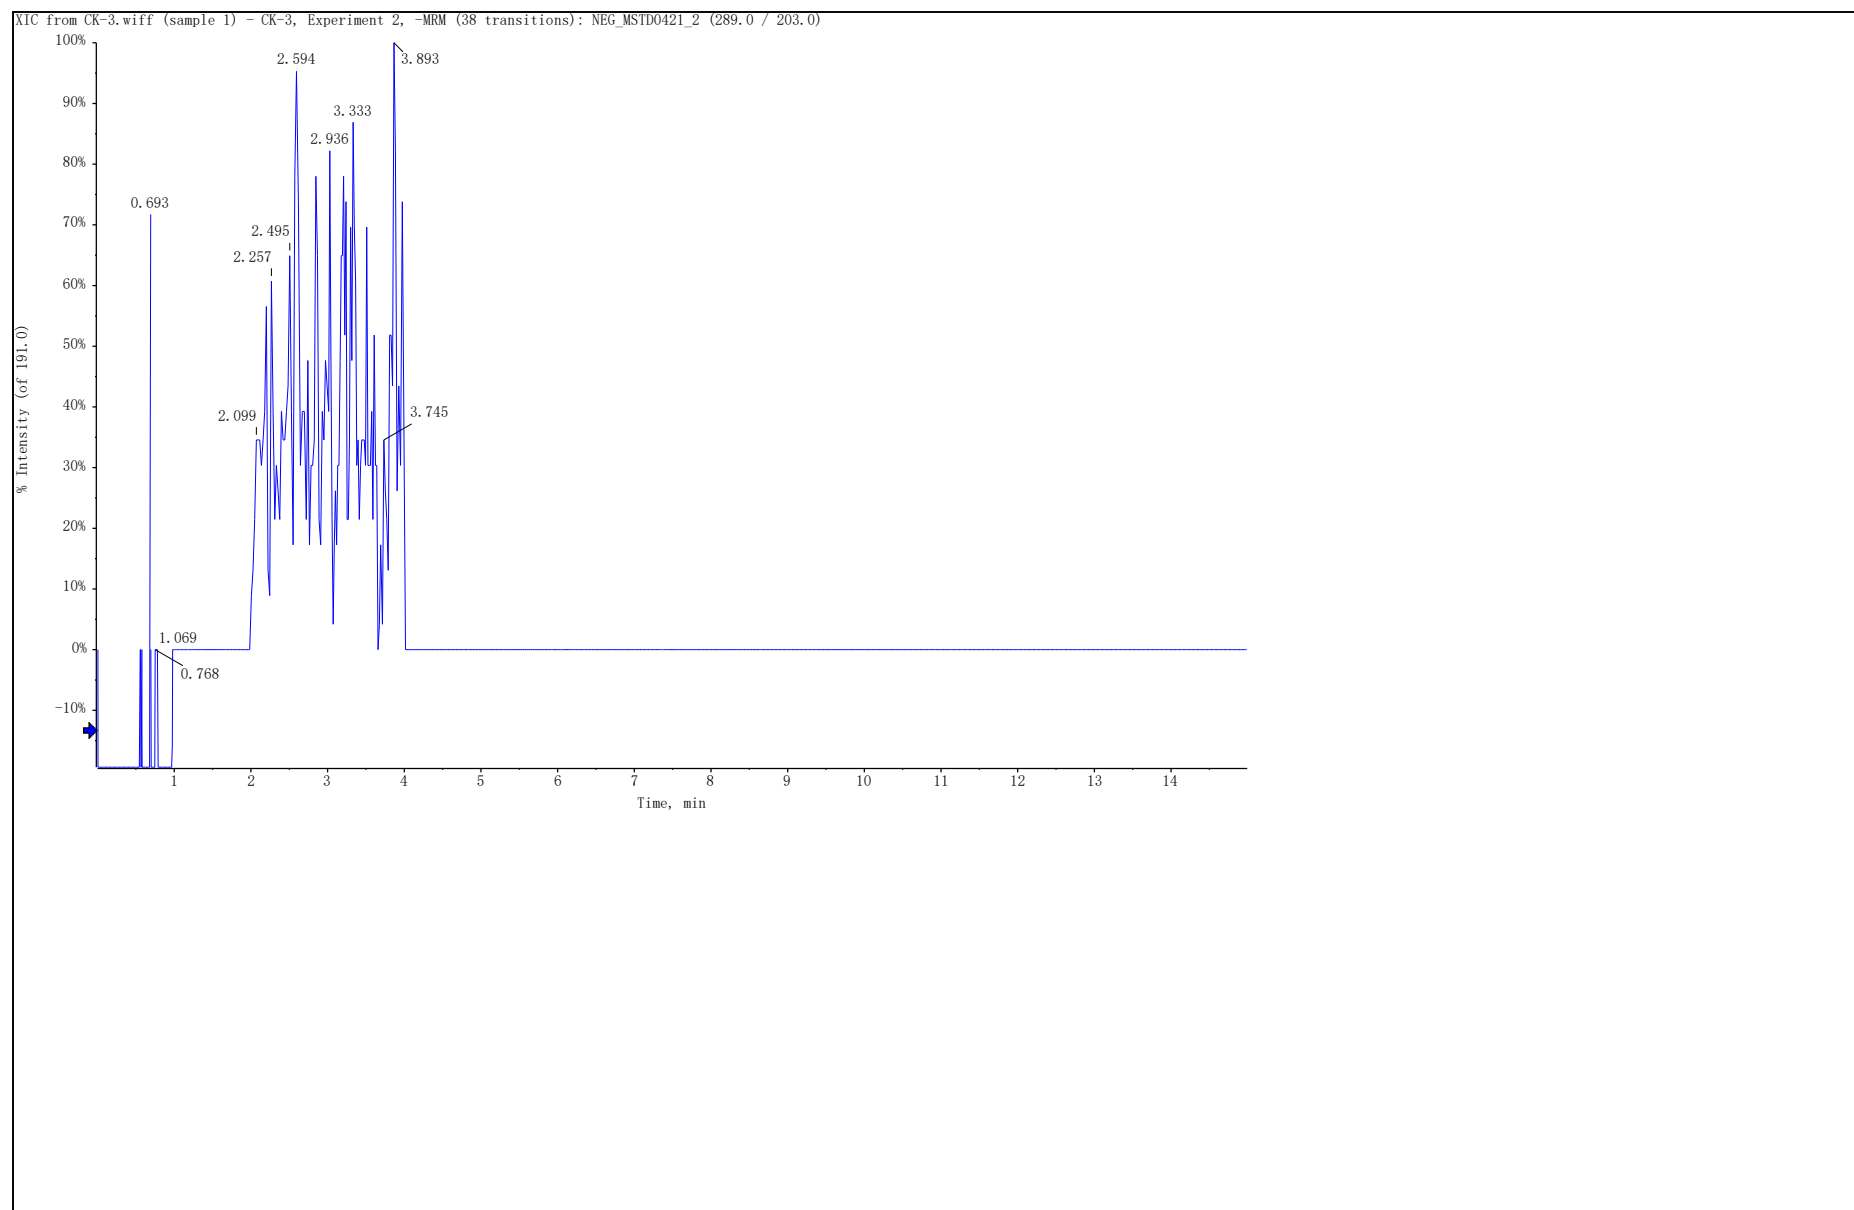

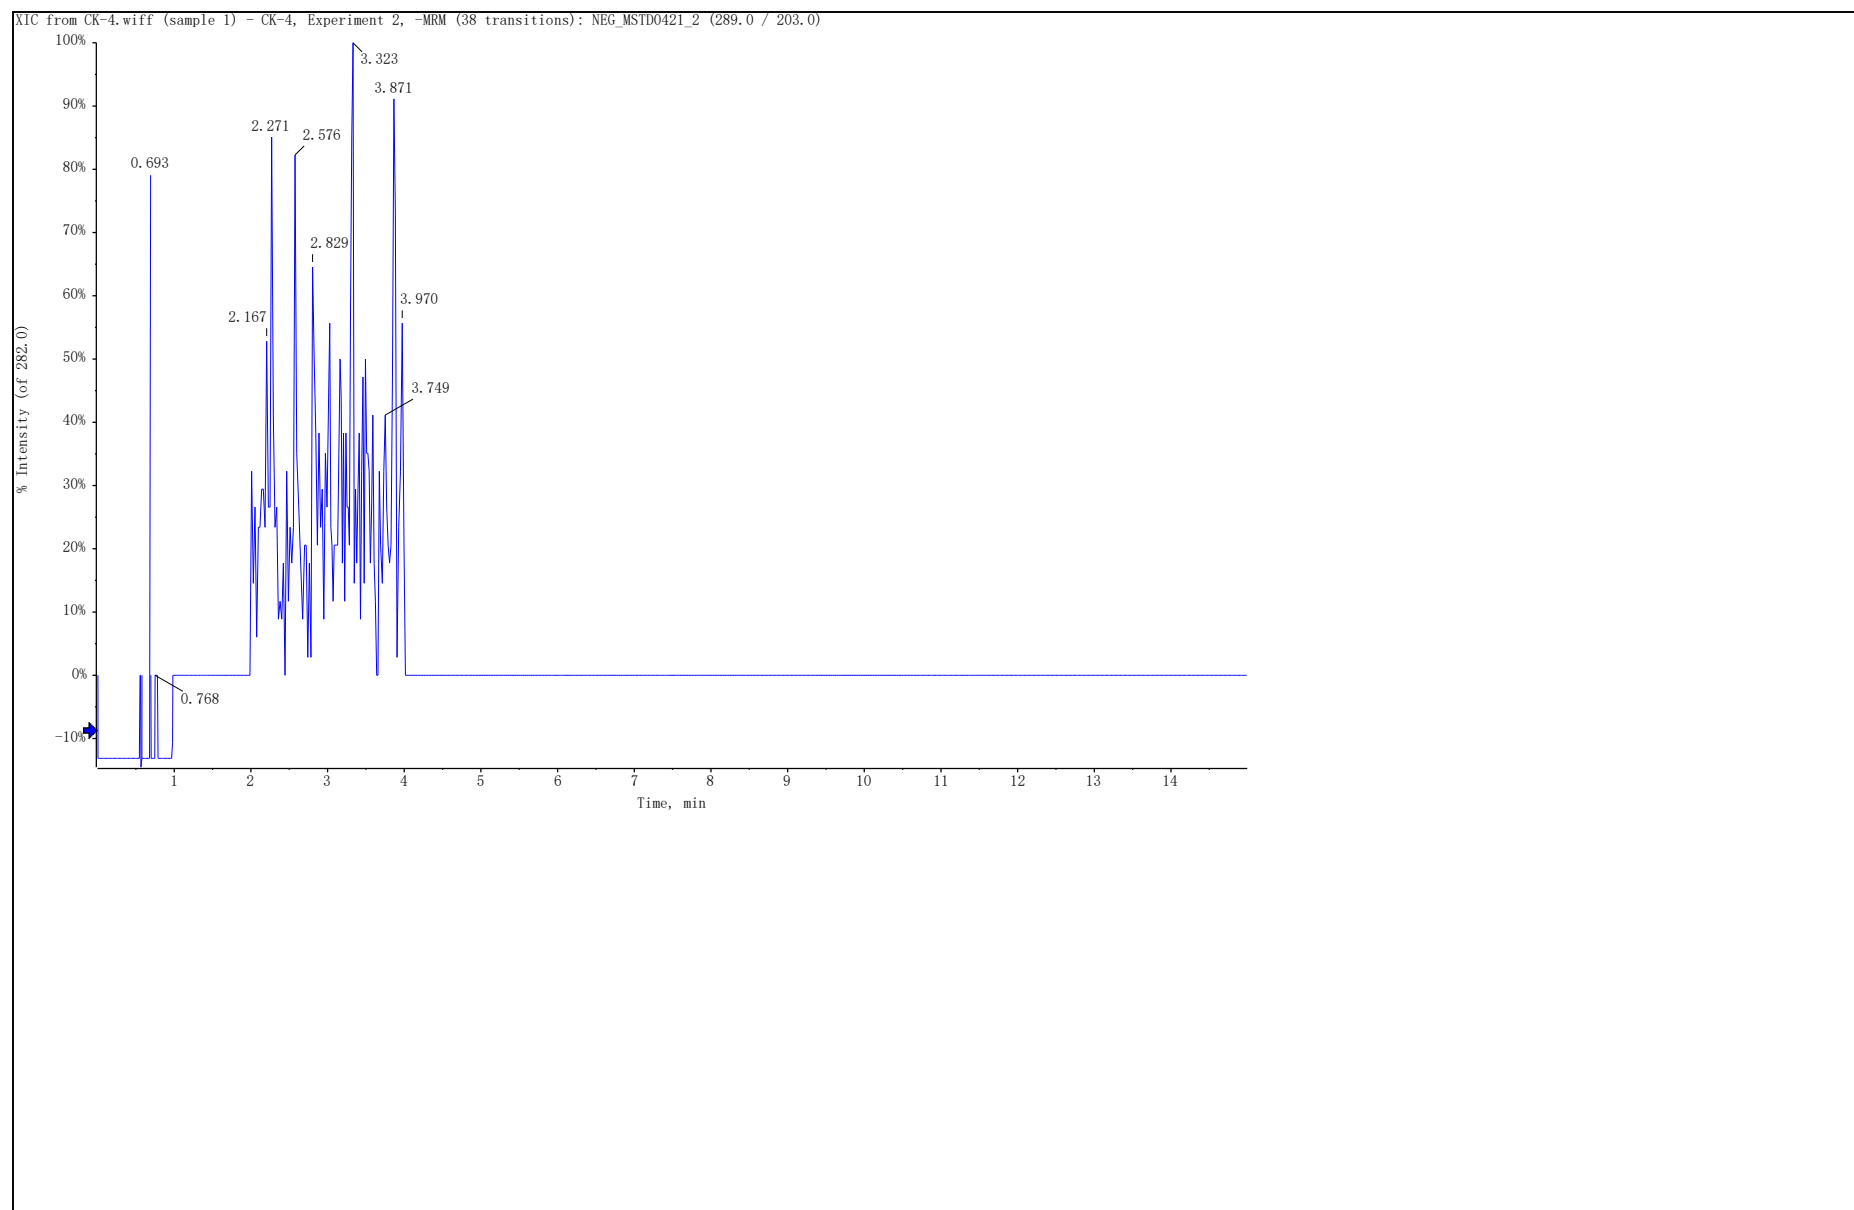

XIC from CpFSL-1.wiff (sample 1) - CpFSL-1, Experiment 2, -MRM (38 transitions): NEG_MSTD0421_2 (289.0 / 203.0)

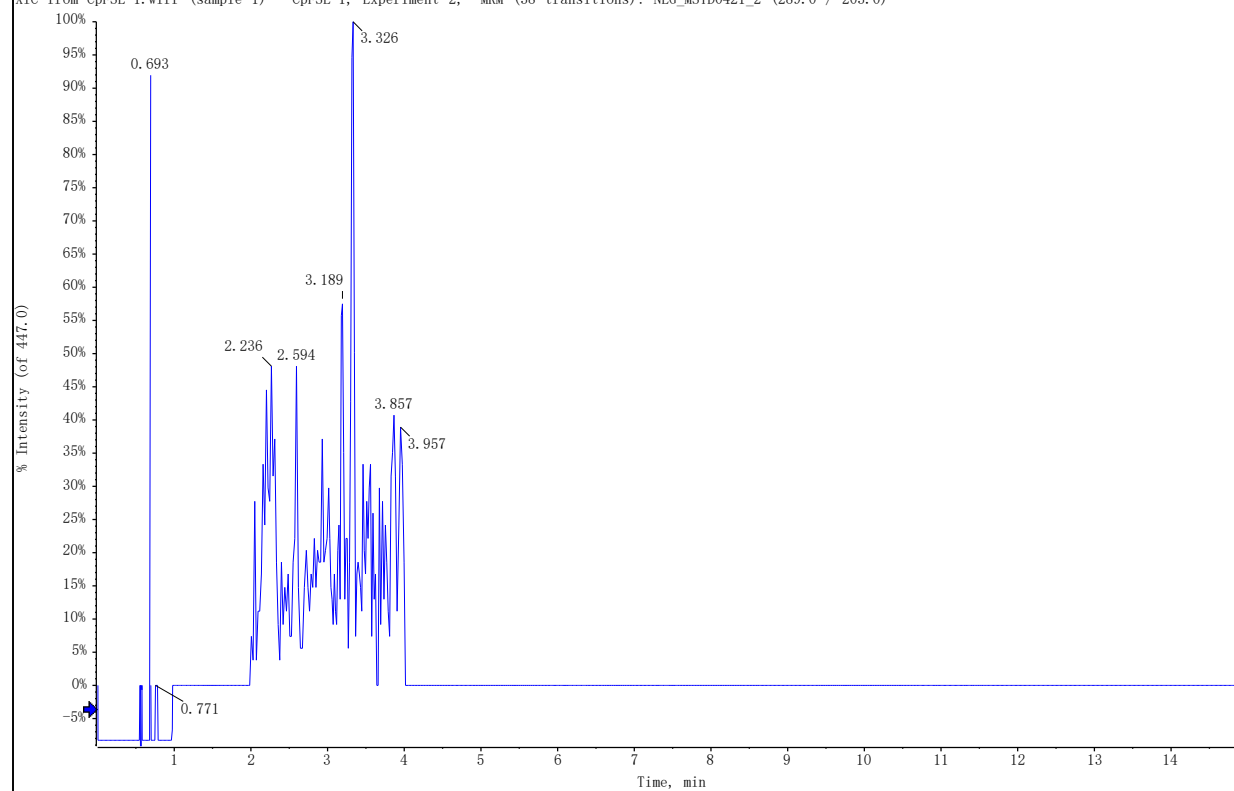

XIC from CpFSL-2.wiff (sample 1) - CpFSL-2, Experiment 2, -MRM (38 transitions): NEG_MSTD0421_2 (289.0 / 203.0)

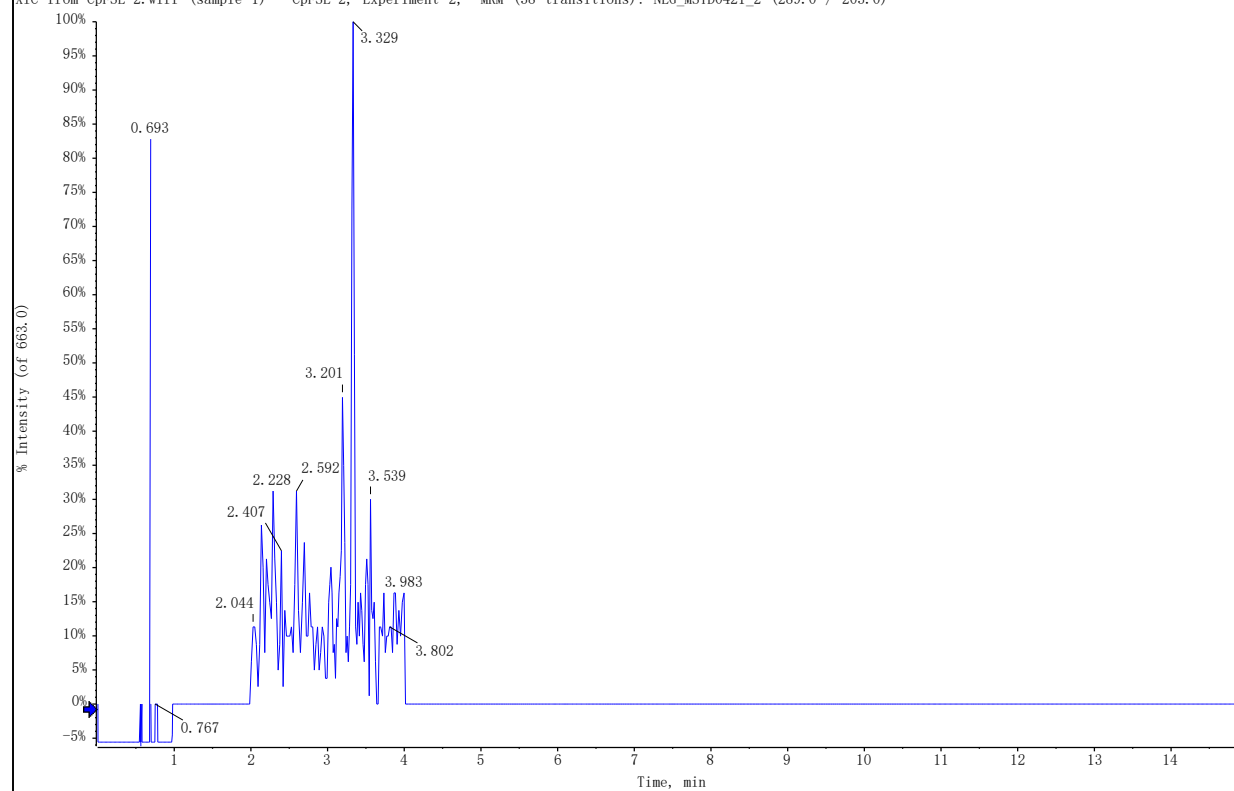

XIC from CpFSL-3.wiff (sample 1) - CpFSL-3, Experiment 2, -MRM (38 transitions): NEG_MSTD0421_2 (289.0 / 203.0)

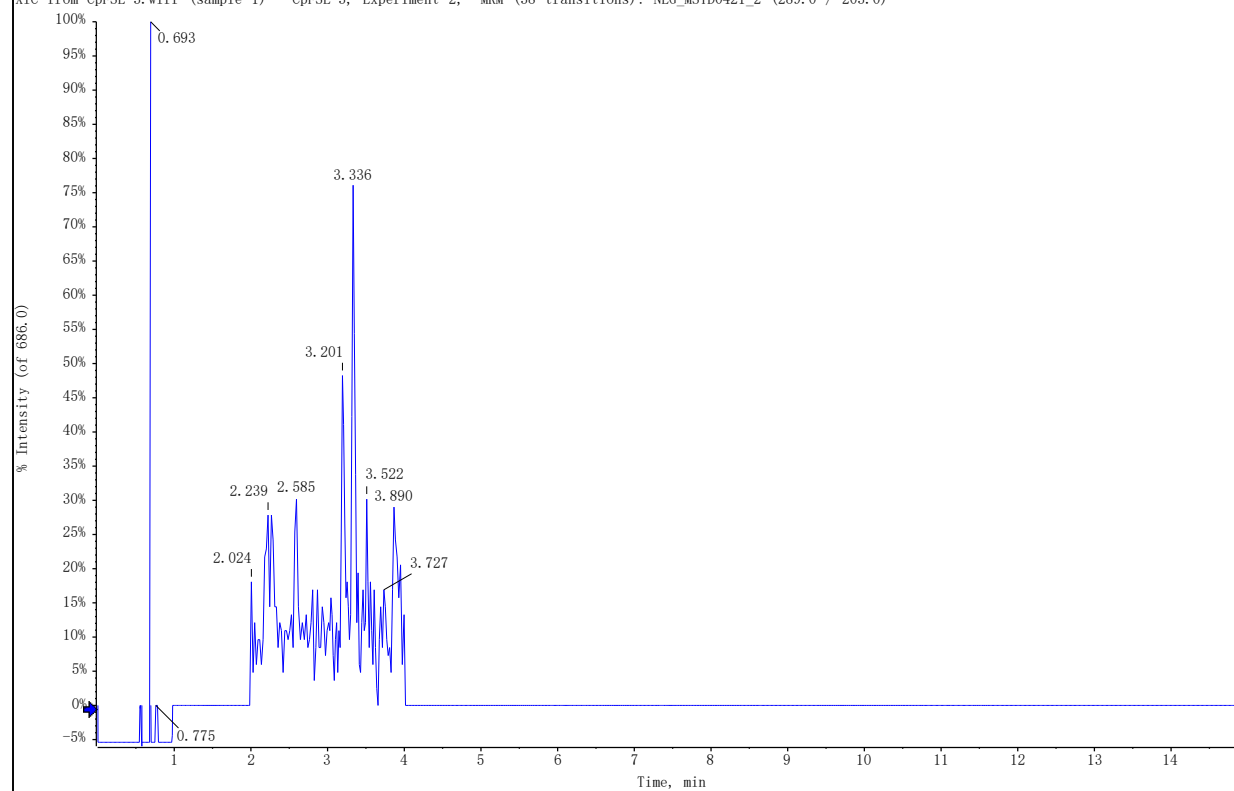

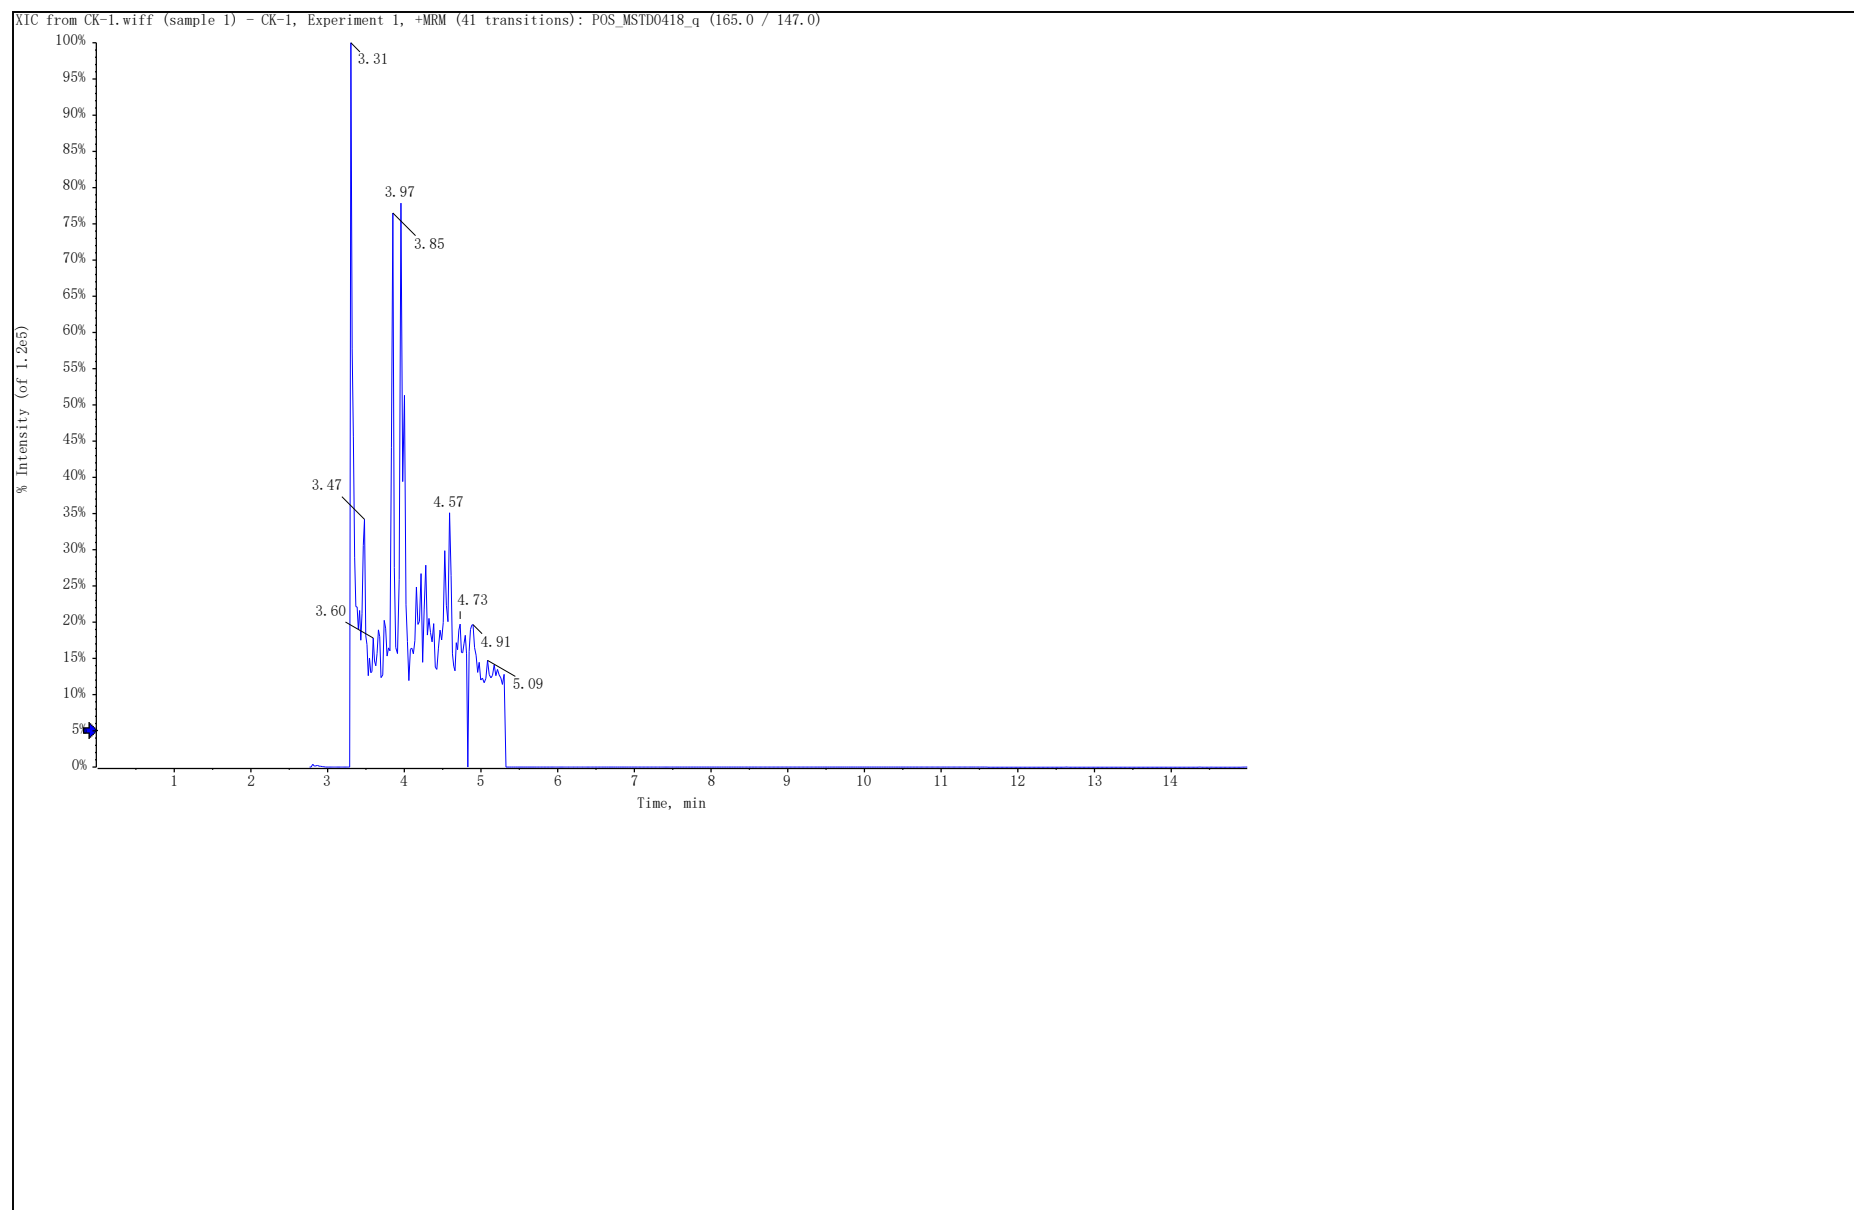

XIC from CK-2.wiff (sample 1) - CK-2, Experiment 1, +MRM (41 transitions): POS_MSTD0418_q (165.0 / 147.0)

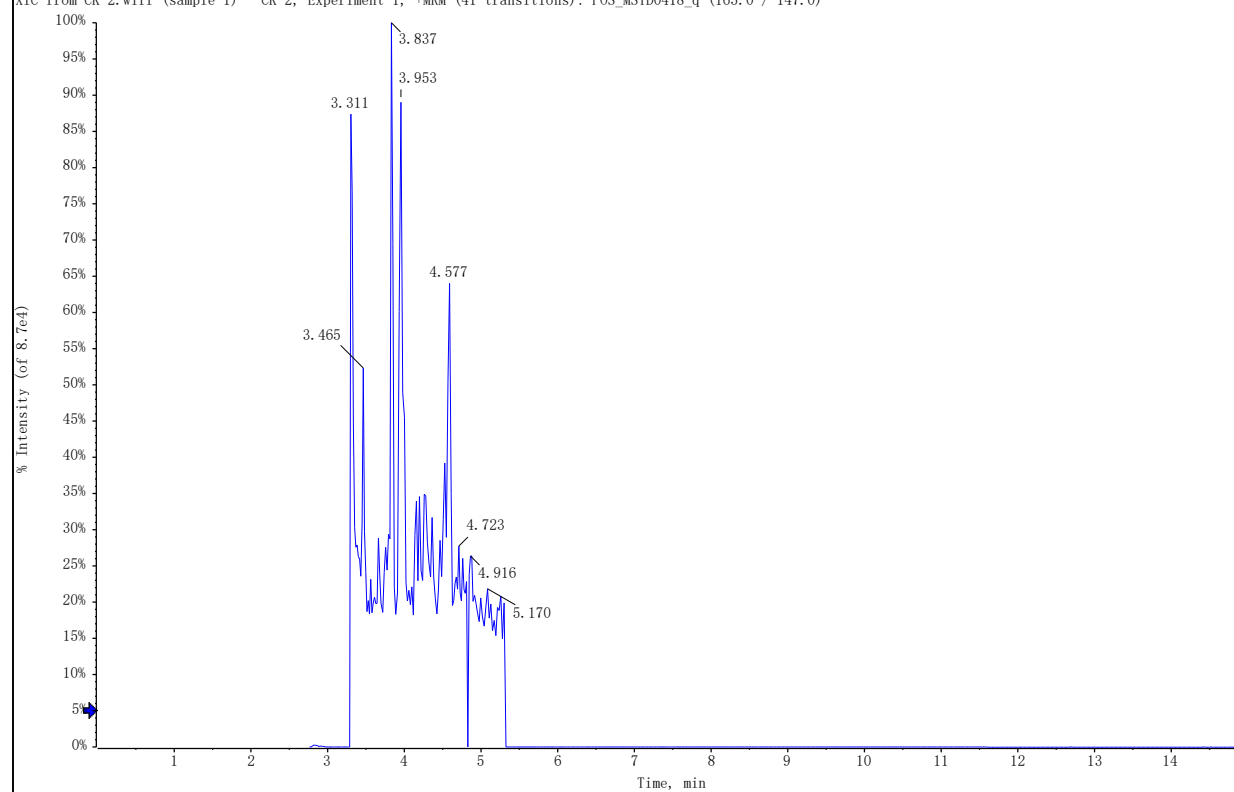

XIC from CK-3.wiff (sample 1) - CK-3, Experiment 1, +MRM (41 transitions): POS_MSTD0418_q (165.0 / 147.0)

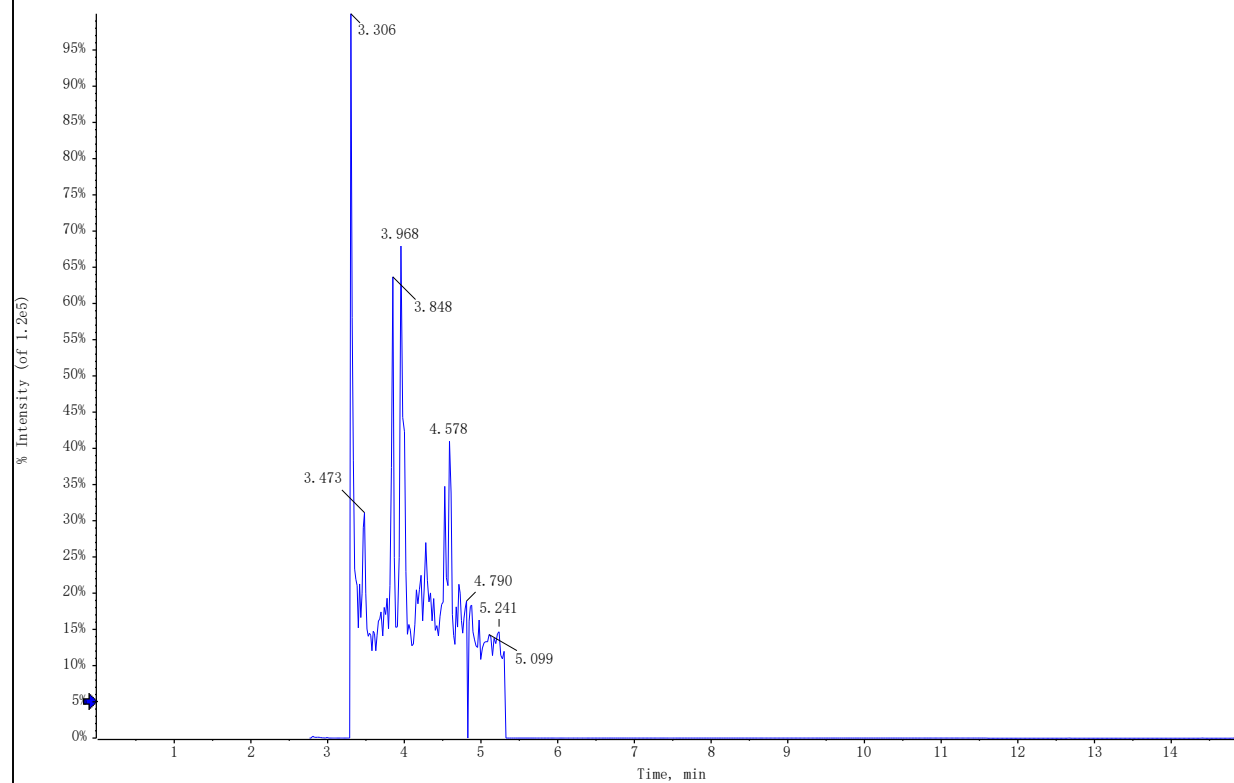

XIC from CK-4.wiff (sample 1) - CK-4, Experiment 1, +MRM (41 transitions): POS_MSTD0418_q (165.0 / 147.0)

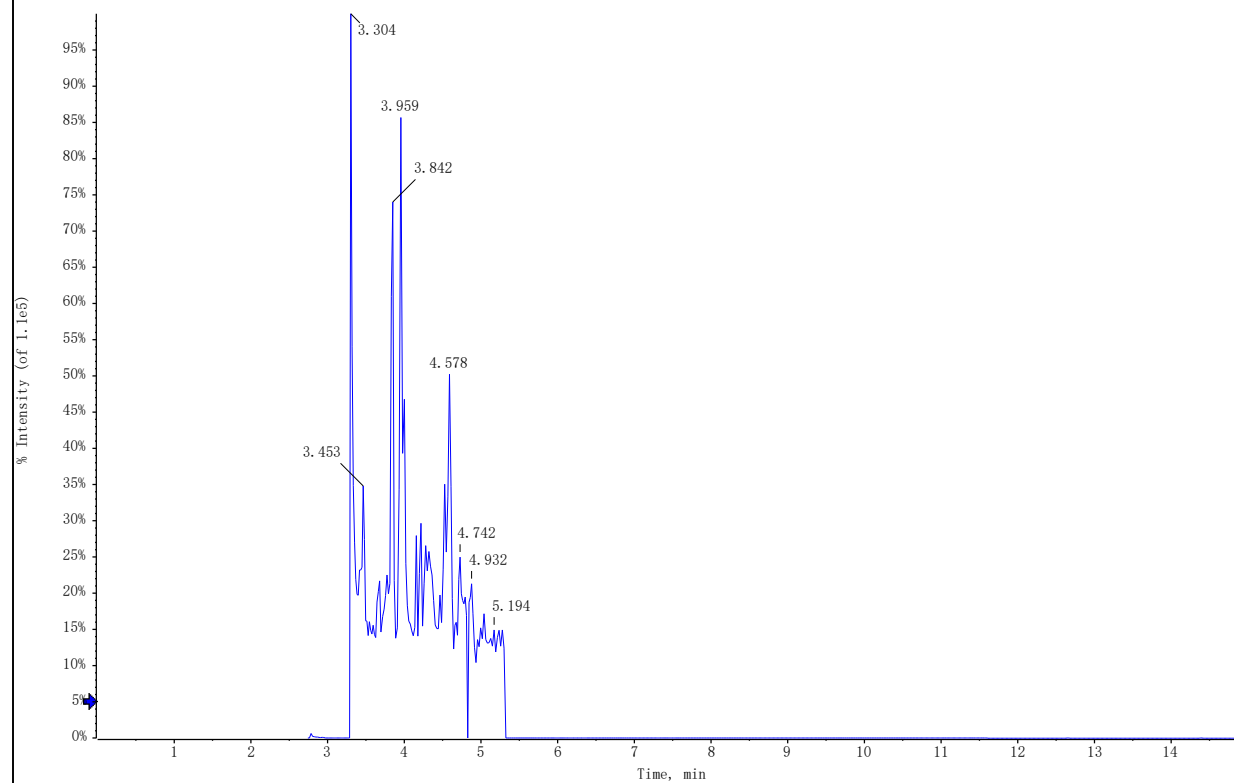

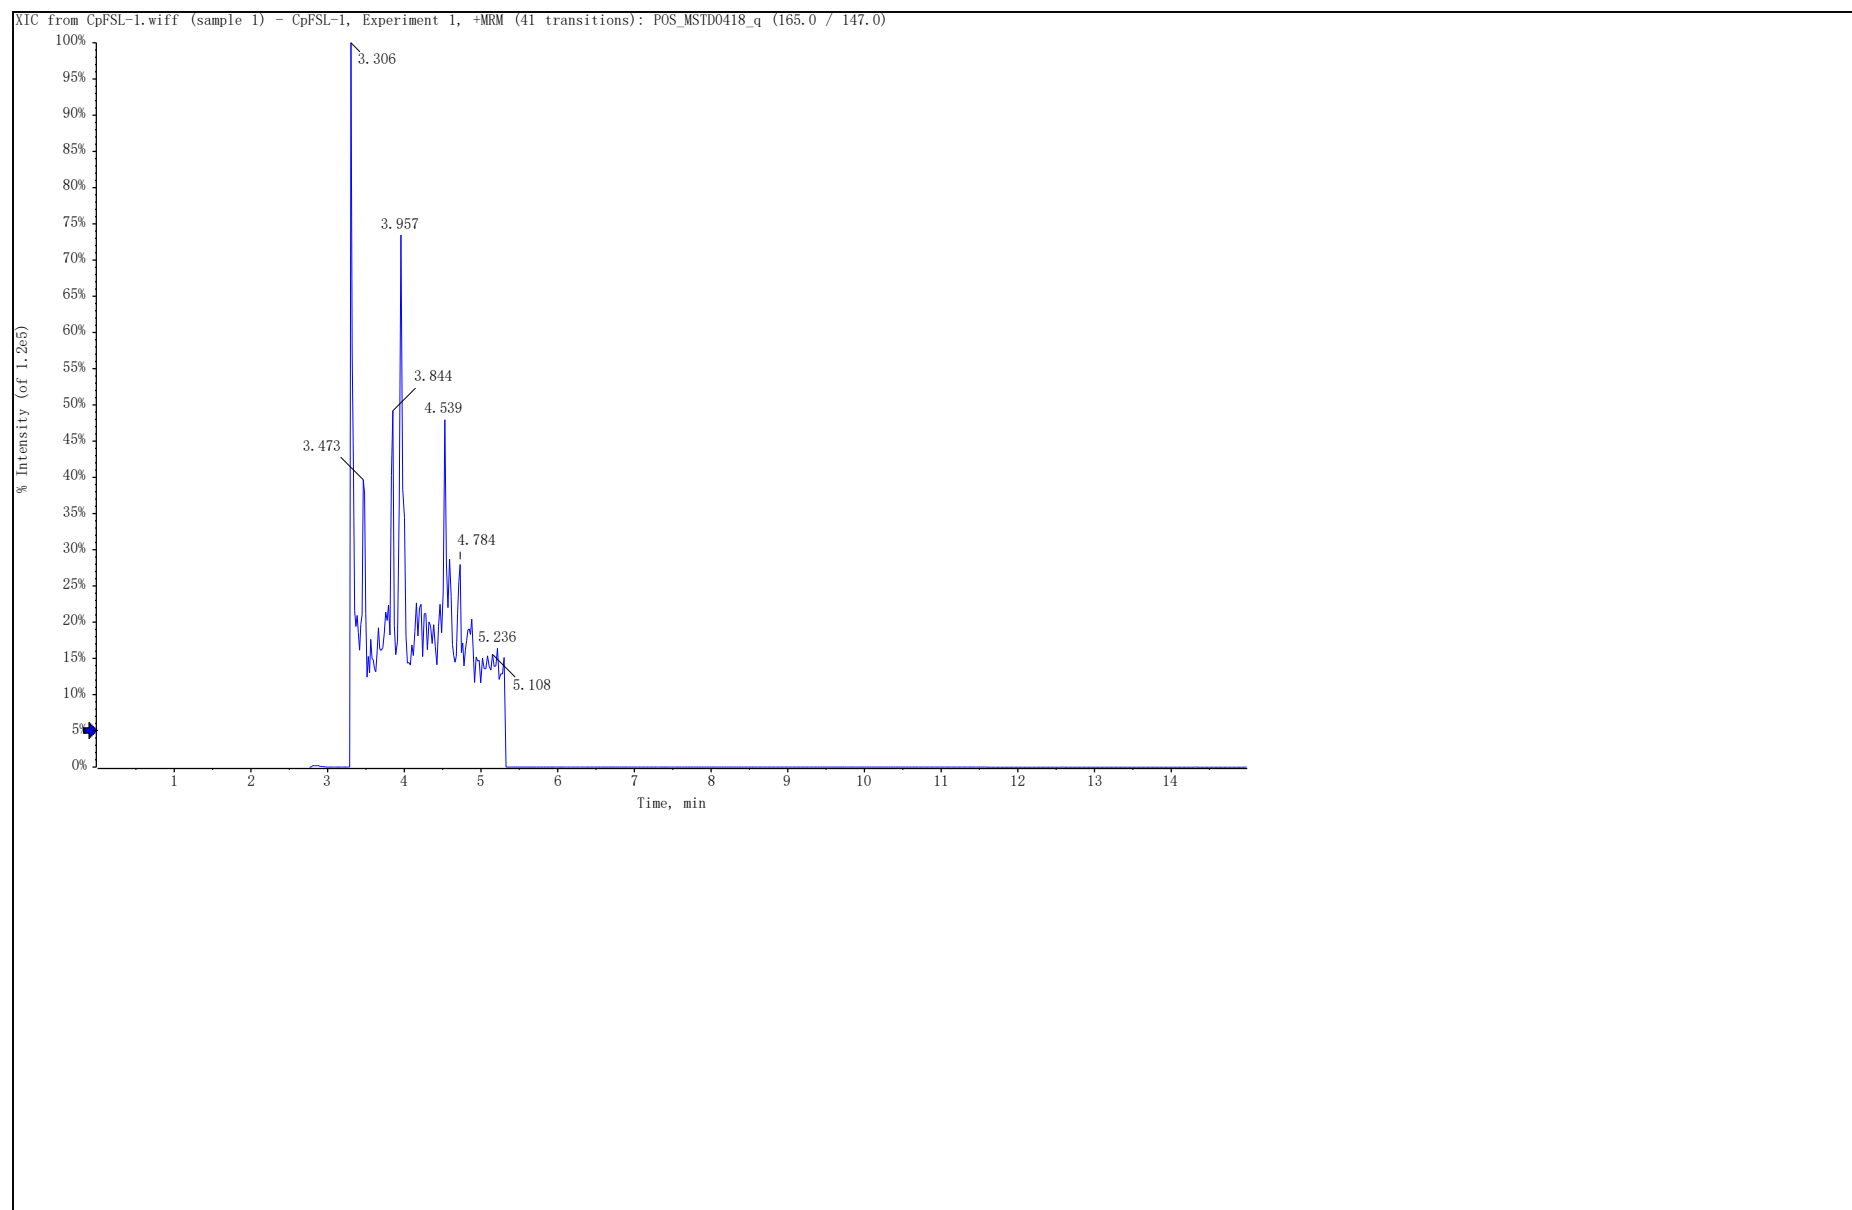

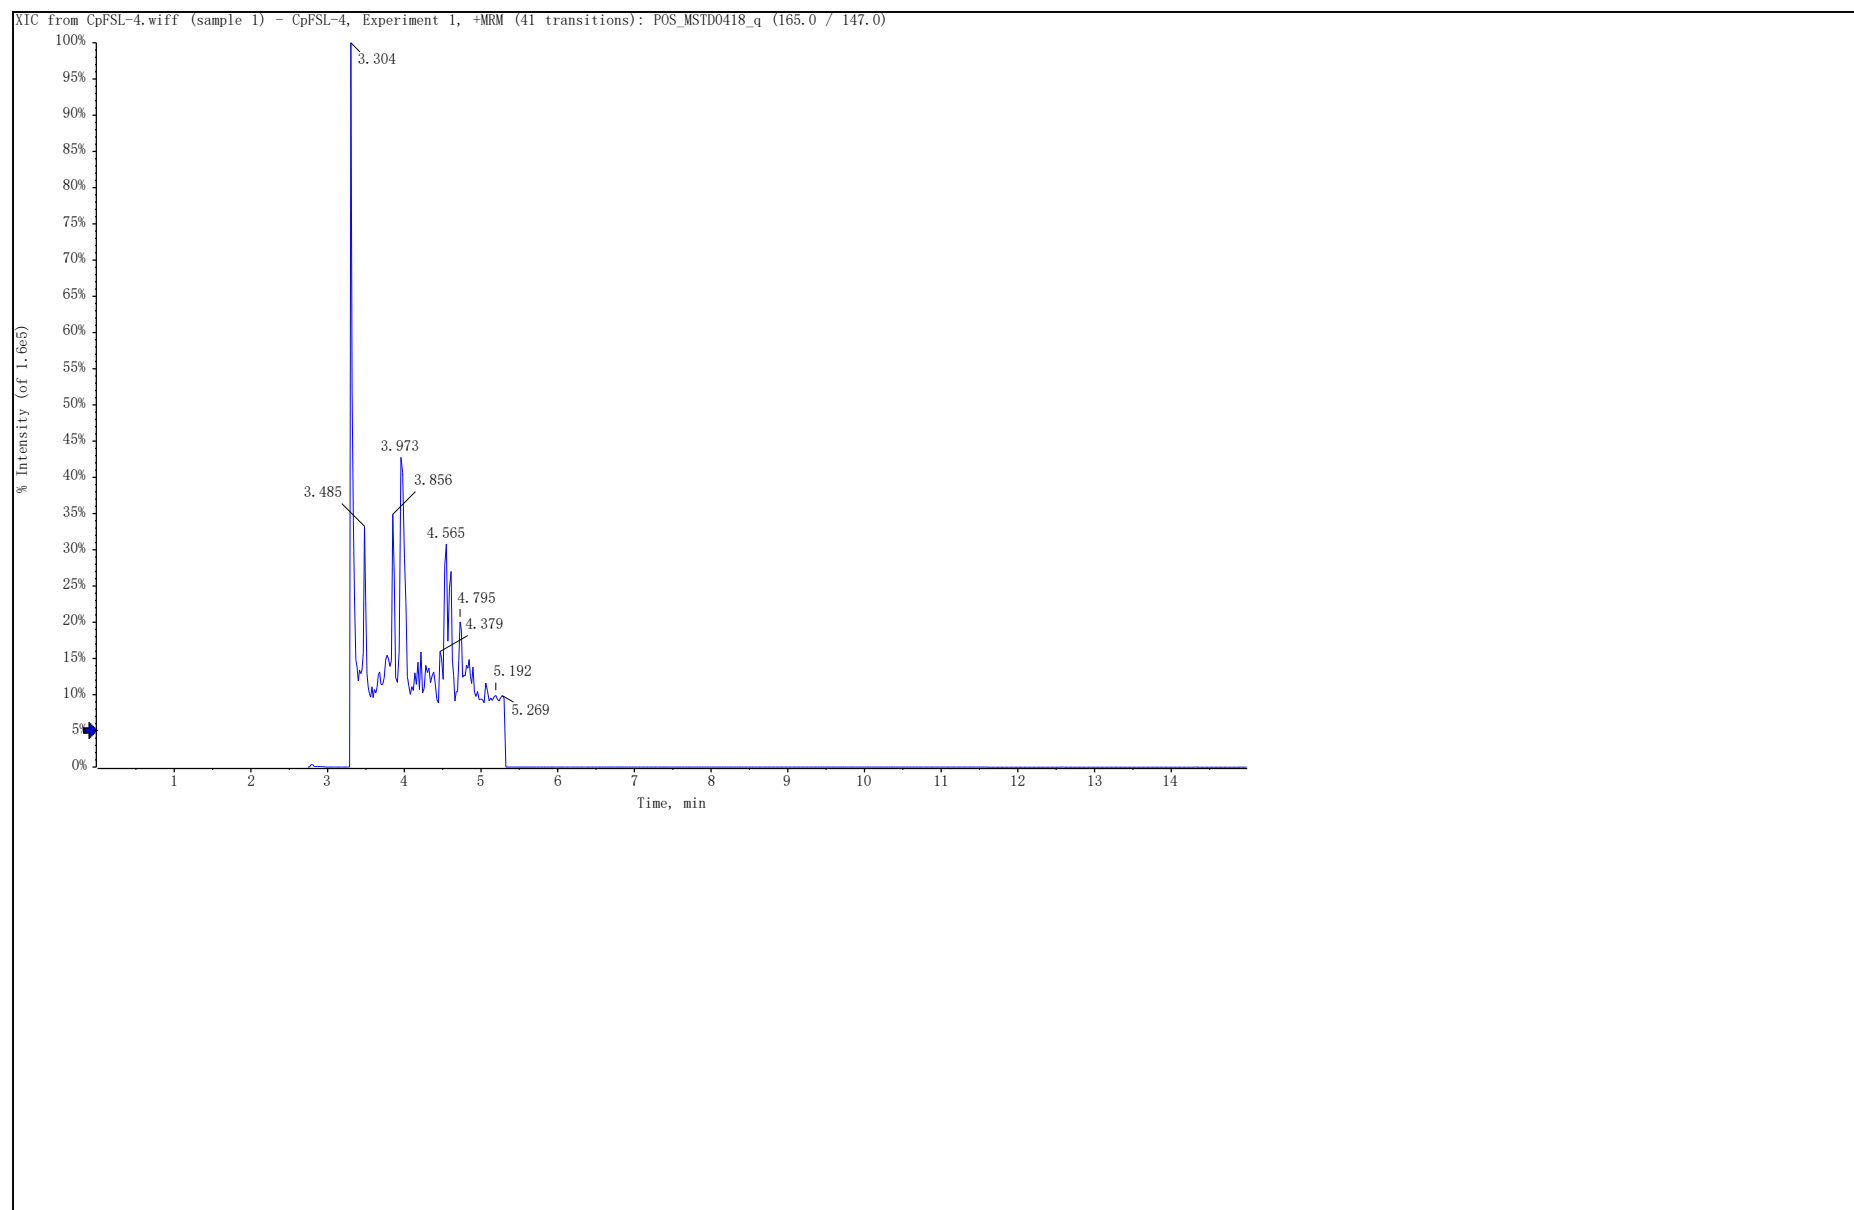

**Supplement:** Supplementary file 3

How the deposited data were processed for this re-analysis (not part of the article)

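The data are RNA-seq libraries of leaves of 2-year-old *P. ginseng* plants: 3 of CK, 3 of leaves 14 h and 3 of leaves 24 h after spraying with 1000000 spores per ml of *C. panacicola*. The results section of the paper describes CK leaves as untreated, the methods as given only water, and the sample records as given buffer without spores, so they are called CK here. The hour of their harvest is not given in the sources used here.

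The authors cleaned paired-end reads and aligned them with HISAT to the *P. ginseng* genome. Their notes name Bowtie 0.12.2, HISAT2 2.0 and StringTie 1.3.0. The handling of reads that align to several places and the strand are not given in the sources used here. The estimated counts of each gene, as deposited, were made by the authors with these tools and are not scaled between libraries. They are whole numbers rounded up, and each follows from the FPKM of the gene, so they stand for read coverage and not for reads. The FPKM values, as deposited, were calculated by the authors as fragments per kilobase of transcript per 1e6 mapped fragments, and are used here for the levels that the text prints. The replicates were not pooled.

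The estimated counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization and quasi-likelihood F tests, in 1 fit of all 9 libraries with the 3 groups and no covariate. The plan named edgeR for raw counts and limma on log2(FPKM + 1) for a file without them. Since the deposited counts are estimates, edgeR was chosen after their kind was seen, and limma was run as an alternative. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, which left 44165 of 50681 genes, and 1018 were at 0 in every library. The 3 comparisons were Cp14h against CK, Cp24h against CK and Cp24h against Cp14h. The p-values were adjusted by the method of Benjamini and Hochberg over all genes tested in a comparison. Genes are called higher or lower at an adjusted p under 0.05. SSTF genes are counted at the thresholds of the paper, an unadjusted p of 0.05 or less and a log2 fold change of at least 1 in size. The paper names no test for its p. The SE of a log2 fold change is its size divided by the square root of its F statistic. Where a group lay at or under a floor of 12 counts per library, about 3 fragments, the fold is printed as a lower limit against that floor.

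Gene lists were set up from the KEGG pathways, GO terms and descriptions of the deposited annotation, 65 in all. Each was tested with camera in limma 3.58.1 at the preset correlation of 0.01 and, beside it, with an estimated correlation, and the p-values were adjusted over the lists of a comparison. Members were also counted with their p-values adjusted over the list alone. Terms were tested for enrichment by one-sided Fisher's exact tests of terms with at least 10 tested members, against tested genes with a term of that kind, adjusted over all terms of that kind. Fisher's tests count genes as independent, which related genes are not, so their p-values do not measure the spread between libraries. Single genes that the paper names were also compared by exact two-sided permutation tests of FPKM, which 3 libraries against 3 cannot bring below 0.1.

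The genes named in the text follow a rule with 3 parts. The first takes, per comparison, the 8 genes with the largest and the 8 with the smallest log2 fold change among those past the adjusted p whose groups do not overlap, with a mean FPKM of 10 or more in a group and a description. The second takes the 8 genes that the paper names. The third takes up to 4 members of each list described with the smallest adjusted p at a mean FPKM of 1 or more. The heatmaps and quantitative PCR figures of the paper had been seen when the rule was written. Genes outside the rule are said to be so where they are named.

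Valid reads were 33161354 to 51578110 per library. The normalization factors were 0.946 to 1.05. The common dispersion was 0.0674, a coefficient of variation between replicates of 0.26. The procedure was tested on simulated data with known changes at 14 h, of which it recovered 25% of 2-fold and 72% of 4-fold changes. Fewer genes changed in the simulated data than in the real libraries, which makes the adjustment stricter there. The overlap of genes changed at both times was set against simulated libraries without any difference, since the comparisons share their controls.

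The alternatives were no filter on low values, a stricter filter, libraries scaled to the same total or the same median, limma on log2 FPKM with pseudocounts of 0.1 and 0.01, limma with quantile normalization, only the groups compared in the fit, no mean-variance trend, robust estimation, replicate number as a block, each library left out in turn, DESeq2 1.42.0, and SSTF by adjusted p or by the ratio of FPKM means. For gene lists and terms they were camera with an estimated correlation and a background of all genes listed. After the data were seen, limma with a pseudocount of 1, which is the test planned for a file without raw counts, was run as an alternative, and counts divided by 4 and leaving out genes near 0 in a whole group were added.

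The quantitative PCR, the metabolite measurements, the infection tests and the antifungal tests of the paper were not analysed here, since this summary covers the RNA-seq libraries. Reads were not aligned again, and the fungal reads were not analysed here.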

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

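Of the tests in this part, those of time of day for the chlorophyll genes at 14 h, of a difference between plants and of shared reads were chosen only after the result was seen.

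The paper does not discuss the circadian clock, and clock genes differed between the time points more often than other genes. Of core clock genes, 58.2% passed edgeR's test between Cp24h and Cp14h, against 33.6% of all genes, and 50.9% did so between Cp24h and CK, against 27.2% (Fisher's exact test, adjusted p = 0.000391 for both). Fisher's test counts genes as independent, though copies of a clock gene may share reads, so its p does not measure the spread between libraries. As a list, core clock genes did not pass camera in either comparison, and members moved both ways. Of 12 morning genes, 8 were lower and 1 higher against Cp14h (median log2 fold change -1.20), and 7 and 1 against CK (median -0.88). The 12 evening genes were split, with 5 higher and 2 lower in each comparison (medians of 0.67 and 0.28). Genes matched to GIGANTEA, which are among them, had medians of -0.047 and -0.34. The LHY copies were lower in 3 of 3 Cp24h libraries. Harvest at another time of day may therefore account for part of the difference between 14 h and 24 h. For the fall of chlorophyll a-b binding genes at 24 h, the share of core clock genes against CK met the prediction of time of day. But these genes were already lower at 14 h, where no LHY copy passed the test. As a list they did not pass camera between the time points. Whether part of their fall at 24 h comes from the time of day therefore stays open. Infection remains open beside it and untested on its own, since the libraries hold a single CK group, without uninfected leaves for each time point.

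Chlorophyll a-b binding genes, which the paper does not discuss, were already lower at 14 h: 18 of 46 passed the test as lower, 0 as higher and 28 did not pass (0 higher and 39 lower when adjusted over the list alone, camera adjusted p = 1.16e-22, and adjusted p = 0.396 with an estimated correlation; median log2 fold change -1.24). *Pg_S6819.6* (Pg_scaffold6819, 75111 to 76153), a light-harvesting protein, fell from 33.7 ± 13.1 to 7.59 ± 0.259 FPKM (log2 fold change -2.21, SE 0.32, adjusted p = 0.00224). Time of day stays open here: the 95% intervals of the 3 LHY genes allow a log2 fold change of at most 0.62 in size, and 5.45% of core clock genes passed, against 4.66% of all genes (adjusted p = 0.743), but the test also asked, to argue against it, that no morning or evening gene pass. Of these, the following being named after their values were seen, the morning gene *Pg_S2035.26*, a REVEILLE gene (Pg_scaffold2035, 308823 to 314245), passed as higher (log2 fold change 0.90, adjusted p = 0.0327), and the evening gene *Pg_S5054.7*, of the PCL1 type (Pg_scaffold5054, 120438 to 121307), as lower (log2 fold change -1.35, adjusted p = 0.0255). The difference between CK libraries limits this result, since the median of the list in CK replicate 1 lay below that in the other CK libraries.

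The balance of SSTF genes at 24 h, where 2444 were higher and 3819 lower, was tested for an effect of scaling between libraries. By the adjusted p the balance was closer to even, with 5630 genes higher and 6364 lower, so the excess of lower genes depends in part on the threshold of fold change. Scaled to the same median or total, at least 56.4% of SSTF genes in Cp24h against CK were still lower, which argues against scaling as the whole source of the balance. Infection, the age of the leaves and time of day stay open as untested.

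In a pattern that the paper does not describe, 69 genes had at most 4 or at least 100 counts in each of the 9 libraries, with 3 or more libraries of each kind. Without use of the groups in choosing them, 69 of 69 were near 0 in every library of a group and abundant in every library of another, and 15 were near 0 in Cp24h alone, such as *Pg_S0200.9* (Pg_scaffold0200, 709858 to 710633), a protein of unknown function named after its values were seen. Of these genes, 11 had a neighbouring expressed gene with the same pattern, but pieces of a gene split by the annotation would share a pattern whatever the plants. With neighbours of the same description or under 1000 bp away left out it was 6, against at most 2 in 1000 random draws. Pieces of a gene with different descriptions and a wider gap would stay among the 6. The draws took expressed genes at random, so neighbours that respond to infection together would exceed them as well. The count therefore cannot tell such neighbours from an effect of the plants. Plants of different genotype in the groups may account for some of the genes. If so, plants were alike within a group and differed between groups. The p-values and SEs of edgeR throughout would then not separate infection from a difference between plants. Reads shared between near-identical copies predicted that genes of the same description regain a median share of 0.5 or more of the missing counts. Over the 39 genes with such a partner the median was -0.016, with quartiles of -0.69 and 0.46, and 10 of the 39 regained over 0.5. A shared description does not make genes near-identical copies, and partners among the 69 genes were left out. The test therefore cannot decide on shared reads. Infection also stays open, untested, since the groups differ in it as well.

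Some responses differed in direction between the time points. In all 3 comparisons by edgeR's adjusted p, 64 genes were higher than CK at 14 h and lower at 24 h, and 41 were the reverse. Among the former, *Pg_S0096.12*, named after its values were seen, an oxidase of the RBOH type that makes reactive oxygen (Pg_scaffold0096, 304415 to 309150), had log2 fold changes of 0.64 and -0.61 (adjusted p = 0.000195 between the time points).

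Lists of genes also differed between 14 h and 24 h by camera, though none did so with an estimated correlation. Unsaturated fatty acid genes were higher at 24 h (median log2 fold change 0.98, adjusted p = 0.000158, highest in 3 of 3 Cp24h libraries, and adjusted p = 0.692 with an estimated correlation). Ethylene-responsive factors were lower (median -0.69, adjusted p = 0.00279, lower in 3 of 3, and adjusted p = 0.685 with an estimated correlation). Phloem genes were lower (median -0.98, adjusted p = 0.0391, lower in 3 of 3 than in Cp14h, and adjusted p = 0.685 with an estimated correlation), among them *Pg_S3358.11*, a phloem lectin (Pg_scaffold3358, 283226 to 290910), which fell from 2547 ± 308 to 851 ± 94.1 FPKM (log2 fold change -1.58, SE 0.24, adjusted p = 0.000963). Genes of dividing cells were lower (median -0.42, adjusted p = 0.0245, lower in 3 of 3, and adjusted p = 0.685 with an estimated correlation), among them *Pg_S5183.9*, a kinesin of cell division (Pg_scaffold5183, 125639 to 131826, log2 fold change -2.17, SE 0.21, adjusted p = 8.84e-05).

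Enzymes of ginsenoside and triterpene synthesis, which the paper does not discuss, did not pass camera between the time points (adjusted p = 0.0930): of 56 genes, 17 were higher at 24 h than at 14 h, 3 lower and 36 not past the test (17 higher and 3 lower when adjusted over the list alone).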

How the results depend on the processing

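Of the settings below, the estimated counts divided by 4 and leaving out genes near 0 in a whole group were chosen only after the data were seen, and so was the use of edgeR, with limma on log2(FPKM + 1), the test planned for a file without raw counts, run as an alternative. Among the genes named by rule and the gene lists that were tested again under the alternatives, none that passed its test passed in the opposite direction. Some lost their call, and a change of sign without passing was counted as a lost call.

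The numbers of SSTF genes were lower without low genes (FPKM 5 or more in at least 3 libraries), where fewer genes are tested: 626 higher and 606 lower at 14 h, 1209 and 2231 at 24 h, 1726 and 3018 between the time points, 569 shared and 27 of flavonoid biosynthesis. With limma on log2(FPKM + 1) and quantile normalization they were 755 and 580, 1473 and 1823, 2041 and 2560, 560 shared and 35 of flavonoid biosynthesis. Without quantile normalization, limma gave 799 and 550, 1513 and 1749, 1932 and 2693, 558 shared and 39 of flavonoid biosynthesis. In both, a pseudocount of 1 draws the fold changes of low genes towards 0, but the test differs from the main one as well. With smaller pseudocounts limma also called fewer SSTF genes lower at 14 h than edgeR, and which of these lowers the numbers was not tested. Taking SSTF by adjusted p left 776 and 606 at 14 h, 690 shared, and 8.33% of the genes lower at 24 h also lower at 14 h, since fewer genes pass the stricter criterion.

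By adjusted p at 14 h, DESeq2 called 2325 genes higher and 2092 lower, and the cause was not tested. Genes lower at 14 h numbered 512 with only the groups compared in the fit, which leaves fewer samples, and 591 with no mean-variance trend, where the cause was not tested.

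Single libraries mattered most at 14 h. Leaving out each library in turn gave 516 to 2081 genes higher and 372 to 2256 lower: the upper ends were reached without CK replicate 1 and the lower ends without CK replicate 3. They were 586 and 414 without CK replicate 2, 658 and 469 without Cp14h replicate 1, 578 and 373 without Cp14h replicate 2, 1480 and 1764 without Cp14h replicate 3, and 830 and 618 without Cp24h replicate 3. SSTF genes lower at 14 h ranged from 1154 to 2153 and their share from 41.3% to 54.1%, with the highest of both without Cp14h replicate 3, where lower genes became the majority. At 24 h against CK, 3140 to 6254 genes were higher (3502 without CK replicate 2 and 3546 without Cp24h replicate 3) and 3643 to 6876 lower (4082 without Cp24h replicate 3). Against Cp14h, 4537 to 8504 were higher. The share of genes lower at 24 h that were also lower at 14 h ranged from 11.5% to 20.6%. Fewer samples lower the power of a test, but why leaving out CK replicate 1 or Cp14h replicate 3 raised the numbers was not tested.

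With replicate number as a replicate block the counts were 1030 higher and 846 lower at 14 h, 5622 and 5979 at 24 h, and 7221 and 7143 between the time points, and 1290 SSTF genes were shared. The libraries gave no sign of pairing by number (r of -0.072 to 0.070 between libraries of the same number, and 4 of 18 best matches had their own number).

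The splits of 3 libraries against 3 are too few for a share under 0.05. In a fit of the groups compared alone, the real split called 1309, 12149 and 15439 genes at 14 h, at 24 h and between the time points. The highest of the other 9 splits called 0 in each. Those splits mix libraries of different groups, so a difference between the groups widens their spread and lowers their calls. Their 0 therefore does not argue against chance.

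Every camera call at the preset correlation was lost with an estimated correlation, so they rest on that preset. Under other settings, calls of lists were lost without low genes in 3, without Cp14h replicate 1 in 2, and in 1 each under 7 others. Among enrichment tests, that of alpha-linolenic acid metabolism was lost under 12 of 26 alternatives (adjusted p = 0.00921 to 0.338), that of kinases at 24 h under 10 (0.000746 to 0.890) and that of plant-pathogen interaction among lower genes under 7 (0.000323 to 0.856).

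Small changes were often missed in simulated data, and which of depth, spread or the number of libraries limits this most was not tested. With the depth, spread and number of these libraries, edgeR recovered 25 of 100 genes changed 2-fold and 72 of 100 changed 4-fold at 14 h, with 6 false among 103 calls. Far fewer genes changed there than in the real libraries, where 2059 passed at 14 h. The adjustment is stricter when few genes change, so these shares may understate the recovery in the real libraries. Counts divided by 4, about 1 per fragment, left all 20 counts and shares within 1.5 times.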

Differences from the paper's values

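The use of edgeR was chosen after the values were seen, and limma on log2(FPKM + 1), the test planned for a file without raw counts, was then run as an alternative. The paper gives thresholds of p and fold change and names no test, and the same thresholds are used here. Of 23 alternatives set before the data were examined, those that come within 1.5 times of the paper's value are named, and the others still differ.

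SSTF genes lower at 14 h against CK were 1416 here, and the paper's number is 790. The number was within 1.5 times of the paper's in 6: without low genes (606), without CK replicate 3 (1154), with limma on log2(FPKM + 0.1) (984), on log2(FPKM + 0.01) (1035) and on log2(FPKM + 1) with quantile normalization (580), and with SSTF by adjusted p (606). It still differed in the other 17. Limma on log2(FPKM + 1), the test planned for a file without raw counts but run as an alternative only after seeing the values, gave 550, which is within 1.5 times, and how many of the paper's own genes it drops was not counted, since the paper's list was not used here.

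SSTF genes at 14 h in all were 3077 here, and the paper's number is 1995. The number was within 1.5 times in 9: only the groups compared in the fit (2833), the replicate block (2987), without CK replicate 2 (2965), without CK replicate 3 (2791), without Cp14h replicate 1 (2784), limma on log2(FPKM + 0.1) (2332), on log2(FPKM + 0.01) (2425) and on log2(FPKM + 1) with quantile normalization (1335), and SSTF by adjusted p (1382). It still differed in the other 14. Limma on log2(FPKM + 1), run as an alternative only after seeing the values, gave 1349, also within 1.5 times, and how many of the paper's own genes it drops was not counted. Under it other numbers left that range, such as the SSTF genes shared by 14 h and 24 h (558, against 1336 here and the paper's 904).

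SSTF genes of defense response lower at 14 h were 37 here, and the paper's number is about 21 in Supplementary Figure 4, read by eye. It was within 1.5 times in 6: without low genes (14), without CK replicate 2 (28), without CK replicate 3 (29), and with limma on log2(FPKM + 0.1) (23), on log2(FPKM + 0.01) (22) and on log2(FPKM + 1) with quantile normalization (14). It still differed in the other 17.

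SSTF genes of serine/threonine kinase activity lower at 14 h were 30 here, and the paper's number is about 17 in Supplementary Figure 4, read by eye. It was within 1.5 times in 4: without CK replicate 3 (25), with limma on log2(FPKM + 0.1) (16) and on log2(FPKM + 0.01) (17), and with SSTF by adjusted p (12). It still differed in the other 19. Under limma on log2(FPKM + 1) the numbers of defense response and of kinase activity still differed (13 and 7).

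The paper lists hormone signal transduction among the pathways of genes lower at 24 h, and here it was not enriched at the threshold (161 genes, expected 132, Fisher's exact test, adjusted p = 0.0690, with a range of 0.0199 to 0.806 over the alternatives). The other terms it lists with it passed: plant-pathogen interaction (adjusted p = 0.00920) and ethylene-activated signaling (adjusted p = 6.31e-05). It passed with no filter on low values, with libraries scaled to the same median, without CK replicate 1, without Cp14h replicate 3, with DESeq2, and with SSTF by the ratio of FPKM means. By quantitative PCR the paper reports *Pg_S0785.34* (Pg_scaffold0785, 453360 to 456831) as induced at 14 h. In the RNA-seq libraries its mean was lower than in CK and did not pass the test (log2 fold change -0.72, adjusted p = 0.115, lower in 3 of 3 libraries).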

Other observations

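Apart from the use of edgeR, chosen after the values were seen, no test in this part was chosen after its result was seen. Ginsenosides are the triterpenes for which ginseng is valued, and some genes of their synthesis were lower at 14 h. Of 56 such genes, 0 were higher than CK at 14 h, 6 were lower and 50 did not pass edgeR's test (0 higher and 9 lower when adjusted over the list alone, camera adjusted p = 0.00118, and adjusted p = 0.283 with an estimated correlation; median log2 fold change -0.40, below every CK library in 3 of 3 Cp14h libraries). *Pg_S0913.16*, a hydroxymethylglutaryl-CoA reductase, an early enzyme of the pathway (Pg_scaffold0913, 751096 to 753885), was at 8.68 ± 4.80 FPKM in CK, 1.69 ± 0.0647 in Cp14h and 10.4 ± 5.27 in Cp24h (log2 fold change -2.42, SE 0.46, adjusted p = 0.0124 at 14 h), a call lost under 3 of 23 alternatives. From 14 h to 24 h, 17 genes were higher, 3 lower and 36 not past the test (17 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.0930). *Pg_S3318.3*, a dammarenediol synthase, which makes the ginsenoside skeleton (Pg_scaffold3318, 53730 to 62371), rose from 33.4 ± 10.1 to 124 ± 32.4 FPKM (log2 fold change 1.89, SE 0.32, adjusted p = 0.00165). *Pg_S1770.12*, the protopanaxadiol 6-hydroxylase that leads to protopanaxatriol (Pg_scaffold1770, 299302 to 303422), rose from 35.1 ± 9.47 to 132 ± 19.5 FPKM (log2 fold change 1.91, SE 0.28, adjusted p = 0.000807). Against CK at 24 h, 6 were higher, 8 lower and 42 not past the test (6 higher and 8 lower when adjusted over the list alone, camera adjusted p = 0.959).

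Genes of the Calvin cycle, which fixes carbon, and of photorespiration had, at 14 h, 0 higher, 2 lower and 19 not past the test of 21 (0 higher and 3 lower when adjusted over the list alone, camera adjusted p = 2.48e-05, and adjusted p = 0.283 with an estimated correlation; median log2 fold change -0.58). Housekeeping genes served as a reference: of 250, 7 were higher, 6 lower and 237 not past the test at 14 h (7 higher and 6 lower when adjusted over the list alone, camera adjusted p = 0.514), and 42, 27 and 181 at 24 h (47 higher and 28 lower when adjusted over the list alone, camera adjusted p = 0.216).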
